# Persistent activation of monocytes/macrophages and cell senescence in SIV-infected macaques on ART

**DOI:** 10.3389/fimmu.2026.1788994

**Published:** 2026-03-12

**Authors:** Yilin Chen, Xiaofeng Ding, Sonalika Ray, Siva Thirugnanam, Robert V. Blair, Ahmad Saied, Sergiy Sukhanov, Jay K. Kolls, Woong-Ki Kim, Patrice Delafontaine, Jay Rappaport, Xuebin Qin, Namita Rout

**Keywords:** ART, caspase-1, *IL27*, inflammaging, macrophage, NFkB, RNA-seq, SIV

## Abstract

**Introduction:**

Despite effective viral suppression with antiretroviral therapy (ART), people living with HIV (PLWH) experience persistent inflammation, immune dysfunction, and premature onset of cardiovascular and aging-related comorbidities. The mechanisms driving this transition from acute immune activation to chronic inflammatory remodeling under viral suppression remain incompletely understood. Here, we leveraged a nonhuman primate model to characterize the longitudinal transcriptomic changes across key stages of SIV infection and ART.

**Methods:**

To define the underlying mechanisms, we performed longitudinal transcriptomic profiling in peripheral blood mononuclear cells (PBMCs) from a cohort of simian immunodeficiency virus (SIV)-infected rhesus macaques spanning four key stages: pre-infection, acute infection, short-term ART, and long-term ART.

**Results:**

Bulk RNA sequencing revealed dynamic immune remodeling across infection and treatment. Acute SIV infection induced robust antiviral and inflammatory programs, with upregulation of interferon-stimulated genes (ISGs), IL-27, JAK/STAT, and NF-κB signaling, coupled with suppression of T- and B-cell activation pathways. Short-term ART effectively reversed these transcriptional perturbations, restoring adaptive immune gene expression and reducing innate antiviral responses to near-baseline levels. In contrast, chronic SIV infection on long-term ART maintained viral suppression but was characterized by reactivation of innate immune pathways, including TLR2/TLR4/MYD88, NF-κB, and inflammasome (NLRP3/NLRP12, caspase-1) signaling, along with sustained macrophage activation, platelet/coagulation signaling, and senescence-associated secretory phenotype. Protein analyses confirmed persistent CASPASE-1 and NF-κB activation in spleen tissue. Pathologic evaluation of a carotid artery from an SIV-infected, long-term ART–treated macaque revealed macrophage-rich plaques with p21⁺ senescent cells with intraluminal thrombus formation, recapitulating key features of HIV-associated atherogenesis.

**Conclusion:**

While ART normalizes acute infection-induced immune dysregulation, chronic SIV infection sustains a chronic, macrophage- and TLR-driven inflammatory state linked to vascular injury and aging process regardless of long-term suppression of viremia. Targeting inflammasome, NF-κB, and senescence pathways may mitigate non-AIDS comorbidities in PLWH.

## Introduction

People living with HIV (PLWH) are susceptible to inflammatory comorbidities despite effective antiretroviral therapy (ART) and experience premature onset of aging-related comorbidities such as cardiovascular disease (CVD). They are twice as likely to develop CVD (1) including atherosclerosis, a leading cause of morbidity and mortality in PLWH. PLWH also have an increased risk of thrombosis, which significantly contributes to atherosclerosis-associated CVD such as heart attack and stroke (2, 3). While HIV-induced chronic inflammation contributes to the accelerated aging process and CVD in PLWH (4), the causal mechanisms remain unclear (5). Chronic inflammation-associated biological aging, or inflammaging, is a significant contributor to CVD (6–8), and evidence suggests that chronic HIV infection accelerates inflammaging in PLWH (6, 9, 10). As the HIV-positive population ages, and with new diagnoses in older adults on the rise, understanding the complex interplay between HIV, aging, and inflammation has become increasingly important, particularly in the context of CVD pathogenesis. Elucidating the molecular and cellular mechanisms of HIV-induced acceleration of cardiovascular aging (6, 10) is crucial for the development of targeted interventions to prevent and treat HIV-associated CVD and other age-related diseases in PLWH (5, 11–14).

HIV infects CD4^+^ T lymphocytes and macrophages, triggering proinflammatory signaling cascades such as NLRP3 inflammasome-mediated caspase-1 (NLRP3-CASP-1) activation and the release of IL-1β and IL-18 (5, 15–19). Chronically activated monocytes/macrophages (MC/Mϕ) further aggravate HIV-associated atherosclerosis (HIVAA) (5, 11, 20–22). We (20, 21, 23–26) and others (27–30) have linked NLRP3-CASP-1 activation to HIVAA in PLWH and shown that macrophage-driven inflammasome activation promotes atherogenesis in mice; however, its role in accelerated aging and CVD requires further investigation in a physiologically relevant model (5, 27, 28, 31). Nonhuman primates (NHPs) naturally develop age-related CVD driven by risk factors similar to humans (e.g., dyslipidemia) (32, 33) and exhibit atherosclerotic lesions when fed an atherogenic diet (AD) (33–38), providing a translational model to investigate HIV-associated CVD and accelerated aging. Prior studies using SIV-infected, CD8^+^ T cell-depleted macaques demonstrated CASPASE-1 and NF-κB activation in lymphoid tissues that persisted despite ART at 120 dpi (21). Whether such inflammatory signaling persists during chronic infection beyond this period remains unknown. Comprehensive longitudinal analysis of gene expression dynamics during HIV infection is not feasible in clinical settings, particularly because of the lack of access to pre-infection baseline samples and NHP studies to date have largely been limited to single-cell or bulk transcriptomic analyses of specific immune subsets at early infection with/without ART rather than systemic immune remodeling through chronic SIV infection under effective long-term ART (39, 40). Comprehensive profiling of global gene and pathway changes in the circulation, specially in inflammaging pathways such as NLRP3–CASP-1, NF-κB, and senescence pathways during an entire course of ART-suppressed HIV infection has yet to be defined in a physiologically relevant, non–CD8-depleted SIV infection model.

In this study, we established a longitudinal cohort of SIV-infected rhesus macaques to characterize transcriptomic remodeling in peripheral blood mononuclear cells (PBMCs) with infection and through long-term viral suppression for over a year with ART. PBMC bulk RNA sequencing (RNA-seq) was used to delineate persistent immune and inflammatory signatures linked to senescence and cardiovascular risk during chronic SIV infection under long-term ART. This approach revealed stage-specific immune remodeling, with acute infection driving broad antiviral and innate immune programs and ART exerting differential effects over time. While short-term therapy largely normalized adaptive and innate immune pathways, chronic SIV infection on long-term ART was associated with persistent immune activation and inflammatory signaling, including pathways linked to monocyte and macrophage activation, platelet activation, coagulation, and cellular senescence, all of which have been implicated in cardiovascular risk. Consistent with these systemic findings, we detected increased caspase-1 and NF-κB activation in spleen from SIV-infected rhesus macaques on long-term ART. Together, these findings delineate distinct immune transcriptomic trajectories during infection and therapy and suggest that durable viral suppression does not fully resolve pathogenic inflammatory programs that may contribute to HIV-associated comorbidities.

## Materials and methods

### Animals, viral inoculation, and ART

Four healthy adult female Indian-origin rhesus macaques (*Macaca mulatta*), aged 5–10 years and seronegative for SIV, HIV-2, STLV-1, SRV-1, and herpes-B, were infected intrarectally with 2500 TCID50 SIVmac251 (Preclinical Research and Development Branch, NIAID). ART was administered daily via subcutaneous injection: 5.1 mg/kg Tenofovir Disoproxil Fumarate (TDF), 30 mg/kg Emtricitabine (FTC), and 2.5 mg/kg Dolutegravir (DTG) in 15% kleptose solution at pH 4.2 (41). Plasma viral loads were quantified using the Roche High Pure Viral RNA Kit (42).

### Sample collection and cell isolation

Blood collected in EDTA tubes (Sarstedt) was processed immediately. PBMCs were isolated by density gradient centrifugation (Lymphocyte Separation Medium, MP Biomedicals) at 1500 rpm for 45 min for phenotyping and functional assays. Splenocytes were isolated from tissue obtained at necropsy. Briefly, pieces of tissue were washed with phosphate buffered saline (PBS), minced and homogenized with a syringe plunger and filtered through a cell strainer. The cell suspension in the filtrate was washed and resuspended in RPMI-10 + 10% FCS. Cell viability was >90% by trypan blue exclusion.

### RNA isolation and RNA sequencing analysis

Tissues were collected in 1 mL Trizol reagent (15596026; Invitrogen) and extracted with RNeasy Mini Kit (Cat. No.74104; QIAGEN, Hilden, Germany) following the manufacturer’s protocol. The concentration of RNA was determined by NanoDrop 2000. Final cDNA libraries carrying TruSeq RNA CD indexes (Illumina, 20019792) were quantified with the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32854). Library quality was assessed on an Agilent TapeStation 4150 using Agilent D1000 ScreenTape (Agilent, 5067-5582). Smear analysis (Agilent TapeStation Software, Version 4.1.1) with a 600 bp window was used to determine the average library size. Library molarity was then calculated from the measured size and concentration. Libraries were pooled to a final concentration of 750pM with a 2% spike-in of PhiX control library v3 (Illumina, FC-110-3001). The pooled mixture was loaded onto an Illumina NextSeq P1 (300) reagent cartridge (Illumina, 20050264). Paired-end, dual-index sequencing (150×8×8×150) was run on the NextSeq2000, generating ~20 M paired-end reads per sample. Fastq files produced by Illumina BaseSpace DRAGEN Analysis Software (Version 1.2.1) were used for downstream analyses. Raw reads were evaluated with FastQC and aligned to Mmul10 using Hisat2. Transcript assembly and abundance estimation were performed with the featurecounts R package. Gene-level differential expression was analyzed with DESeq2. Volcano plots were created with the Enhanced Volcano package (v1.16.0) to visualize gene-level changes. Gene ontology (GO) analysis used DAVID Functional Annotation Bioinformatics Microarray Analysis; gene sets with p-value < 0.05 were deemed significantly enriched, and results were visualized with enrichplot, ggplot2, and base R graphics.

### Western blot

Spleens from untreated or SIV-infected rhesus macaques with ART were homogenized in Pierce RIPA buffer (89900, Thermo Fisher Scientific) supplemented with a protease and phosphatase inhibitor cocktail (5872, Cell Signaling Technology) using a FastPrep-24 5G homogenizer (MP Biomedicals). Total protein concentrations were determined by the Pierce BCA Protein Assay Kit (23227, Thermo Fisher Scientific). Equal amounts of protein were resolved on 4-20% polyacrylamide gels (Bio-Rad) and transferred onto PVDF membranes (Bio-Rad). Membranes were blocked with EveryBlot Blocking Buffer (Bio-Rad), incubated with primary antibodies overnight at 4 °C and HRP- or fluorescence-conjugated secondary antibodies for 1 h at room temperature. Signals were developed with the SuperSignal™ West Atto Ultimate Sensitivity Substrate (A38554, Thermo Fisher scientific) and visualized with a ChemiDoc MP Imaging System (Bio-Rad). Primary antibodies were as follows: rabbit mAb against phospho-NF-κB p65 (Ser536) (93H1) (#3033, Cell Signaling Technology), NF-κB p65 (D14E12) XP^®^ (#8242, Cell Signaling Technology) and CASPASE 1 p20 (Cleaved Asp296) (PA5-99390, Invitrogen), and mouse mAb antibody against PROCASPASE-1 (D-3) (sc-392736, Santa Cruz Biotechnology). Secondary antibodies included anti-rabbit IgG, HRP-linked Antibody (#7074, Cell signaling technology), goat anti-mouse IgG StarBright™ Blue 700 (12004158, Bio-Rad), and anti-mouse IgG, HRP-linked antibody (#7076, Cell Signaling Technology).

### Tissue histology and immunohistochemistry

To visualize collagen, carotid cross-sections were stained with Gomori’s Trichrome stain (cat# 24205, Polysciences). To perform IHC serial carotid artery sections were deparaffinized, dehydrated and processed with heat-mediated antigen retrieval using citrate buffer (pH 6.0) followed by blocking step (Protein block, Abcam, ab64226). Sections were incubated overnight at +4oC with primary antibody or with normal IgG (negative control). The primary antibodies used for IHC are: mouse anti-thrombin antibody (Abcam, clone 5G9, cat# ab17199), rat F4/80 antibody (Abcam, clone CI: A3-1, cat#6640), mouse anti-CD68 antibody (Abcam, clone KP-1, ab955), rabbit anti-p21 antibody (Proteintech, cat#10355-1-AP), rabbit anti-IL-1beta (cleaved Asp116) antibody (Thermo Fisher, cat#PA5-105048), rabbit NLRP3 antibody (Proteintech, cat#19771-1-AP), rabbit anti-CD31 antibody conjugated with AlexaFluor 647 (Abcam, clone EP3095, cat#abd310240), mouse α-smooth muscle actin (αSMA) antibody conjugated with AlexaFluor 488 (Abcam, clone 1A4, cat#ab184675). The primary antibody signal was amplified with horse anti-rabbit-biotin IgG (Vector Laboratories, BP-1100-50) or goat anti-mouse-biotin IgG (Vector Laboratories, BP-9200-50) or goat anti-rat-biotin IgG (Vector laboratories, BA-9400-1.5) followed by incubation with streptavidin-AlexaFluor 594 conjugate (Life Technologies, S32356) plus DAPI. Sections were mounted with ProLong Gold antifade media (Thermo Fisher, P36970) for imaging. The sections were scanned with Cytation 5 multi-mode imager (Bio-Tek, Winooski, MI) using standard TexasRed, GFP and DAPI filter cubes to generate greyscale 16-bit TIFF images for each channel. RBC is known to have strong background signal (autofluorescence) when sections imaged with FITC filter (PMID: 29058770). To visualize RBC, deparaffinized and dehydrated monkey sections were stained with DAPI and imaged with GFP filter.

### Statistical analyses

Densitometric quantification of Western blot bands was performed using ImageJ.JS (NIH), and statistical analyses and data visualization were conducted using GraphPad Prism 10 software (GraphPad Software, San Diego, CA). Data are presented as mean ± SEM. Statistical significance was determined using unpaired two-tailed *t* tests or one-way ANOVA, with p < 0.05 considered significant.

## Results

### Dynamic transcriptomic changes in SIV-infected RMs during acute infection and ART

We randomly selected 4 animals from a previous cohort (41) that had longitudinal PBMC samples collected at four key time-points: pre-SIV infection (day 0), 6 weeks post-SIV infection (acute SIV infection), after 2 months of short-term ART, and after one year (12 months and 20 months) of long-term ART, for RNA-seq analyses (**Figure 1A**). This cohort effectively models the major stages of HIV infection in humans: 1) pre-infection, 2) acute HIV infection, 3) HIV infection on short-term ART treatment, and 4) chronic HIV infection on long-term ART treatment as seen in PLWH. Of note, while Group 4 comprised four macaques, PBMC samples from two of these animals were collected at two separate longitudinal time points (12 and 20 months post-ART). These were both categorized as long-term ART treatment, resulting in a total of six data points for this group. 

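The deposited counts held 6 libraries of the long-term ART group. Their names give the animals KF35, KG56 and KV82 once each, KG04 for a pair of libraries, and KT85 once. Of these animals the paper's text names KG04 alone. No library at baseline, in acute SIV infection or on short-term ART carries the name KT85. A collection code stands in the names of only 2 of the 6 libraries, those labelled KG04 and KT85. Which libraries were collected at 12 months and which at 20 months is not given in the sources used here, so the 6 libraries are reported as a single group and each is named by the animal on its label. The uncoded library labelled KG04 and the library labelled KV82 lay far from the other libraries of their animals. Over 200 genes that differ most between animals, the library labelled KG04 had a correlation across genes of -0.431 with the other libraries of KG04 and of 0.868 with those of KV82. The library labelled KV82 had a correlation of -0.478 with the other libraries of KV82 and of 0.929 with those of KG04. The other 15 libraries of these 4 animals had correlations of 0.781 to 0.935 with the other libraries of their own animal. For each of them the 200 genes were chosen on the rest of these 15 libraries, without the library itself. Genes are not independent replicates.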

Plasma viral loads peaked between days 7–14 post-infection and were rapidly suppressed following initiation of ART, remaining undetectable throughout the treatment phase (**Figure 1B**). To comprehensively profile the dynamic transcriptomic changes in the PBMCs collected before and after SIV infection, with or without ART treatment, we conducted the bulk RNA-seq and performed six pairwise comparisons: 1) acute SIV-infection vs. baseline, 2) acute SIV-infection on short-term ART vs. acute SIV-infection, 3) acute SIV-infection on short-term ART vs baseline, 4) chronic SIV-infection on long-term ART vs acute SIV-infection, 5) chronic SIV-infection on long-term ART vs baseline, and 6) chronic SIV-infection on long-term ART vs chronic SIV-infection on short-term ART (**Figure 1C**).

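RNA from PBMC was sequenced in bulk in 18 libraries: 4 at baseline, 4 in acute SIV infection at 6 weeks, 4 on short-term ART at 2 months and 6 on long-term ART. The deposited table gave raw counts for 34643 genes by symbol, which the paper's methods state were made with featureCounts after alignment to the Mmul10 genome with HISAT2. Total counts ranged from 6795422 to 7844476 per library at baseline (median 7592348) and from 4924989 to 6967573 in acute SIV infection (median 6890060). They ranged from 6477161 to 8919948 on short-term ART (median 6967855) and from 5949479 to 9830144 on long-term ART (median 7697262). The filter filterByExpr kept 14182 genes with enough counts, TMM factors scaled the libraries, and a single edgeR model with a mean for each of the 4 groups was fitted to all 18 libraries. Each of the 6 comparisons was tested with edgeR's quasi-likelihood test and adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are said to have risen or fallen. Values per gene are CPM, counts scaled to the library size, as mean ± SD, and log2 fold changes stand with their standard error (SE). Genes are named by the symbols of the table, and overlapping or near-identical genes could share counts. The 43 lists of genes for cell types and pathways were fixed in advance and tested as sets with camera at a preset correlation between genes of 0.01. Camera called 8 to 17 of 39 lists per comparison at an adjusted p under 0.05, and 0 of them with a correlation estimated from the data. On simulated counts for acute SIV infection against baseline, the edgeR test recovered 96% of genes changed 8-fold, 74% of those changed 4-fold, 22% of those changed 2-fold and 2% of those changed 1.5-fold. These counts were drawn gene by gene, without animals and with the same spread in every group, so recovery in the real libraries can differ.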

**Figure 1:**
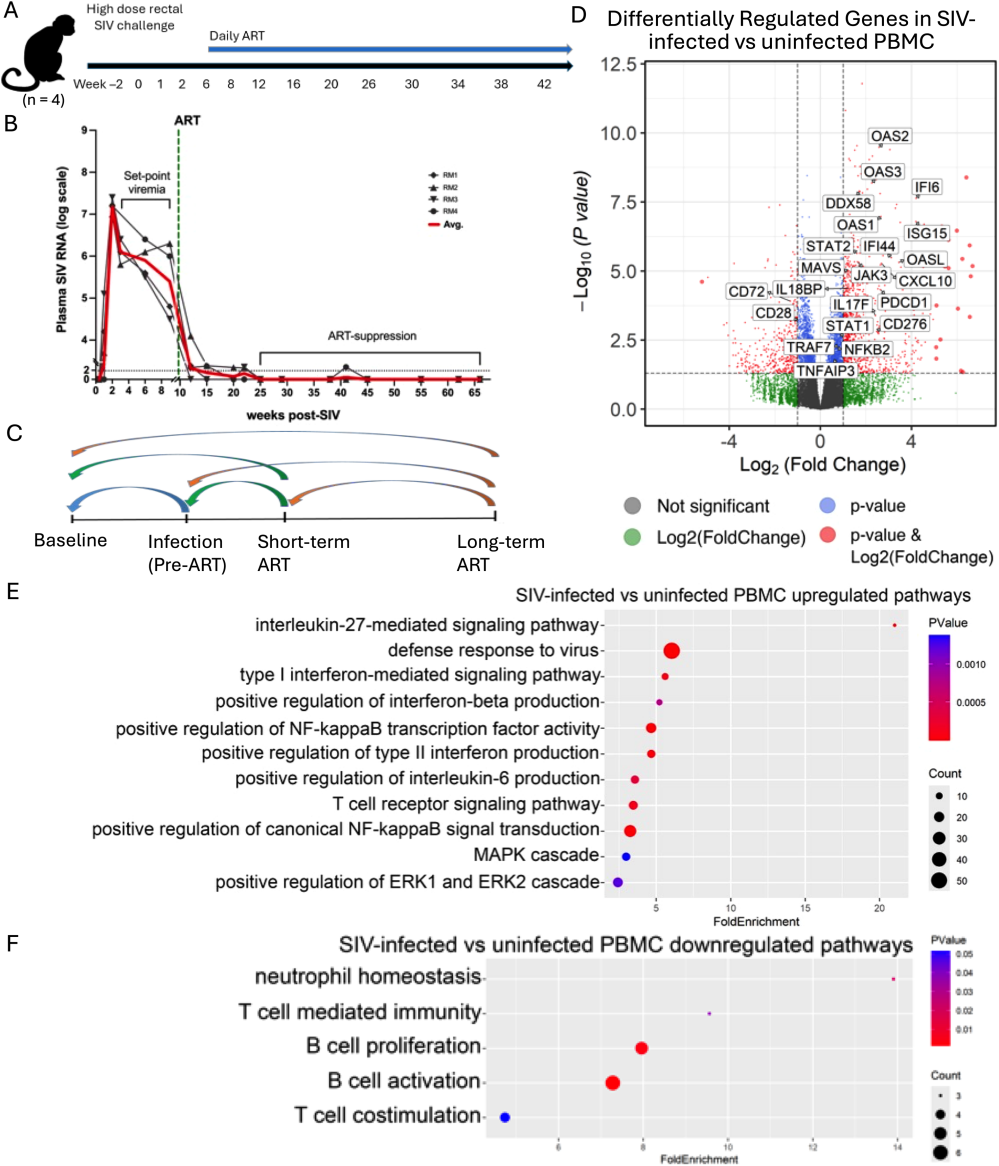
Acute SIV infection induces host innate antiviral programs while disrupting T- and B-cell activation pathways. **(a)** Timeline of SIV-infection and ART treatment in Rhesus Monkey cohort (n=4). **(b)** Plasma SIV RNA viral load for each animal. **(c)** Pairwise comparison design of bulk RNA-seq analysis. **(d)** Volcano plot showing differentially expressed genes (DEGs) in SIV-infected vs uninfected macaques. **(e, f)** Gene Ontology analysis of **(e)** upregulated and **(f)** downregulated DEGs in SIV-infected macaques compared to pre-SIV infection PBMC.

### Acute SIV infection dramatically upregulates host antiviral innate immunity while dysregulating T cell and B cell activation pathways

Differential gene expression analysis of PBMCs revealed significant transcriptional changes between SIV-infected and uninfected animals (**Figure 1D**). 

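In acute SIV infection, some genes of the antiviral response, of cytotoxic cells, of cell division and of red cells rose in PBMC, and some ribosomal protein genes fell. Among 11 erythroid genes, which mark red cells and their precursors, 5 rose and none fell (10 rose when adjusted over the list alone), with a median log2 fold change of 4.40. They included ALAS2, which starts heme synthesis, at a log2 fold change of 6.55 and SLC4A1, the anion exchanger of the red cell membrane, at 5.93. Without the acute library of KG04 these were 3.56 and 3.39, with adjusted p of 0.196 and 0.25 from edgeR's quasi-likelihood test, and the erythroid score, the mean log2 CPM over the list, was 6.52 in that library and 1.10 to 3.80 in the other 3 acute libraries. Of 26 cell cycle genes, 12 rose and none fell (17 rose when adjusted over the list alone), among them CDC20, an activator of the anaphase-promoting complex, at 1.70, and MKI67, a marker of dividing cells, at 1.44 (SE 0.32), or 0.84 without the acute library of KV82. Of 81 genes of cytosolic ribosomal proteins, 16 fell and none rose (60 fell when adjusted over the list alone, and 37 over all genes with the animal as a block), among them RPL22, which fell by 0.75, and RPL10A, which fell by 0.71. TFPI2, an inhibitor of serine proteases, rose by 4.59, while GPR15, a homing receptor of T cells, fell by 2.22 and WIF1, an inhibitor of Wnt signaling, fell by 4.66. Integrin genes went both ways, with ITGAL of lymphocytes at 1.06, ITGA1 at -1.12 and ITGB1 at -0.85, and F5, coagulation factor V, fell by 0.96. In all, 524 genes were higher and 190 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and with the animal as a block 338 were lower. For 2818 genes, 19.9% of those tested, the libraries of both groups did not overlap, where chance gives 2.86%. The number of genes called became 39, 6, 29 and 13 without the baseline libraries of KF35, KG04, KG56 and KV82, and 11, 466 and 60 without the acute libraries of KG04, KG56 and KV82. Ribosomal RNA genes took 7.27% ± 2.14 (SD, n = 4) of the counts in acute SIV infection and 1.57% ± 0.195 (n = 4) at baseline, and with this share as a covariate, chosen after seeing the data, edgeR called 0 genes (784 at an unadjusted p under 0.05), where DESeq2 without it called 1476. Every acute library had a higher share than every baseline library (lowest 4.58%, highest at baseline 1.82%), so this covariate carries the difference between the groups and the count of 0 decides nothing about it.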

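Genes that type I interferon induces rose together in acute SIV infection. Of 46 interferon-stimulated genes, 36 rose and none fell against baseline (44 rose when adjusted over the list alone), with a median log2 fold change of 2.20. As a set they were called by camera (adjusted p = 9.15e-32, and adjusted p = 0.587 with an estimated correlation). IFI27 stood at 367 ± 182 CPM (SD, n = 4) against 2.93 ± 2 (n = 4), a log2 fold change of 6.96 (SE 0.97, adjusted p = 0.00437 from edgeR's quasi-likelihood test). ISG15, a ubiquitin-like modifier, stood at 47.2 ± 15.9 CPM against 2.53 ± 0.596, a log2 fold change of 4.22 (SE 0.88), and IFI44 at 221 ± 89.4 against 25.1 ± 4.89, a log2 fold change of 3.14 (SE 0.69). IFI6, which limits viral replication, rose by 4.23 and IFI44L by 4.58. The genes of the 2'-5'-oligoadenylate synthetase family, whose products activate degradation of viral RNA, rose as well: OAS1 by 2.68 (SE 0.60), OAS2 by 2.60 (SE 0.49), OAS3 by 2.29 (SE 0.45) and OASL by 3.47 (SE 0.80). DDX58, which encodes the viral RNA sensor RIG-I, rose by 1.76 (SE 0.33), and MAVS, its adaptor on mitochondria, by 1.22 (SE 0.29). The chemokine gene CXCL10 rose by 2.71 (SE 0.62) and IL18BP, whose product binds the cytokine IL-18, by 1.27 (SE 0.31). IL17F, a cytokine gene, had a log2 fold change of 2.40 (SE 0.70), with an adjusted p of 0.0526 from edgeR's quasi-likelihood test. Of 19 genes induced by interferon gamma, 2 rose and none fell (2 when adjusted over the list alone, and 5 over all genes with the animal as a block): CXCL10 and NLRC5, an activator of MHC class I genes, at 1.28. With the share of ribosomal RNA counts as a covariate, chosen after seeing the data, the log2 fold change was -0.17 for MAVS and -0.11 for IL18BP. Every acute library had a higher share than every baseline library (lowest 4.58%, highest at baseline 1.82%), so this covariate carries the difference between the groups and these values decide nothing about the rise of either gene.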

The volcano plot highlights several upregulated interferon-stimulated genes (ISGs) (e.g., *IFI44, ISG15, IFI6*), Type I interferon signaling responsive genes (*OAS1, OAS2, OAS3, OASL, STAT1, CXCL10*), antiviral signaling genes [e.g. RIG-I (*DDX58*), *MAVS*], and interleukin-signaling genes (e.g. *IL17F*, *IL18BP*) (**Figure 1D**). 

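JAK3, a kinase of cytokine receptors with the common gamma chain, rose in acute SIV infection with a log2 fold change of 1.66 (SE 0.37, adjusted p = 0.0227 from edgeR's quasi-likelihood test). STAT2, a transcription factor of type I interferon signaling, rose by 1.64 (SE 0.40) and IL2RB, a chain of the receptors of IL-2 and IL-15, by 1.87 (SE 0.34). These 3 were the genes that rose among 29 of JAK/STAT signaling, and none fell (7 rose when adjusted over the list alone). NFKB2, a subunit of NF-kB, rose by 0.79 (SE 0.22, adjusted p = 0.0442 from edgeR's quasi-likelihood test, and adjusted p = 0.0538 with the animal as a block). TNFAIP3, which restrains NF-kB, had a log2 fold change of 0.74 (SE 0.29) and TRAF7, an adaptor of TNF receptor signaling, of 0.80 (SE 0.28), with adjusted p of 0.13 and 0.0931 from the same edgeR test. Of 41 genes of Toll-like receptor and NF-kB signaling, 3 rose and none fell (5 rose and 1 fell when adjusted over the list alone), namely NFKB2, TAB1, which activates the kinase TAK1, at 1.07, and TNIP1, a partner of TNFAIP3, at 0.79. The median log2 fold change was 0.38 over the JAK/STAT genes and 0.50 over the Toll-like receptor and NF-kB genes. Camera called both sets, with adjusted p of 0.0212 and 0.0137 (adjusted p = 0.587 for each with an estimated correlation), and without the acute library of KF35 the adjusted p of the second became 0.0769.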

Genes involved in JAK/STAT signaling (*JAK3, STAT2*), NF-kB signaling (e.g. *TNFAIP3, NFKB2*, and *TRAF7*) were also significantly upregulated, suggesting robust activation of immune pathways, mainly host innate immune response to viral infection (**Figure 1D**). 

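PDCD1, which encodes the inhibitory receptor PD-1 of activated T cells, rose in acute SIV infection from 0.37 ± 0.3 CPM (SD, n = 4) to 2.31 ± 0.874 (n = 4). Its log2 fold change was 2.60 (SE 0.69, adjusted p = 0.0391 from edgeR's quasi-likelihood test), and no library held more than 18 counts of it. CD276, which encodes B7-H3, was not tested, since no library held more than 13 counts of it. Of 12 genes for inhibitory receptors of T cells and their ligands, 3 rose and 2 fell (4 and 2 when adjusted over the list alone). Besides PDCD1, CD244, a receptor of NK and cytotoxic T cells, rose by 1.02 (SE 0.27), and LAG3, named here after its value was seen, rose by 2.34. CTLA4, which competes with CD28 for its ligands, fell by 1.27 (SE 0.28), and BTLA, an inhibitory receptor of B and T cells, fell by 1.27 (SE 0.31). The list's median log2 fold change was 0.19, and camera did not call it (adjusted p = 0.461).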

Of note, genes associated with T cell immune checkpoint *PDCD1* (PD-1), and *CD276* (B7-H3) were also upregulated in acute SIV-infection (**Figure 1D**), suggesting activation of inhibitory signaling to counterbalance the robust ISG and antiviral responses. Consistently, genes associated with T cell co-stimulation (e.g.*CD28*), and B-cell activation (e.g. *CD72*) were downregulated (**Figure 1D**). Together, these results indicate that even though at the acute stage of SIV infection, innate antiviral programs were active, adaptive immunity might be tempered, likely representing the host’s attempt to balance rapid antiviral responses with the prevention of immunopathology, and potentially limiting effective cytotoxic T cell responses. This regulatory signature suggests an immediate host effort to modulate the adaptive response, though its long-term impact on functional immunity requires further investigation through ex vivo functional assays.

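CD72, a coreceptor of B cells, fell in acute SIV infection from 25.1 ± 5.97 CPM (SD, n = 4) to 10.2 ± 2.02 (n = 4), a log2 fold change of -1.30 (SE 0.31, adjusted p = 0.0284 from edgeR's quasi-likelihood test). CD28, the receptor for costimulation of T cells, had a log2 fold change of -0.96 (SE 0.30, adjusted p = 0.0659 from edgeR's quasi-likelihood test). Of 21 B cell genes, 2 fell and none rose (10 fell when adjusted over the list alone, and 7 over all genes with the animal as a block): CD72 and RALGPS2, a guanine nucleotide exchange factor, which fell by 1.21 (SE 0.30). FCER2, which encodes CD23 of mature B cells, had a log2 fold change of -1.30 with an adjusted p of 0.0539 from the same edgeR test. The median over the B cell genes was -0.89, and camera called the set (adjusted p = 6.91e-07, and adjusted p = 0.587 with an estimated correlation). Of 18 genes of naive and helper T cells, none passed the test over all genes (3 fell with the animal as a block) and 2 fell when adjusted over the list alone, with a median of -0.57 (camera, adjusted p = 0.00083, and adjusted p = 0.587 with an estimated correlation). LEF1, a transcription factor of naive T cells, had a log2 fold change of -0.82. Among 9 plasma cell genes, PRDM1, a transcription factor that drives plasma cell formation, rose and none fell (1 rose when adjusted over the list alone, and 0 over all genes with the animal as a block, with an adjusted p of 0.0538 for PRDM1).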

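Some genes of cytotoxic lymphocytes rose in acute SIV infection. Of 27 such genes, 5 rose and none fell against baseline (10 rose when adjusted over the list alone), with a median log2 fold change of 0.83. NKG7, a granule protein of NK and T cells, rose by 1.95 (SE 0.35) and PRF1, which encodes the pore-forming protein perforin, by 1.66 (SE 0.36). CCL5, a chemokine of effector T cells, rose by 1.58, CST7, an inhibitor of cysteine proteases in cytotoxic granules, by 1.30, and FASLG, the ligand of the death receptor FAS, named here after its value was seen, by 1.89. Camera called this set (adjusted p = 0.000107, and adjusted p = 0.657 with an estimated correlation). From baseline to acute SIV infection its score, the mean log2 CPM over the list, went down from 4.098 to 3.865 in KF35. It went up from 3.842 to 4.673 in KG04, from 4.168 to 5.280 in KG56 and from 4.527 to 5.673 in KV82 (exact permutation test between the groups, p = 0.171). Monocyte genes (19 measured, median 0.46, 0 called by edgeR), genes of CD16-positive monocytes (8 measured, median 0.35, 0 called) and dendritic cell genes (10 measured, median -0.25, 0 called; 2 fell when adjusted over the list alone) were not called by camera either, with adjusted p of 0.461, 0.323 and 0.151. From the rise of antiviral and checkpoint genes together with the fall of genes for T cell costimulation and B cell activation, the paper proposes that innate antiviral programs were active at this stage while adaptive immunity was tempered.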

GO analysis further revealed functional pathway alterations. In line with volcano plot results, upregulated pathways in SIV-infected animals included those related to proinflammatory signaling pathway, including IL27-mediated signaling pathway, type I and type II interferon signaling, defense response to virus, IL6 production, IFNbeta signaling pathway, positive regulation of, and NF-κB signaling (**Figure 1E**; **Supplementary Table 1**). In contrast, downregulated pathways includes T cell costimulation and B cell activation signaling pathways (**Figure 1F**, **Supplementary Table 2**). These findings shows robust activation of antiviral and innate immune signaling pathways (43–45), and dysregulation of B-cell and T-cell activation (46, 47), in line with current understanding of HIV/SIV pathogenesis.

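The genes that the paper lists for these terms in Supplementary Table 1 lay higher in acute SIV infection, and since the paper chose them on these libraries they are not independent evidence. Of 49 measured genes listed for defense response to virus, 32 rose and none fell, with a median log2 fold change of 1.38 (edgeR's quasi-likelihood test). For signaling by IL-27, a cytokine that acts through JAK and STAT proteins, 5 of 6 rose (median 2.64). For type I interferon signaling 6 of 10 rose (median 1.66), for production of interferon beta 6 of 8 (median 1.71), and for production of type II interferon 4 of 12. For production of IL-6 3 of 13 rose (median 0.72), for canonical NF-kB signal transduction 8 of 27 (median 0.81), and for NF-kB transcription factor activity 7 of 20 (median 0.89). Among the genes fixed in advance, EIF2AK2, a kinase that double-stranded RNA activates, rose by 1.81, ZBP1, a sensor of nucleic acids, by 1.68, HERC6, a ligase induced by interferon, by 1.55, and IFIT1, which binds viral RNA, by 4.22 (SE 0.93). SIGLEC1, a sialic acid receptor of macrophages and monocytes that interferon induces, rose by 4.95 (SE 1.22). Of 14 genes of proinflammatory cytokines and chemokines, 2 rose, CXCL10 and CCL5, and none fell (3 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.0397, and adjusted p = 0.587 with an estimated correlation).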

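The genes that Supplementary Table 2 lists for B cell activation and T cell costimulation had lower values in acute SIV infection, with medians of -0.94 and -0.82 on the log2 scale. The paper chose these genes on these libraries, so they are not independent evidence. By edgeR's quasi-likelihood test 1 of 6 genes of B cell activation and 0 of 4 genes of T cell costimulation fell at an adjusted p under 0.05, while all 6 and all 4 had an unadjusted p under 0.05. For B cell proliferation 0 of 5 genes were called, and all 5 had an unadjusted p under 0.05 (median -0.96).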

### Viral suppression with ART reduced host antiviral innate immune activation and restored adaptive immune gene expression to baseline levels

To further investigate the transcriptomics changes induced by ART treatment in SIV-infected rhesus macaques, we performed a pairwise comparison of the acute SIV infection on short-term ART vs the SIV-infected PBMC dataset. Differentially regulated genes in SIV-infected monkeys on short-term ART compared to SIV-infected only monkeys include upregulation of B cell activation signaling pathway genes (e.g, *CD79A, CD79B, CD40*, *CD72*) and T cell activation-related genes (e.g., *CD28*, *ICOS, DPP4*) compared to acute SIV-infection (**Figure 2A**). Conversely, T cell inhibitory genes such as *PDCD1* (PD-1) and *CD276* (B7-H3) were downregulated, showing that short-term ART restored T cell and B cell activation in SIV-infected rhesus macaques (**Figure 2A**). Additionally, other downregulated genes included IL27-related genes (e.g*.IL27*, *OAS1, OAS2, OAS3, OASL*), antiviral innate immune response [e.g. *DDX58* (RIG-I), *MAVS*)], ISGs (*ISG15, IFIT3, IFI6, IFI27)*, NF-kB signaling related genes (*IKBKG, IKBKE, TRAF7*), JAK/STAT signaling genes (*JAK3, STAT2*) (**Figure 2A**). 

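Some B cell genes rose on short-term ART against acute SIV infection. CD72 rose to 26.9 ± 3.92 CPM (SD, n = 4), a log2 fold change of 1.40 (SE 0.31, adjusted p = 0.0378 from edgeR's quasi-likelihood test). FCER2, which encodes the IgE receptor CD23, rose by 1.75 (SE 0.38) and RALGPS2 by 1.37 (SE 0.30). These 3 were the genes called among 21 B cell genes (18 rose when adjusted over the list alone, and 8 over all genes with the animal as a block), with a median of 1.02 (camera, adjusted p = 3.52e-13, and adjusted p = 0.509 with an estimated correlation). CD79A and CD79B, the signaling chains of the B cell receptor, had log2 fold changes of 0.87 (SE 0.31) and 1.31 (SE 0.33), with adjusted p of 0.144 and 0.0524 from edgeR's quasi-likelihood test. CD40, which receives help from T cells, had a log2 fold change of 0.96 (SE 0.29, adjusted p = 0.0989 from the same edgeR test). For T cells, CD28 had a log2 fold change of 0.88 (SE 0.30), the costimulator ICOS of 0.74 (SE 0.35) and DPP4, which encodes the activation antigen CD26, of 0.82 (SE 0.27), with adjusted p of 0.127, 0.24 and 0.121 from the edgeR test. Of 18 genes of naive and helper T cells none passed the test over all genes, and 5 rose when adjusted over the list alone (median 0.44; camera, adjusted p = 0.000157, and adjusted p = 0.509 with an estimated correlation). CD1C, which presents lipids on dendritic and B cells, rose by 1.26.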

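PDCD1 had a log2 fold change of -1.30 (SE 0.62, adjusted p = 0.241 from edgeR's quasi-likelihood test) on short-term ART against acute SIV infection. CD276 was below the filter on counts and was not tested. Of 12 checkpoint genes, BTLA alone passed the test (2 rose with the animal as a block) and rose by 1.48 (SE 0.31, adjusted p = 0.0335 from edgeR's quasi-likelihood test), while 2 rose and 3 fell when adjusted over the list alone (median -0.29). Some genes of cytotoxic cells fell, 2 of 27 over all genes (4 with the animal as a block) and 13 when adjusted over the list alone, with a median of -1.06. They were NKG7, which fell by 1.62, and PRF1, which fell by 1.65, and camera called the set (adjusted p = 5.02e-08, and adjusted p = 0.509 with an estimated correlation). CX3CR1, a chemokine receptor of CD16-positive monocytes and effector lymphocytes, fell by 1.44.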

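Interferon-stimulated genes fell on short-term ART. Of 46, 23 fell and none rose against acute SIV infection (44 fell when adjusted over the list alone, and 41 over all genes with the animal as a block), with a median log2 fold change of -1.95 (camera, adjusted p = 7.77e-34, and adjusted p = 0.492 with an estimated correlation). IFI27 fell by 5.52 (SE 0.89, adjusted p = 0.0183 from edgeR's quasi-likelihood test), to 7.92 ± 3.66 CPM (SD, n = 4). IFIT3, which binds the adaptor of RIG-I, fell by 2.67 (SE 0.58), IFI6 by 3.69 (SE 0.87), OAS1 by 2.72 (SE 0.60), OAS2 by 2.19 (SE 0.48), OAS3 by 1.97 (SE 0.44) and OASL by 3.28 (SE 0.79). DDX58 fell by 1.68 (SE 0.33). ISG15 had a log2 fold change of -3.41 (SE 0.84), STAT2 of -1.47 (SE 0.39) and MAVS of -0.78 (SE 0.28), with adjusted p of 0.0516, 0.0659 and 0.144 from edgeR's quasi-likelihood test. IKBKG and IKBKE, subunits and relatives of the kinase that frees NF-kB, had log2 fold changes of -0.97 (SE 0.33) and -0.46 (SE 0.22), TRAF7 of -0.69 (SE 0.28) and JAK3 of -0.97 (SE 0.36), and none of the 4 passed the test. IL27 was not tested, since no library held more than 9 counts of it. IL2RB fell by 1.45, while SOCS1, an inhibitor of JAK kinases, rose by 1.72. Of 19 genes induced by interferon gamma, 2 fell, CXCL10 and NLRC5, and 1 rose, SOCS1 (6 fell and 1 rose when adjusted over the list alone, and 5 fell over all genes with the animal as a block).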

Notably, IL6, which is not only involved in activation of JAK/STAT, PI3k/AKT and MAPK signaling pathways, but also associated with senescnece signature, was also downregulated following short-term ART (**Figure 2A**). Together, these results imply that short-term ART treatment in SIV-infected macaques normalized the most significant gene expression changes induced by SIV infection (**Figure 2A**).

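IL6 was not tested in any comparison, since no library held more than 5 counts of it, and no change in it was detectable at this depth. TNF, the gene of another inflammatory cytokine, rose on short-term ART against acute SIV infection, with a log2 fold change of 2.09 (SE 0.50, adjusted p = 0.0448 from edgeR's quasi-likelihood test, and adjusted p = 0.0522 with the animal as a block). CXCL10 fell by 2.80, and these were the genes called among 14 of proinflammatory cytokines and chemokines. Among 29 genes of JAK/STAT signaling, SOCS1 rose and IL2RB fell (1 rose and 5 fell when adjusted over the list alone, and 1 rose and 3 fell over all genes with the animal as a block), with a median of -0.41 (camera, adjusted p = 0.0293, and adjusted p = 0.509 with an estimated correlation). Of 64 genes of the SenMayo senescence list, 2 rose, TNF and JUN, a subunit of the transcription factor AP-1, and 1 fell, CXCL10 (4 rose and 4 fell when adjusted over the list alone), and camera did not call the list (adjusted p = 0.613).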

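Some of the genes that acute SIV infection had raised or lowered moved the other way on short-term ART. All 524 genes that had risen in acute SIV infection had a negative log2 fold change in short-term ART against acute SIV infection, and 71 of them fell. All 190 genes that had fallen had a positive one, and 47 of them rose, while none of the 714 was called in the same direction again. Both comparisons share the acute libraries, whose chance deviations alone push the fold changes in opposite directions, so these signs decide nothing by themselves. Over all genes, 92 rose and 82 fell by edgeR's quasi-likelihood test, and the animal as a block in the model made these 240 and 179. Besides antiviral genes, erythroid genes had a median log2 fold change of -3.75 (11 of 11 fell when adjusted over the list alone, 0 over all genes), and ribosomal protein genes of 0.56 (1 of 81 rose, 54 when adjusted over the list alone, and 12 over all genes with the animal as a block). The erythroid score was 6.52 in the acute library of KG04, 1.10 to 3.80 in the other 3 acute libraries and 0.40 to 2.55 on short-term ART. For 2229 genes, 15.7%, the libraries of both groups did not overlap, where chance gives 2.86%. The 174 genes called became 281, 6 and 17 without the acute libraries of KF35, KG04 and KV82, and 89, 19, 0 and 2 without the short-term ART libraries of KF35, KG04, KG56 and KV82 (2519 at an unadjusted p under 0.05 for the count of 0, against 2931 with all libraries). With the share of ribosomal RNA counts as a covariate, chosen after seeing the data, edgeR called 0 genes (1020 at an unadjusted p under 0.05), and DESeq2 without it called 721. Every acute library had a higher share than every short-term ART library (lowest 4.58%, highest on short-term ART 3.46%), so this covariate carries the difference between the groups and the count of 0 decides nothing about it. From the return of antiviral, T cell and B cell genes, the paper proposes that short-term ART normalized the most significant changes that SIV infection had induced.

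**Figure D1:**
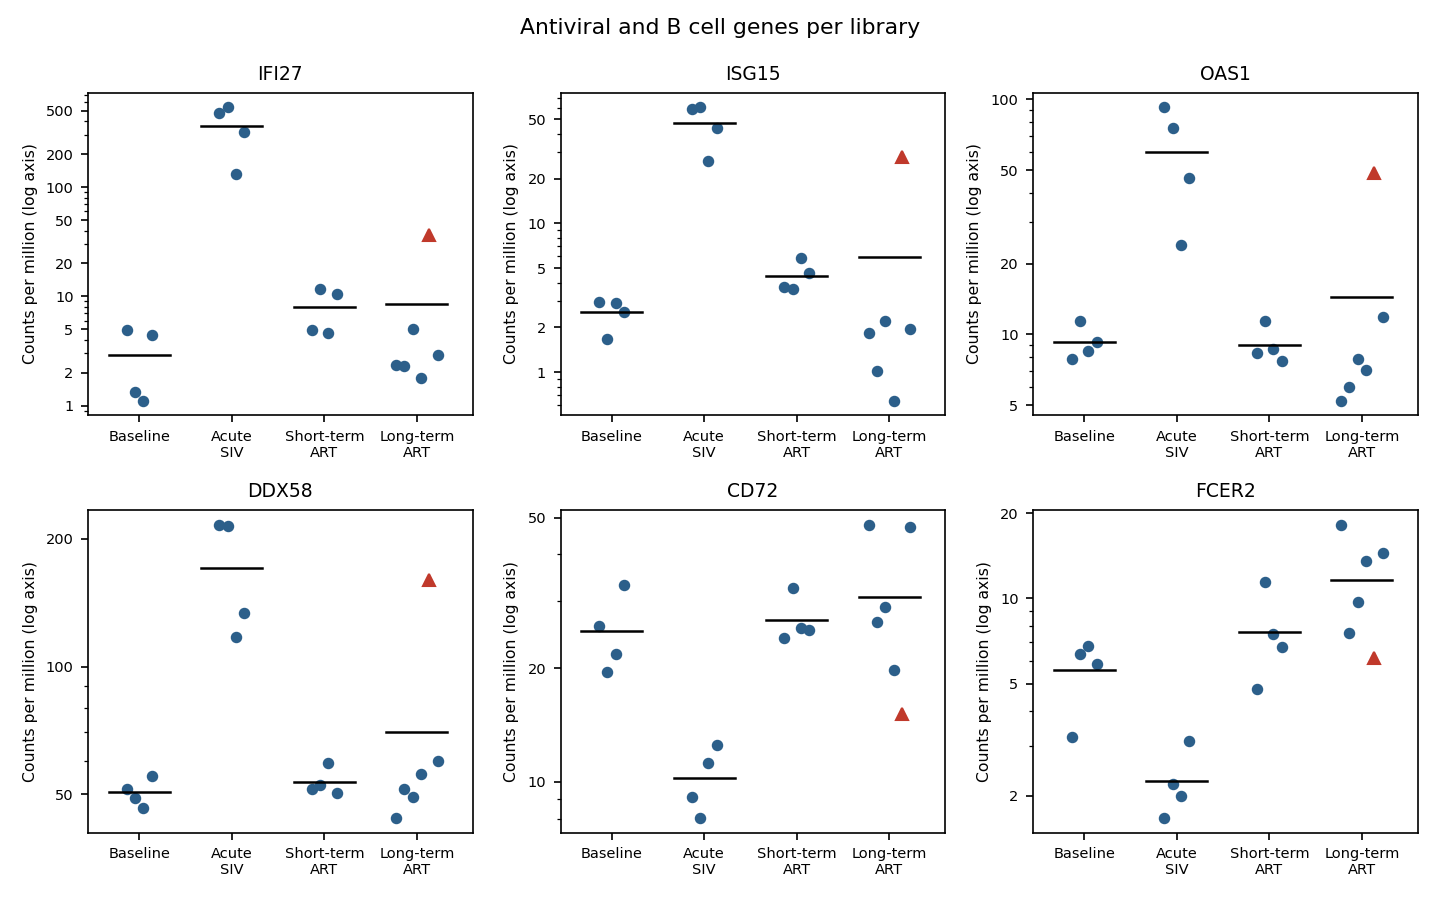
CPM per library on a log axis for 4 antiviral genes (IFI27, ISG15, OAS1, DDX58) and 2 B cell genes (CD72, FCER2) in the 4 groups; points are libraries, the triangle is the library labelled KT85, and bars are group means. IFI27 lies near 367 CPM in acute SIV infection and near 7.92 on short-term ART, while CD72 lies lowest in acute SIV infection.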

**Figure 2:**
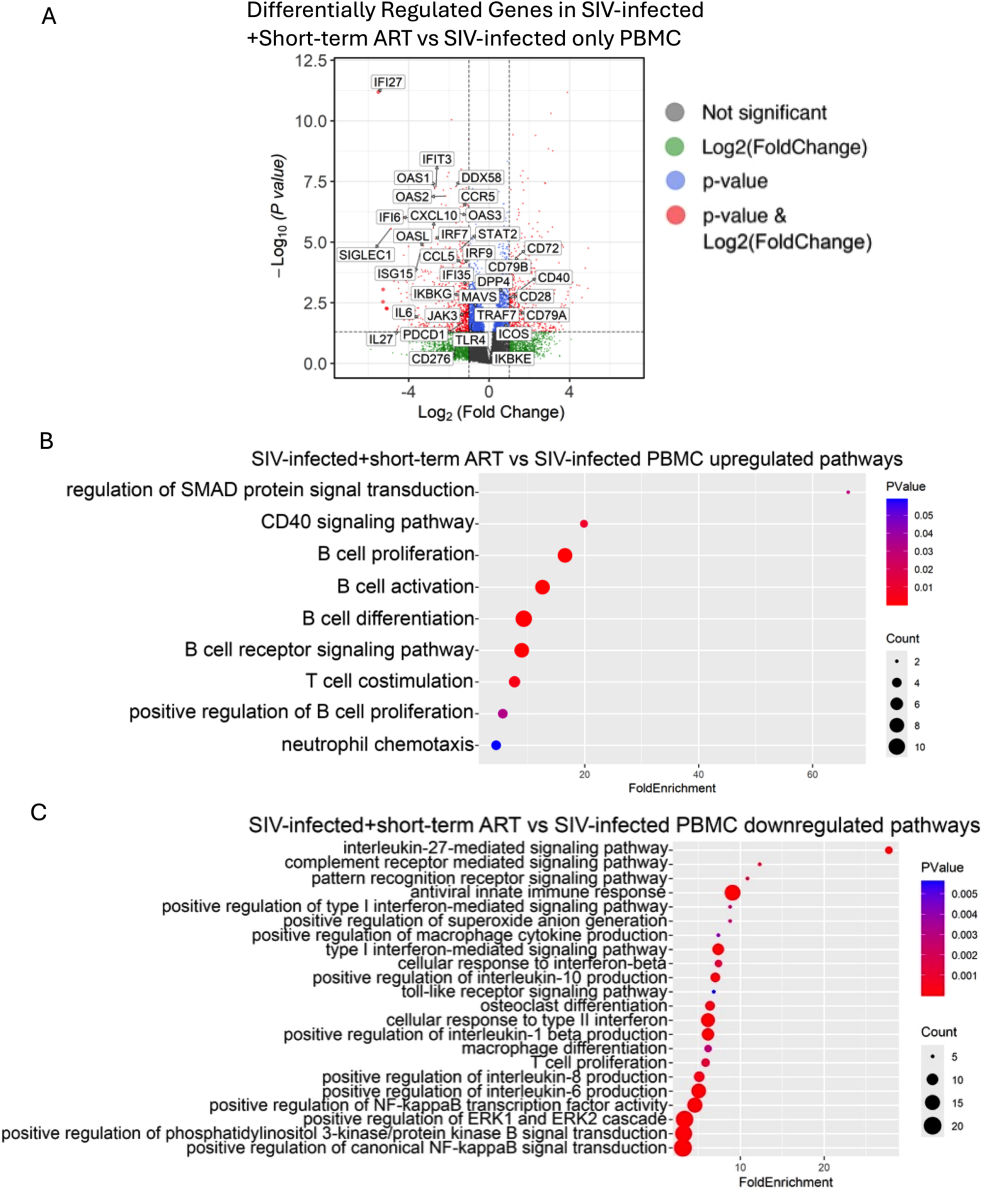
Short-term ART alleviates innate antiviral responses and restores adaptive immunity compared to acute SIV-infected macaques. **(a)** Volcano plot showing differentially expressed genes (DEGs) in SIV-infected + short-term ART vs SIV-infected only macaque PBMC. Gene Ontology analysis of **(b)** upregulated and **(c)** downregulated DEGs in PBMCs from SIV-infected + short-term ART macaques compared to that in SIV-infected macaques before ART initiation.

GO functional analysis on the differentially expressed genes (DEGs) in SIV-infection on short-term ART vs SIV-infected only dataset further confirms the trends seen in the volcano plot. Upregulated GO terms in SIV-infection on short-term ART include B cell activation, and T cell costimulation, showing that short-term ART restores T cell and B cell activation towards immune homeostasis (**Figure 2B**; **Supplementary Table 3**). 

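The genes that Supplementary Table 3 lists for these terms had higher values on short-term ART than in acute SIV infection, and they are not independent evidence, since the paper chose them on these libraries. For B cell activation, 0 of 8 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 7 had an unadjusted p under 0.05, and the median log2 fold change was 1.03. For B cell receptor signaling, which relays antigen binding, 0 of 8 passed and 8 had an unadjusted p under 0.05 (median 0.95). For T cell costimulation, 0 of 5 passed and 4 had an unadjusted p under 0.05 (median 0.83), and for CD40 signaling 0 of 3 passed and 3 had an unadjusted p under 0.05 (median 0.96). Platelet genes lay higher too: of 34, 2 rose, PDE5A, an enzyme that degrades cyclic GMP, by 1.82 and ESAM, an adhesion molecule of platelets and endothelium, by 2.15 (16 rose when adjusted over the list alone, and 4 over all genes with the animal as a block; median 1.43; camera, adjusted p = 4.62e-10, and adjusted p = 0.509 with an estimated correlation). Of 19 replication-dependent histone genes, 2 rose, HIST1H2AC by 1.07 and HIST2H2AC by 1.14 (4 rose when adjusted over the list alone; median 0.69).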

Downregulated GO terms include IL27-signaling pathway, antiviral innate immune response, IL6 production, NF-kB signaling, and type I/II IFN signaling pathways (**Figure 2C**). In addition, GO analysis further reveals that downregulated DEGs in acute SIV-infection on short-term ART are related to macrophage activation, Fc-gamma receptor signaling pathway involved in phagocytosis (**Supplementary Table 4**), and positive regulation of macrophage cytokine production, suggesting that short-term ART may alleviate acute SIV-infection induced macrophage activation responses (**Figure 2C**). Moreover, toll-like receptor signaling (**Supplementary Table 4**), PI3k/PKB signaling, and osteoclast differentiation signaling are also downregulated (**Figure 2C**). 

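Of 16 measured genes that Supplementary Table 4 lists for antiviral innate immune response, 12 fell on short-term ART against acute SIV infection and none rose by edgeR's quasi-likelihood test (median log2 fold change -2.08). Of 6 genes listed for IL-27 signaling, 4 fell (median -2.46). The paper chose these genes on these libraries, so they are not independent evidence. IFI44L fell by 4.29, IFIT1 by 3.93, ZBP1 by 1.44 and HERC6 by 1.32. SIGLEC1 had a log2 fold change of -4.89 (adjusted p = 0.0522 from edgeR's quasi-likelihood test). Over 41 genes of Toll-like receptor and NF-kB signaling the median was -0.46 (0 called, 0 when adjusted over the list alone; 2931 of all genes had an unadjusted p under 0.05).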

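Genes of macrophage activation and of phagocytosis through Fc gamma receptors had lower values on short-term ART than in acute SIV infection. Over 28 genes of macrophage and monocyte activation the median log2 fold change was -0.78, and 0 fell over all genes by edgeR's quasi-likelihood test (1 fell when adjusted over the list alone, and 2 over all genes with the animal as a block). Over 25 genes of phagocytosis through Fc gamma receptors the median was -0.42 (0 called by edgeR, 0 when adjusted over the list alone). Camera called both sets, with adjusted p of 0.00294 and 0.016 (adjusted p = 0.633 for each with an estimated correlation). The 19 neutrophil genes, markers of a cell type that a density gradient should remove, had a median of -1.03 in the same comparison (0 called by edgeR; camera, adjusted p = 0.0251, and adjusted p = 0.633 with an estimated correlation).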

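TIRAP, an adaptor of TLR2 and TLR4, had a log2 fold change of -0.94 (adjusted p = 0.0682 from edgeR's quasi-likelihood test) on short-term ART against acute SIV infection. Camera called the list of Toll-like receptor and NF-kB genes as a set (adjusted p = 0.016, and adjusted p = 0.509 with an estimated correlation). Over 19 inflammasome genes, whose products activate caspase-1, the median was -0.48 (0 called by edgeR; camera, adjusted p = 0.055, and adjusted p = 0.0328 with the animal as a block). NLRP3, a sensor of the inflammasome, had a log2 fold change of -1.57 (SE 0.58, adjusted p = 0.148 from edgeR's quasi-likelihood test).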

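Between short-term ART and baseline, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, with 301 higher and 44 lower at an unadjusted p under 0.05. DESeq2 called 1 gene and limma with sample quality weights 3, and the lowest adjusted p from edgeR was 0.801. Interferon-stimulated genes had a median log2 fold change of 0.19 (camera, adjusted p = 0.0803, and adjusted p = 0.0014 with the animal as a block) and B cell genes of 0.25 (camera, adjusted p = 0.00123, and adjusted p = 0.937 with an estimated correlation). The highest-placed lists by camera were those of dividing cells. Over 26 cell cycle genes the median was 0.52 (adjusted p = 9.19e-17 from camera, and adjusted p = 0.211 with an estimated correlation), and over 19 histone genes it was 0.91 (adjusted p = 2.09e-15 from camera, and adjusted p = 0.211 with an estimated correlation). None of these genes passed the edgeR test over all genes, and when adjusted over the list alone 1 cell cycle gene and 6 histone genes rose. CDC20 had a log2 fold change of 1.22 (SE 0.34) and HIST1H2BO, a gene of histone H2B, of 1.35 (SE 0.37). Plasma cell genes had a median of 0.47 (camera, adjusted p = 0.00035, and adjusted p = 0.211 with an estimated correlation), and immediate early and heat shock genes, which also rise during sample handling, of 0.50 (camera, adjusted p = 5.16e-07, and adjusted p = 0.356 with an estimated correlation). SOCS1 had a log2 fold change of 1.35 (SE 0.36). For 581 genes, 4.1%, the libraries of both groups did not overlap, where chance gives 2.86%.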

Of note, no significant DEGs of interest were noticed in the SIV+Short-term ART vs baseline dataset (**Supplementary Figure 1**). Altogether, these results indicate that short-term ART effectively alleviates the elevated host antiviral innate immune response, macrophage activation, and the dysregulated T cell and B cell activation to baseline levels.

### Long-term ART sustains the downregulated antiviral innate gene expression of short-term ART and upregulates platelet activation and coagulation signaling pathways

To further understand the dynamic transcriptomic changes between chronic SIV infection on long-term ART as occurred in PLWH vs acute SIV infection as occurred in AIDS patients, we further compared chronic SIV-infected on long-term ART to the acute SIV-infected time-point. 

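On long-term ART, some interferon-stimulated genes, cytotoxic cell genes and cell cycle genes fell against acute SIV infection, while some B cell and platelet genes rose. Of 46 interferon-stimulated genes, 18 fell and none rose (41 fell when adjusted over the list alone, and 41 over all genes with the animal as a block; median log2 fold change -1.36; camera, adjusted p = 3.2e-38, and adjusted p = 0.2 with an estimated correlation). IFI27 fell by 5.41 (SE 0.75, adjusted p = 0.00354 from edgeR's quasi-likelihood test), DDX60, a helicase of antiviral defense, by 1.84 and ZBP1 by 1.49. Of 27 cytotoxic cell genes, 9 fell (25 when adjusted over the list alone), among them NKG7, which fell by 2.20 (SE 0.31), PRF1, which fell by 1.98 (SE 0.32), and GZMB, a serine protease of cytotoxic granules, which fell by 1.47. Of 26 cell cycle genes, 9 fell (23 when adjusted over the list alone), with CDC20 at -1.78. FCER2 rose by 2.36 (SE 0.36, adjusted p = 0.00757 from edgeR's quasi-likelihood test), CD72 by 1.60 (SE 0.29) and FCRL1, a coreceptor of B cells, by 1.16, the 3 called among 21 B cell genes (11 when adjusted over the list alone, and 8 over all genes with the animal as a block). LEF1 rose by 1.01, the only gene called among 18 of naive and helper T cells (9 when adjusted over the list alone, and 4 over all genes with the animal as a block), and among checkpoint genes BTLA rose by 1.48 while CD244 fell by 1.53 and LAG3, which binds MHC class II, fell by 2.16. Of the genes that the paper lists, which are not independent evidence, 1 of 3 for B cell proliferation and 2 of 3 for negative regulation of T cell proliferation rose, and 8 of 13 for antiviral innate response, 2 of 6 for IL-27 signaling, 4 of 8 for type I interferon signaling and 2 of 6 for PI3K/PKB signaling fell. The library labelled KT85 had an interferon-stimulated gene score of 6.62 (mean log2 CPM), against 4.23 to 4.91 in the other 5 long-term ART libraries and 6.19 to 7.14 in acute SIV infection.

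**Figure D2:**
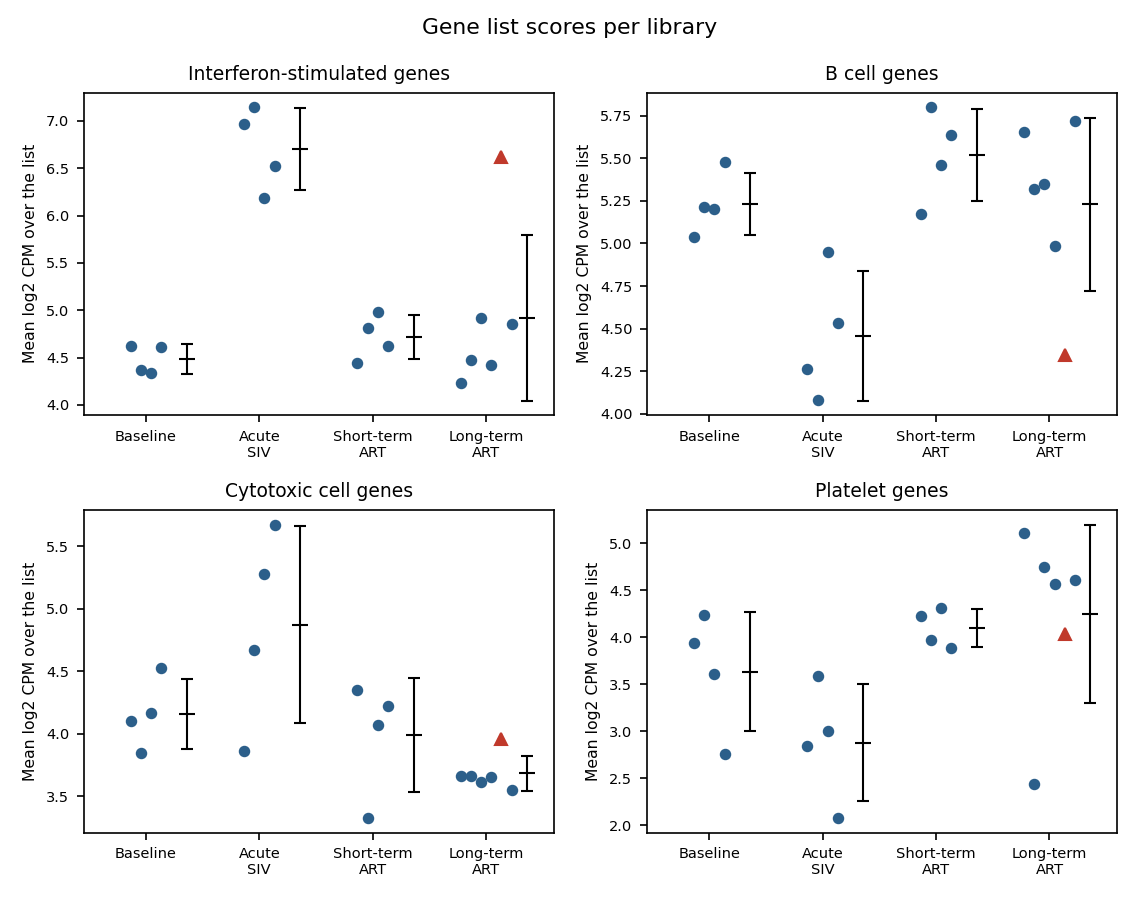
Mean log2 CPM over the interferon-stimulated, B cell, cytotoxic cell and platelet genes, per library in the 4 groups; points are libraries, the triangle is the library labelled KT85, and bars are the mean and SD. In the first panel the triangle lies at 6.62, among the acute SIV libraries, and the other long-term ART libraries lie at or below 4.91.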

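In the edgeR test of long-term ART against acute SIV infection, 95 genes rose and 135 fell over all genes, and with the animal as a block 196 and 201. The library labelled KT85, the only one of its name, adds nothing to comparisons with this block. In alternatives chosen after seeing the data, a total of 1222 were called with this block and the names of the uncoded long-term ART library of KG04 and that of KV82 exchanged, 859 with a single long-term ART library per animal, and 1309 with that and the block. For 324 genes, 2.28%, the libraries of both groups did not overlap, where chance gives 0.952%. Of the 95, 25 had also risen on short-term ART, and of the 135, 41 had also fallen, where independent lists would share 0.616 and 0.781. Both comparisons share the acute libraries, so independent lists give no chance value for these counts. In libraries simulated with no change the comparisons shared 0 and 0. The fold changes of both ART groups against acute SIV infection had a correlation across genes of 0.704, and the simulation, in which both also share their acute libraries, gave 0.558. Their covariance was 0.233 against 0.0836 in the simulation. Over the ways to give each ART group its own 2 of the acute libraries it was 0.0347 to 0.142. That range comes from differences of mean log2 CPM and not from edgeR's fold changes, so it is not a like measure to the 0.233. The simulation drew each gene on its own and without animals, so its values are no fair chance values. Some erythroid genes fell as well, 2 of 11 over all genes (0 with the animal as a block) and 9 when adjusted over the list alone (median -2.78), with BPGM, an enzyme that tunes oxygen release in red cells, falling by 2.07, or 0.59 without the acute library of KG04. WIF1 rose by 5.07, IL2RB fell by 1.75, and SOCS1 and SOCS3, inhibitors of JAK/STAT signaling, rose by 1.63 and 1.62. The 230 genes called became 68 and 29 without the acute libraries of KG04 and KV82, and 54, 454, 77 and 87 without the long-term ART libraries labelled KF35, KG04 (coded), KG56 and KV82. A model of these groups alone called 0 genes (1416 at an unadjusted p under 0.05), as did the share of ribosomal RNA counts as a covariate, chosen after seeing the data (1342), while DESeq2 on all groups called 610. The share was higher in acute SIV infection than on long-term ART (exact permutation test, p = 0.0333), so this covariate carries part of the difference between the groups.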

Volcano plot and GO analysis show similar changes of DEGs and pathways as acute SIV-infection on short-term ART vs SIV-infection, with upregulated B cell proliferation, negative regulation of T cell proliferation (**Supplementary Table 5**), and downregulated IL27 signaling, antiviral innate response, type I/type II IFN-mediated signaling pathway, and PI3k/PKB signal transduction (**Supplementary Figures 2A–C**, **Supplementary Table 6**). As expected, these data indicate that long-term ART continues to show persistently beneficial effects to alleviate SIV-infection-induced host antiviral innate immunity and reverse SIV-infection-induced dysregulation of adaptive response. Additionally, genes (*F5, ITGA1, ITGA2, ITGA3, MMRN1, TREML1*, etc) and pathways related to coagulation and platelet activation were upregulated, indicating persistent platelet activation and coagulation signaling that is consistent with residual atherothrombotic risk (**Supplementary Figures 2A, B**). This is consistent with clinical observation that, compared to healthy individuals, PLWH are more likely to develop CVD, such as atherosclerosis (30), myocardial infarction (48) and stroke (1), with elevated platelet activation markers (49–51), and increased endothelial inflammatory markers (52).

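Some platelet genes rose on long-term ART against acute SIV infection. Of 34 platelet and megakaryocyte genes, 8 rose and none fell (25 rose when adjusted over the list alone, and 13 over all genes with the animal as a block), with a median log2 fold change of 1.89 (camera, adjusted p = 6.41e-17, and adjusted p = 0.249 with an estimated correlation). PDE5A rose by 2.01 (SE 0.41, adjusted p = 0.0233 from edgeR's quasi-likelihood test), ESAM by 2.02 (SE 0.43), LTBP1, a binding protein of latent TGF-beta, by 2.05 (SE 0.45) and PRKAR2B, a regulatory subunit of protein kinase A, by 1.60 (SE 0.38). F5 rose by 1.42 (SE 0.25, adjusted p = 0.0137 from edgeR's quasi-likelihood test), the only gene called among 13 of coagulation and fibrinolysis (2 rose when adjusted over the list alone, and 2 over all genes with the animal as a block; median 0.75; camera, adjusted p = 0.00847, and adjusted p = 0.249 with an estimated correlation). ITGA1, a collagen-binding integrin subunit, rose by 1.06 (SE 0.22) and its partner ITGB1 by 0.76, those called among 16 integrin genes (7 rose and 1 fell when adjusted over the list alone). ITGA2, a collagen receptor subunit of platelets, had a log2 fold change of 2.25 (SE 0.61), MMRN1, which binds factor V in platelet granules, of 1.92 (SE 0.56) and TREML1, a receptor of platelet granules, of 1.51 (SE 0.54), with adjusted p of 0.0657, 0.0863 and 0.17 from edgeR's quasi-likelihood test. ITGA3 was not tested, since no library held more than 9 counts of it. The platelet score, the mean log2 CPM over the list, was 2.88 ± 0.62 (SD, n = 4) in acute SIV infection and 4.25 ± 0.95 (n = 6) on long-term ART, and it was 3.63 ± 0.64 (n = 4) at baseline and 4.10 ± 0.20 (n = 4) on short-term ART. Of the genes that Supplementary Table 5 lists, which are not independent evidence, 1 of 5 for blood coagulation, 0 of 3 for platelet activation (2 at an unadjusted p under 0.05) and 2 of 7 for integrin-mediated adhesion rose.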

### Chronic SIV infection with long-term ART sustains elevated TLR signaling and macrophage activation compared to baseline or acute SIV with short-term ART

To investigate whether long-term ART returns the host innate immune response to the baseline level, we conducted a pairwise comparison of PBMCs from long-term ART treatment vs baseline monkey PBMC. The volcano plot shows that upregulated genes in long-term ART-treated monkeys include type I IFN signaling gene IRF7 and Cytokine Inducible SH2-containing Protein (*CISH*) (**Supplementary Figure 3A**). Additionally, OSM, a regulator of the production of other cytokines, including IL6, granulocyte-colony stimulating factor (GCSF), and granulocyte-macrophage colony stimulating factor (GM-CSF) in endothelial cells are also upregulated compared to baseline level (**Supplementary Figure 3A**). 

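CISH, an inhibitor of cytokine receptor signaling, stood at 7.31 ± 3.86 CPM (SD, n = 6) on long-term ART and at 1.99 ± 0.481 (n = 4) at baseline, a log2 fold change of 1.86 (SE 0.37, adjusted p = 0.286 from edgeR's quasi-likelihood test). IRF7, a transcription factor that drives type I interferon genes, stood at 5.21 ± 5.63 CPM against 1.37 ± 0.836, a log2 fold change of 1.90 (SE 0.69, adjusted p = 0.311 from the same edgeR test), or 1.15 without the library labelled KT85, which held 15.45 CPM. SOCS3 had a log2 fold change of 1.81 (SE 0.37) and PIM2, a kinase gene that STAT proteins induce, of 1.17. Over all genes, edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05, with 1309 higher and 521 lower at an unadjusted p under 0.05. DESeq2 called 40 higher and 7 lower, limma with sample quality weights called 3, and edgeR called 99 without the long-term ART library labelled KG04. For 277 genes, 1.95%, the libraries of both groups did not overlap, where chance gives 0.952%.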

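OSM, which encodes oncostatin M, a cytokine of the IL-6 family, stood at 16.7 ± 14.1 CPM (SD, n = 6) on long-term ART and at 3.64 ± 0.789 (n = 4) at baseline. This is a log2 fold change of 2.18 (SE 0.49, adjusted p = 0.286 from edgeR's quasi-likelihood test). Among other genes of inflammatory signals, THBD, which encodes thrombomodulin, had a log2 fold change of 1.60 and PLAUR, the receptor of urokinase, of 1.27, and neither passed the edgeR test.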

GO analysis further reveals upregulated pathways related to JAK/STAT, NF-kappa B signaling, and PI3k/PKB signaling pathways, and downregulated ribosomal assembly/protein translation related pathways (**Supplementary Figures 3B, C**, **Supplementary Tables 7**, **8**). This suggests that, unlike short-term ART, long-term ART is associated with continuous activation of the immune responses compared to baseline.

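Genes of JAK/STAT signaling had higher values and ribosomal protein genes had lower values on long-term ART than at baseline, and none of them passed the edgeR test over all genes. Over 29 JAK/STAT genes the median log2 fold change was 0.36, and 6 rose when adjusted over the list alone (camera, adjusted p = 0.000497, and adjusted p = 0.611 with an estimated correlation, and adjusted p = 0.143 with the neutrophil score as a covariate). They were led by the feedback inhibitors CISH and SOCS3. Over 41 genes of Toll-like receptor and NF-kB signaling the median was 0.28, and 2 rose when adjusted over the list alone (camera, adjusted p = 0.0028, and adjusted p = 0.611 with an estimated correlation). NFKB2 had a log2 fold change of 0.85 (SE 0.20), TNIP1 of 0.67 and BCL3, a coactivator of NF-kB, of 1.56, each with an adjusted p of 0.297 from edgeR's quasi-likelihood test. Over 81 ribosomal protein genes the median was -0.42, and 17 fell when adjusted over the list alone (camera, adjusted p = 4.09e-26, and adjusted p = 0.611 with an estimated correlation). RPSA had a log2 fold change of -0.60 (SE 0.17) and RPS3 of -0.56. Of the genes in Supplementary Tables 7 and 8, which are not independent evidence, 0 passed the edgeR test. All 8 listed for PI3K/PKB signaling lay higher (median 0.96), as did all 3 for negative regulation of JAK-STAT signaling (median 1.81), and all 8 listed for translation lay lower (median -0.56), each at an unadjusted p under 0.05. Ribosomal RNA genes took 3.81% ± 1.73 (SD, n = 6) of the counts on long-term ART.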

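Neutrophil genes had the largest median log2 fold change of the lists called by camera in long-term ART against baseline, 1.76 over 19 genes (adjusted p = 1.61e-06 from camera, and adjusted p = 0.611 with an estimated correlation), and 13 rose when adjusted over the list alone while 0 passed the edgeR test over all genes. Interferon-stimulated genes had a median of 0.61 (camera, adjusted p = 0.00197, and adjusted p = 0.72 with an estimated correlation, and adjusted p = 0.889 with the animal as a block). With the block the median was 0.07, and the block also takes the library labelled KT85, the only one of its name, out of this comparison. IFI44 stood at 312.7 CPM in the library labelled KT85 and at 16 to 57.02 CPM in the other 5 long-term ART libraries. Cytotoxic cell genes had a median of -0.49 (camera, adjusted p = 5.56e-05, and adjusted p = 0.611 with an estimated correlation), platelet genes of 0.79 (camera, adjusted p = 0.000212, and adjusted p = 0.632 with an estimated correlation) and genes of macrophage activation of 0.59 (camera, adjusted p = 0.00364, and adjusted p = 0.698 with an estimated correlation, and adjusted p = 0.101 with the animal as a block). The difference between the effects of the ART groups, which is long-term against short-term ART, was tested on its own, and edgeR called 0 genes in it (1705 at an unadjusted p under 0.05; 124 by DESeq2). From the JAK/STAT, NF-kB and PI3K/PKB terms in this comparison, the paper proposes that long-term ART, unlike short-term ART, goes with continuous activation of immune responses.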

To further understand the long-term effects of ART treatment in SIV-infected individuals, we compared the bulk RNA-seq dataset of chronic SIV infection on long-term ART treatment vs. acute SIV-infection on short-term ART treatment animals. 

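Genes of neutrophils and of activated monocytes had higher values on long-term ART than on short-term ART, and none passed the test over all genes. CSF3R, the receptor of granulocyte colony-stimulating factor, stood at 129 ± 96.2 CPM (SD, n = 6) against 29.2 ± 9.92 (n = 4), a log2 fold change of 2.14 (SE 0.52, adjusted p = 0.151 from edgeR's quasi-likelihood test). NLRP12, a sensor protein of myeloid cells, stood at 31.6 ± 29.6 CPM against 5.02 ± 2.52, a log2 fold change of 2.62 (SE 0.67), and TNFRSF1A, a receptor of TNF, at 23.0 ± 10.4 against 6.62 ± 2.77, a log2 fold change of 1.78 (SE 0.39), with adjusted p of 0.169 and 0.132 from the same edgeR test. NLRP3 had a log2 fold change of 1.27 (SE 0.54), CSF2RB, the shared receptor chain for GM-CSF, IL-3 and IL-5, of 1.30 (SE 0.39), and FOSL2, a subunit of AP-1, of 1.45. SIGLEC1 was at 2.74 (SE 1.11), or 0.69 without the library labelled KT85, SIGLEC5, an inhibitory receptor of myeloid cells, at 2.13 and the receptor genes IL6R, IL17RA and IFNGR2 at 0.95, 1.26 and 0.84, while LITAF, a gene that LPS induces, was at 1.48 and TNFRSF8, which encodes CD30, at 0.77 (adjusted p = 0.699 from edgeR's quasi-likelihood test). Over 19 inflammasome genes the median was 0.62, and 2 rose when adjusted over the list alone (camera, adjusted p = 0.00957, and adjusted p = 0.472 with an estimated correlation). The adjusted p of this list was 0.0572 without the library labelled KT85, 0.0724 with the animal as a block and 0.96 with the neutrophil score as a covariate, where the set pointed down. Over 19 neutrophil genes the median was 2.12, and 13 rose when adjusted over the list alone (camera, adjusted p = 5.18e-11, and adjusted p = 0.404 with an estimated correlation). Over all genes, edgeR's quasi-likelihood test called 0 at an adjusted p under 0.05, with 995 higher and 710 lower at an unadjusted p under 0.05, DESeq2 called 52 higher and 72 lower, and limma with sample quality weights called 17 higher and 35 lower. With the animal as a block edgeR called 6 genes, or 99 with the names of the uncoded long-term ART library of KG04 and that of KV82 exchanged, an alternative chosen after seeing the data. It called 13 without the short-term ART library of KF35, and 103 without the long-term ART library labelled KG04.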

Upregulated genes in chronic SIV infection on long-term ART animals includes genes related to inflammasomes (NLRP3 and NLRP12), colony-stimulating factors (CSF3R, CSF2RB encoding for GM-CSF, FOSL2), macrophage activation-related genes (SIGLEC1, SIGLEC5), TLRs and downstream genes (TLR2, TLR4, MYD88), interleukin/interleukin receptor related genes (IL6R, IL17RA), IFN related genes (IFNGR2), LPS induced TNF signaling/TNF receptor related genes (LITAF, TNFRSF1A, TNFRSF8), matrix metalloproteinase (MMP9), and CXC chemokine receptors (CXCR1, CXCR2) (**Figure 3A**). 

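Histone genes had lower values on long-term ART than on short-term ART, and none passed the test over all genes (1 fell with the animal as a block). Of 19 replication-dependent histone genes, which are transcribed as cells copy their DNA, 16 fell when adjusted over the list alone, with a median log2 fold change of -1.22 (camera, adjusted p = 2.38e-17, and adjusted p = 0.404 with an estimated correlation). HIST1H2BO had a log2 fold change of -1.90 (SE 0.33, adjusted p = 0.121 from edgeR's quasi-likelihood test), HIST1H2BJ of -1.22 and HIST1H2BM of -1.53. HIST1H2AJ was at -1.36 (SE 0.36), HIST1H2AK at -1.37 (SE 0.38), HIST1H2AD at -1.25 (SE 0.35) and HIST2H3A at -0.93 (SE 0.31), with adjusted p of 0.187 to 0.291 from the same edgeR test. HDAC1, a histone deacetylase, was at -0.35 (SE 0.12, adjusted p = 0.291 from edgeR's quasi-likelihood test). Cell cycle genes lay lower in the same comparison, with a median of -0.57 over 26 genes, and 9 fell when adjusted over the list alone (camera, adjusted p = 7.44e-14, and adjusted p = 0.404 with an estimated correlation). PCNA, the sliding clamp of DNA replication, was at -0.76 and CDC20 at -1.29. The histone score, the mean log2 CPM over the list, was 4.30 at baseline, 4.34 in acute SIV infection, 4.97 on short-term ART and 4.01 on long-term ART.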

Downregulated genes are associated with histones modifications (HIST1HAJ, HIST1HAK, HIST1H2AD, HDAC1, HIST2H3A) (**Figure 3A**). Functional analysis further reveals pathway changes in SIV-infected+Long-term ART. 

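Genes that act against bacteria had higher values on long-term ART than on short-term ART. Of 13 genes that Supplementary Table 9 lists for the response to lipopolysaccharide, a component of bacterial walls, 10 had an unadjusted p under 0.05 (median log2 fold change 1.15), and of 13 listed for defense against bacteria 10 did (median 1.14), while 0 of either passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. The paper chose these genes on these libraries, so they are not independent evidence. MMP9, a gelatinase stored in neutrophil granules, had a log2 fold change of 4.53 (SE 1.10), TNFRSF10C, a decoy receptor of TRAIL, of 3.77 (SE 0.87) and MMP25, a membrane protease of leukocytes, of 2.35 (SE 0.51). CXCR1 and CXCR2, the IL-8 receptors of neutrophils, were at 3.69 (SE 1.06) and 1.89 (SE 0.63), with adjusted p of 0.234 and 0.291 from the same edgeR test. Without the long-term ART library labelled KV82, MMP9 was at 3.32, TNFRSF10C at 2.46 and CXCR2 at 0.80, and CXCR1 stood at 20.21 CPM in that library and at 2.89 or less in the other 5 long-term ART libraries. The neutrophil score, the mean log2 CPM over 19 genes, was 2.96 ± 1.00 (SD, n = 6) on long-term ART and 1.58 ± 0.28 (n = 4) on short-term ART, a difference of 1.38 (exact permutation test, p = 0.019, and adjusted p = 0.267 by Benjamini-Hochberg over the lists). The highest score was 4.69, in the long-term ART library labelled KV82. The monocyte score was 7.18 ± 0.66 (n = 6) and 6.71 ± 0.35 (n = 4), with a median log2 fold change of 0.57 over 19 genes (0 called by edgeR; camera, adjusted p = 0.0042, and adjusted p = 0.561 with an estimated correlation, and adjusted p = 0.0841 with the animal as a block).

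**Figure D3:**
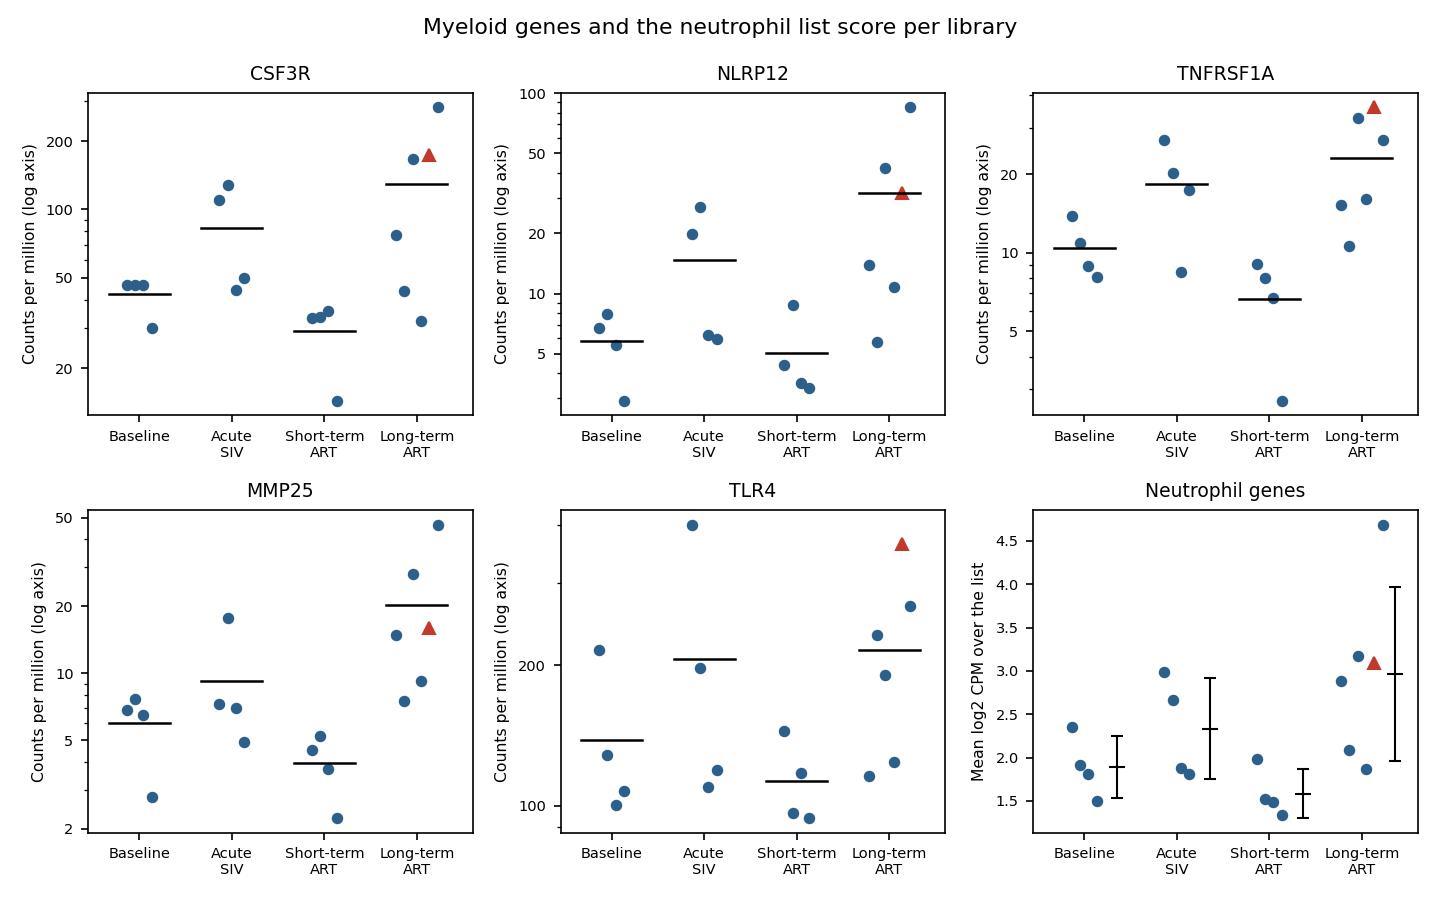
CPM per library on a log axis for CSF3R, NLRP12, TNFRSF1A, MMP25 and TLR4, and the neutrophil score (mean log2 CPM over 19 genes), in the 4 groups; points are libraries, the triangle is the library labelled KT85, bars are group means, and in the last panel the mean with its SD. The neutrophil score of the long-term ART libraries spreads from 1.87 to 4.69.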

Upregulated pathways are related to cellular response to lipopolysaccharide and defense response to bacteria (**Figure 3A**). Toll-like receptor signaling, especially TLR2/TLR4/MYD88 and, downstream signaling pathways such as NF-kB signaling, as well as further downstream signaling pathways of NF-kB signaling pathways, including IL6 signaling, tumor necrosis factor production, and IL1-beta production pathways are also upregulated in long-term ART compared to short-term ART (**Figure 3B**; **Supplementary Table 9**). 

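TLR2, which senses bacterial lipoproteins, had a log2 fold change of 0.83 (SE 0.40) on long-term ART against short-term ART, TLR4, which senses lipopolysaccharide, of 0.93 (SE 0.37), and their adaptor MYD88 of 1.14 (SE 0.42), with adjusted p of 0.415, 0.338 and 0.319 from edgeR's quasi-likelihood test. The adaptor TIRAP was at 0.83 with an adjusted p of 0.23 from the same edgeR test. Of the genes that Supplementary Table 9 lists, 0 passed an adjusted p of 0.05, and since the paper chose them on these libraries they are not independent evidence. At an unadjusted p under 0.05, 1 of 4 genes for Toll-like receptor signaling lay higher (median 0.88), 9 of 12 for canonical NF-kB signal transduction (median 1.15), 5 of 10 for NF-kB transcription factor activity (median 1.04), 7 of 12 for IL-6 production (median 1.05), 5 of 9 for TNF production (median 1.14) and 8 of 10 for IL-1 beta production (median 1.15). None of these terms' measured genes had a negative log2 fold change.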

In parallel, the observed downregulated pathways and genes of histone-related genes suggest reduced heterochromatin condensation and epigenomic instability (**Figure 3C**; **Supplementary Table 10**). This may be related to HIV persistence and latency, leading to persistent protein-driven inflammation. Altogether, this indicates that despite viral suppression with long-term ART, chronic inflammation, persistent microbial translocation, and TLR-driven innate immune activation remain prominent. These changes are consistent with what our and other previous studies have shown, that SIV-infected macaques under long-term ART have persistent inflammation and TLR-driven innate immunity against chronic SIV infection, and ongoing gut disorder (26, 41).

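As a set, the 41 genes of Toll-like receptor and NF-kB signaling had a median log2 fold change of 0.22 in long-term against short-term ART (0 called by edgeR, 0 when adjusted over the list alone; camera, adjusted p = 0.00954, and adjusted p = 0.44 with an estimated correlation). The 28 genes of macrophage and monocyte activation had a median of 0.77 (0 called by edgeR; camera, adjusted p = 3.02e-05, and adjusted p = 0.558 with an estimated correlation). C5AR1, the receptor of complement fragment C5a on myeloid cells, had a log2 fold change of 1.72 (SE 0.56) and ADGRE2, an adhesion receptor of myeloid cells, of 1.00 (SE 0.32). With the neutrophil score as a covariate the adjusted p from camera was 0.807 for the Toll-like receptor and NF-kB genes and 0.119 for the macrophage genes, and both sets then pointed down. With the animal as a block it was 0.0724 for the Toll-like receptor and NF-kB genes. The JAK/STAT genes had a median of 0.24, and 2 rose when adjusted over the list alone (camera, adjusted p = 0.00178, and adjusted p = 0.404 with an estimated correlation), with CISH at 1.65 and SOCS3 at 1.38. From the Toll-like receptor, NF-kB and bacterial response terms and the lower histone genes, the paper concludes that chronic inflammation, microbial translocation and innate activation through Toll-like receptors remain prominent on long-term ART despite viral suppression.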

**Figure 3:**
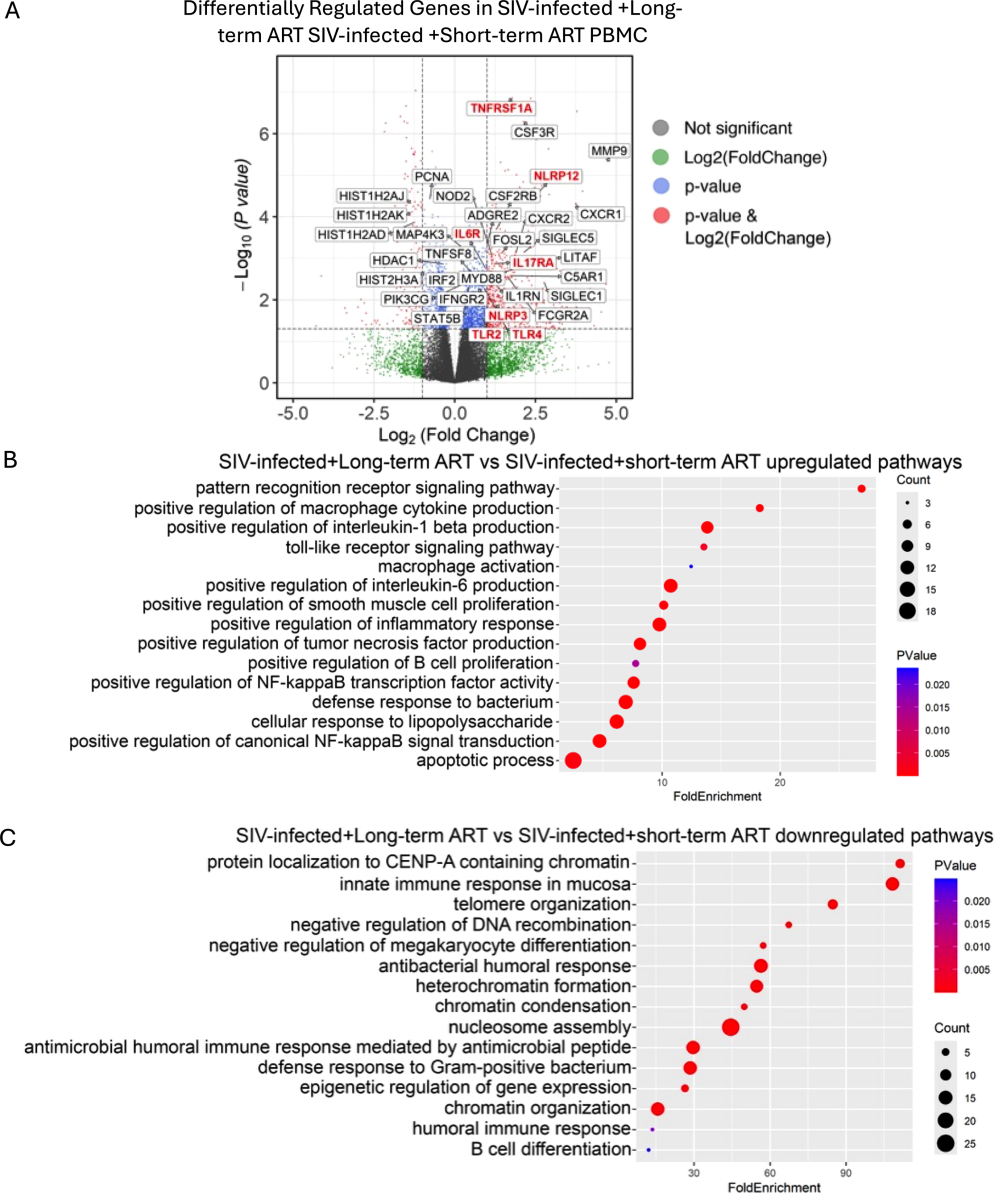
Long-term ART is associated with persistent macrophage activation linked to SIV pathogenesis. **(a)** Volcano plot showing differentially expressed genes (DEGs) in PBMCs of SIV-infected + long-term ART vs SIV-infected + short-term ART. Gene Ontology analysis of **(b)** upregulated and **(c)** downregulated DEGs in long-term ART compared to short-term ART in SIV-infected macaques.

### Persistent atherosclerosis-linked macrophage activation and cell senescence activation are shared features of both acute SIV infection and chronic SIV with long-term ART

To further investigate the changes in macrophage activation and senescence-related signaling at the individual gene level across all phases from baseline till chronic SIV on long-term ART, we created comprehensive heatmaps for the expression level of genes from various macrophage activation signaling-related pathways using MsigDB (v25.1.1) (53, 54). 

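CSF2RB stood at 45.1 ± 15.2 CPM (SD, n = 4) at baseline, 74.0 ± 37.3 (n = 4) in acute SIV infection, 39.3 ± 9 (n = 4) on short-term ART and 97 ± 48.2 (n = 6) on long-term ART. Against baseline its log2 fold change was 0.71 (SE 0.41) in acute SIV infection and 1.10 (SE 0.38) on long-term ART, with adjusted p of 0.274 and 0.306 from edgeR's quasi-likelihood test. IL1B, which encodes the inflammatory cytokine IL-1 beta, stood at 15.0 ± 3.74, 22.5 ± 7.63, 19.3 ± 3.98 and 21.0 ± 10.2 CPM in the same order of groups, with log2 fold changes of 0.59 (SE 0.40) in acute SIV infection and 0.48 (SE 0.37) on long-term ART. TNF stood at 5.08 ± 2.2, 2.35 ± 0.544, 10.1 ± 4.92 and 4.17 ± 2.03 CPM, with log2 fold changes against baseline of -1.11 (SE 0.50) in acute SIV infection and -0.29 (SE 0.43) on long-term ART. IFNG, which encodes interferon gamma, stood at 6.47 ± 5.19, 6.04 ± 5.07, 8.12 ± 5.21 and 3.04 ± 4.39 CPM, with log2 fold changes of -0.10 (SE 0.80) and -1.07 (SE 0.73). For these 3 cytokine genes the adjusted p in both comparisons was 0.176 to 0.95 from edgeR's quasi-likelihood test. IL6 was below the filter on counts.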

Overall, genes such as *IL1B*, *TNF, IFNG, IL6, CSF2RB (*GM-CSF*)*, in macrophage activation signaling pathways, show increased expression in both acute SIV-infection (Group_2_Pre_ART) and chronic SIV infection with long-term ART (Group 4 LT-ART), but not in pre-infection baseline (Group_1_Baseline), and acute SIV infection with short-term ART (Group_3_ST_ART) (**Figure 4A**). Specifically, acute SIV-infection and chronic-SIV infection with Long-term ART have comparably more consistently upregulated genes from IFNG/STAT1, and TLR/NF-KB signaling pathways compared to baseline or acute SIV-infection on short-term ART (**Figure 4A**). 

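Genes that interferon gamma induces had a median log2 fold change of 0.50 in acute SIV infection against baseline (camera, adjusted p = 0.00776, and adjusted p = 0.657 with an estimated correlation) and of 0.07 on long-term ART (0 called by edgeR; camera, adjusted p = 0.773). Their score, the mean log2 CPM over 19 genes, was 5.42 ± 0.42 (SD, n = 4) at baseline, 5.97 ± 0.30 (n = 4) in acute SIV infection, 5.40 ± 0.10 (n = 4) on short-term ART and 5.53 ± 0.37 (n = 6) on long-term ART. The score of the Toll-like receptor and NF-kB genes was 4.77 ± 0.17, 5.12 ± 0.23, 4.80 ± 0.08 and 5.06 ± 0.27 in the same order. Against baseline it differed by 0.35 in acute SIV infection (exact permutation test, p = 0.0857) and by 0.29 on long-term ART (exact permutation test, p = 0.1), with Benjamini-Hochberg adjusted p of 0.3 and 0.4 over the lists. This test does not use the pairing by animal, and from baseline to acute SIV infection the score went from 4.99 to 5.39 in KF35, from 4.77 to 5.22 in KG04, from 4.72 to 4.92 in KG56 and from 4.58 to 4.95 in KV82. Among interferon gamma genes, CIITA, the regulator of MHC class II genes, was at 0.65 (SE 0.25) and SOCS1 at 1.26 (SE 0.33) on long-term ART, with adjusted p of 0.314 and 0.297 from edgeR's quasi-likelihood test.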

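Genes of antigen processing for MHC class II, 14 measured, had median log2 fold changes against baseline of -0.26 in acute SIV infection and -0.10 on long-term ART (camera, adjusted p = 0.268 and 0.554). Over 11 genes of IL-4, IL-13 and IL-10 signaling the medians were 0.40 and 0.36 (camera, adjusted p = 0.135 and 0.0302, and adjusted p = 0.611 on long-term ART with an estimated correlation), with STAT3, a transcription factor of IL-10 and IL-6 signals, at 0.62 and 0.36. Over 25 genes of phagocytosis through Fc gamma receptors they were 0.41 and 0.19 (camera, adjusted p = 0.0724 and 0.304), with WASF2, a regulator of actin, at 0.75 and 0.86. Over 16 complement genes they were 0.51 and 0.34 (camera, adjusted p = 0.572 and 0.288), and over 19 inflammasome genes 0.49 and 0.49 (camera, adjusted p = 0.151 and 0.039, and adjusted p = 0.611 on long-term ART with an estimated correlation). When adjusted over the list alone, 1 gene of the IL-4, IL-13 and IL-10 list and 1 of the inflammasome list rose on long-term ART. None of the genes of these 5 lists passed edgeR's quasi-likelihood test over all genes in either comparison, and DESeq2 called 1476 and 47 genes in all where edgeR called 714 and 0. With the animal as a block 1 complement gene fell in acute SIV infection, camera called none of the 5 lists there (lowest adjusted p = 0.0662), and on long-term ART the adjusted p was 0.146 for the IL-4, IL-13 and IL-10 list and 0.201 for the inflammasome list. From baseline to acute SIV infection the inflammasome score went from 5.11 to 5.69 in KF35, from 4.82 to 5.51 in KG04, from 4.74 to 4.84 in KG56 and from 4.60 to 4.98 in KV82, and the scores of the complement, Fc gamma receptor and IL-4, IL-13 and IL-10 lists were higher in each of these 4 animals as well. The inflammasome score was 4.82 ± 0.22 (SD, n = 4) at baseline, 5.26 ± 0.41 (n = 4) in acute SIV infection, 4.78 ± 0.08 (n = 4) on short-term ART and 5.26 ± 0.45 (n = 6) on long-term ART, so that the spread between libraries was widest in the acute and long-term groups.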

Other pathways including antigen processing, type I IFN, IL4/IL13/STAT6, Fc-gamma phagocytosis, complement pathway, NLRP3/IL-1B and IL18 inflammasome signaling pathways still show a similar trend, but with more discrepancies within the biological replicates in the same group (**Figure 4A**). To further evaluate those results, we reanalyzed our previously published result of those pro-inflammatory cytokine levels at baseline, acute SIV-infection, SIV-infected with short-term ART, and SIV-infected with long-term ART from individual monkeys in the cohort same as which we used for RNA-seq analysis (41). Consistently, there are persistently increased pro-inflammatory cytokines (IL-1B, GMCSF, IL-1RA, IL-6, TNF-alpha, IFN-gamma)in the circulation in SIV-infected monkeys with long-term ART as compared to them in baseline, acute SIV-infection, and SIV-infected with short-term ART (**Supplementary Figure 4**).

**Figure 4:**
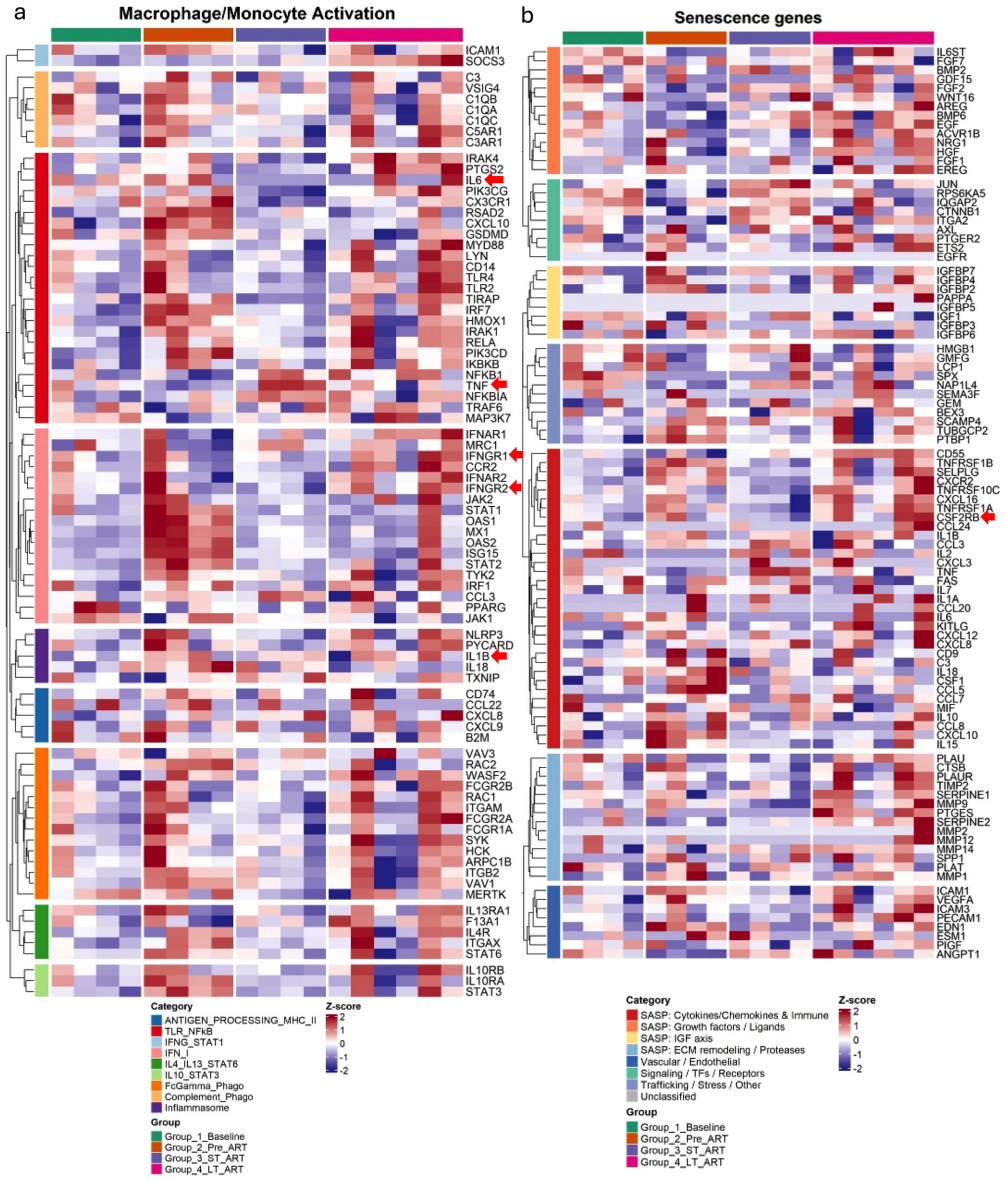
Persistent macrophage activation and senescence programs across the SIV disease course and long-term ART. **(a)** Heatmap of macrophage/monocyte-activation genes mapped to MSigDB signatures (categories include Antigen processing/MHC-II, IFN/NF-κB, IL-1, IL-4/IL-13–STAT6, Fc/complement/phagocytosis, and inflammasome). Z-scores and clustering as in **(a)**. **(b)** Heatmap of curated senescence/SASP genes in PBMCs across four states—Baseline, acute Infection (Pre-ART), Short-term ART, and Long-term ART. Values are per-gene Z-scores of normalized expressions; rows and samples are hierarchically clustered. Left color bars annotate functional categories (e.g., SASP cytokines/chemokines & immune mediators, growth factors/ligands, ECM remodeling/proteases, cell-cycle/DDR, chromatin/TF/receptor modules). Increased expression of multiple SASP modules appears during acute infection and remains detectable in Long-term ART. The long-term ART group shows an additional >1yr time-point in two of the animals in same cohort. The protein level changes of the genes highlighted by red arrows were also validated as shown in **Supplementary Figure 4**.

PLWH are susceptible to inflammatory comorbidities despite effective ART and experience premature onset of aging-related comorbidities such as CVD. They are twice as likely to develop CVD (1) including atherosclerosis, a leading cause of morbidity and mortality in PLWH. We and others have demonstrated that HIV-induced chronic inflammation contributes to the accelerated aging process and CVD in PLWH (4, 5, 20). To better understand the mechanism underlying chronic HIV-infection induced atherosclerosis, we further created a heatmap to show the trends in atherosclerosis-associated macrophage signature genes of three conserved major macrophage subsets (Resident/Resident-like, Inflammatory VCAN/IL1B, and Foamy/Trem2hi, IFNIC), which were characterized by a recent single-cell RNA-seq study of the integrated 12 mouse and 11 human patients datasets (55). 

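Over 14 genes of inflammatory plaque macrophages, the median log2 fold change against baseline was 0.50 in acute SIV infection and 0.52 on long-term ART. Over 15 genes of foamy macrophages, which take up lipids, it was 0.52 and 0.19, and over 13 genes of resident-like macrophages 0.36 and 0.31. None of these genes passed edgeR's quasi-likelihood test over all genes or over the list alone in either comparison, and camera called none of the sets (adjusted p from 0.143 to 0.632). NLRP3 stood at 30.8 ± 10.2 CPM (SD, n = 4) at baseline, 80.2 ± 58 (n = 4) in acute SIV infection, 27.0 ± 9.87 (n = 4) on short-term ART and 65.5 ± 41.7 (n = 6) on long-term ART, with log2 fold changes against baseline of 1.38 (SE 0.58) and 1.09 (SE 0.53) and adjusted p of 0.147 and 0.394 from the edgeR test. CTSD, a lysosomal protease of foamy macrophages, was at 1.12 and 1.18, and TREM2, a lipid receptor, at 0.86 and 0.77. CD163, a scavenger receptor of resident macrophages and monocytes, was at 0.91 (0.54 without the acute library of KF35) and 0.63, and monocyte genes had a median of 0.49 on long-term ART (camera, adjusted p = 0.039, and adjusted p = 0.769 with an estimated correlation, and adjusted p = 0.448 with the animal as a block).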

Heatmap analysis shows an upregulated trend of gene expression such as NLRP3/IL1B in all three subsets of macrophage signatures in acute SIV-infection and in chronic SIV under long-term ART, indicating possible activation of atherosclerosis-related macrophages in those samples (**Supplementary Figure 5**).

On the other hand, growing evidence has suggested a premature aging phenotype in PLWH in relation to either HIV disease pathogenesis (10, 56) or highly active antiretroviral treatment (HAART) itself (57, 58) that leads to HIV-associated comorbidities, including atherosclerosis and lung diseases. Heatmap of the SenMayo curated gene list (59) highlights differential expression of senescence-associated secretory phenotype (SASP) genes across groups (**Figure 4B**). SASP modules related to cytokines/chemokines and immune mediators, IGF-axis ligands, ECM remodeling/proteases, and vascular/endothelial programs, show increased expression in both acute SIV infection and chronic SIV infection with long-term ART (**Figure 4B**). 

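Of 64 SenMayo genes, 4 rose in acute SIV infection against baseline and none fell (4 rose when adjusted over the list alone), with a median log2 fold change of 0.22 (camera, adjusted p = 0.663). They were the chemokine genes CXCL10 and CCL5, TNFRSF1B, a receptor of TNF, at 1.43 (SE 0.40), and PTBP1, a regulator of splicing, at 0.79 (SE 0.20). On long-term ART against baseline none passed edgeR's quasi-likelihood test over all genes or over the list alone (DESeq2 called 47 genes in all), with a median of 0.44 (camera, adjusted p = 0.0201, and adjusted p = 0.611 with an estimated correlation). This p was 0.0876, 0.0566 and 0.0621 without the long-term ART libraries labelled KG04 (coded), KT85 and KV82, and 0.0666 without the baseline library of KV82. By module, the cytokines and chemokines had medians of 0.73 in acute SIV infection and 0.43 on long-term ART (camera, adjusted p = 0.0566 and 0.181, and adjusted p = 0.0341 in acute SIV infection with the animal as a block), and 3 of the 20 rose in acute SIV infection (3 when adjusted over the list alone). The 3 measured genes of the IGF axis had medians of 0.75 and 0.09, too few for a set test. The 6 genes of proteases and matrix remodeling had medians of 0.20 and 1.25 (camera, adjusted p = 0.928 and 0.019, and adjusted p = 0.611 on long-term ART with an estimated correlation), with MMP9 at 1.22 and 2.33 (1.11 on long-term ART without the library labelled KV82). The 6 vascular genes had medians of 0.15 and 0.42 (camera, adjusted p = 0.941 and 0.188). Against short-term ART, SenMayo genes had a median of 0.40 on long-term ART, and 5 rose when adjusted over the list alone while 0 passed over all genes (camera, adjusted p = 0.0246, and adjusted p = 0.558 with an estimated correlation). This p was 0.113, 0.0572 and 0.0662 without the long-term ART libraries labelled KG04 (coded), KT85 and KV82, and 0.0555 without the short-term ART library of KG04. With the neutrophil score as a covariate the adjusted p was 0.901 against baseline and 0.556 against short-term ART, and both sets then pointed down. With the animal as a block it was 0.071 and 0.0724.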

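CTNNB1, which encodes beta-catenin of Wnt signaling and cell adhesion, stood at 315 ± 7.28 CPM (SD, n = 4) at baseline, 289 ± 32 (n = 4) in acute SIV infection, 336 ± 18.4 (n = 4) on short-term ART and 298 ± 36.1 (n = 6) on long-term ART. Its log2 fold change against baseline was -0.12 (SE 0.12) in acute SIV infection and -0.08 (SE 0.11) on long-term ART, with adjusted p of 0.529 and 0.771 from edgeR's quasi-likelihood test. Of 11 core markers of senescence, CDKN1B, an inhibitor of cell division, fell by 0.69 and LMNB1, a lamin of the nuclear envelope that senescent cells lose, rose by 0.89 in acute SIV infection (2 rose and 1 fell when adjusted over the list alone). On long-term ART none of the 11 passed (median -0.14), with CDKN1A, which encodes the cell cycle inhibitor p21, at 1.12 (SE 0.55), or 0.67 without the library labelled KT85.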

Consistently, senescence genes related to cell proliferation such as (CTNNB1 etc.) are downregulated in both acute SIV infection and chronic SIV infection with long-term ART (**Figure 4B**). These patterns indicate a shift toward a pro-inflammatory, pro-remodeling SASP under acute infection and after long-term ART, consistent with persistent innate activation and potential contributions to HIV-related aging process (60).

### Linking chronic inflammation, TLR/NF-κB signaling, macrophage activation and SASP to atherogenesis during chronic SIV infection with long-term-ART

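A PCA of the 500 most variable genes placed 37.8% of the variance on PC1 and 16.3% on PC2, which match the shares in Fig. 5A. On PC2 the acute SIV libraries had a mean score of 12.0 ± 5.17 (SD, n = 4), against -2.72 ± 5.90 (n = 4) at baseline and -1.95 ± 4.73 (n = 4) on short-term ART. Short-term ART and baseline differed by -0.37 on PC1 (exact permutation test, p = 0.943) and by 0.77 on PC2 (exact permutation test, p = 0.8). Acute SIV infection and baseline differed by 14.75 on PC2 (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow), and no difference between a pair of groups passed the Benjamini-Hochberg adjustment over the comparisons (lowest adjusted p = 0.114). On PC1 the mean scores were -7.47 ± 7.54 at baseline, 9.73 ± 13.2 in acute SIV infection and -7.84 ± 7.94 on short-term ART. These tests do not use the pairing by animal. From baseline to acute SIV infection PC1 went from -3.69 to 14.51 in KF35, from -0.04 to 26.26 in KG04, from -8.71 to 0.05 in KG56 and from -17.45 to -1.89 in KV82. On short-term ART each of these animals lay lower again, at -6.50, 0.36, -6.51 and -18.73.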

Integrating multilevel analyses across cohorts (**Figure 5**), PCA separates samples by disease/treatment state with acute SIV infection on short-term ART (ST-ART) shifting toward baseline. MANOVA on PC1–PC2 scores showed a significant overall effect of condition (Pillai’s trace = 0.94, F(6, 28) = 4.12, P = 0.0044), providing a statistical basis for group separation in PCA space. 

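From the scores of all 18 libraries, Pillai's trace was 0.945, with F = 4.18 on 6 and 28 degrees of freedom and p = 0.0026 from a permutation test. A permutation test within the animals as labelled gave p = 0.0057. The names of the uncoded library labelled KG04 and of the long-term ART library labelled KV82 are in doubt, and the library labelled KT85 has no partner to change places with. The test was not run with exchanged names. Without the acute library of KV82 the trace was 0.406, and without the acute library of KG04 0.677, with permutation p of 0.39 and 0.063. For these values the most variable genes and the components were computed anew, so PC1 and PC2 are other axes than those of all 18 libraries.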

Overall, acute SIV infection triggered a distinctly and globally transcriptomic difference as compared with ST-ART, LT-ART or baseline (**Figure 5**). This finding is consistent with our previous analyses showing that SIV infection induces dramatic gene changes in the host that can be partially and almost completely normalized by both ST and LT-ART treatments. In contrast, chronic SIV on long-term ART (LT-ART) is dispersed all over, with three samples remaining distinct and three samples overlapping with short-term ART and baseline (**Figure 5A**). This is consistent with previous analysis, showing that short-term ART alleviates host innate immune response and restores B cell and T cell activation to baseline level. 

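Acute SIV libraries lay highest on PC2, and long-term ART libraries lowest on average. The scores on PC2 were 9.76 for the acute library of KG04 and 19.63 for that of KV82, while the baseline libraries of these animals scored -8.89 and 5.31 and their short-term ART libraries -6.43 and 4.70. Long-term ART and acute SIV infection differed by -16.94 on PC2 (exact permutation test, p = 0.00952, and adjusted p = 0.114 by Benjamini-Hochberg) and by -6.01 on PC1 (exact permutation test, p = 0.519). The interferon-stimulated gene score was 6.70 ± 0.43 (SD, n = 4) in acute SIV infection, 4.48 ± 0.15 (n = 4) at baseline and 4.71 ± 0.23 (n = 4) on short-term ART.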

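On long-term ART the libraries labelled KG04 (coded), KT85 and KV82 had PC1 scores of 16.17, 20.79 and 11.09, while those labelled KF35, KG04 (uncoded) and KG56 had scores of -1.94, -16.17 and -7.61. On PC2 the first 3 scored -11.26, 3.00 and -11.41 and the others -7.47, 3.16 and -5.47. The library labelled KV82 held the highest neutrophil score of all 18 libraries, and the uncoded library labelled KG04 the lowest platelet score of the long-term ART group, 2.44. The median variance of a gene's log2 CPM was 0.186 within long-term ART, 0.0768 within baseline, 0.132 within acute SIV infection and 0.073 within short-term ART.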

At the same time, the LT-ART group partially alleviates host antiviral innate immune response but has persistent inflammation. 

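The 2 long-term ART libraries labelled KG04 lay at PC1 scores of 16.2 (coded) and -16.2 (uncoded), and the baseline, acute and short-term ART libraries of KG04 at -0.04, 26.3 and 0.36. For KV82, the baseline, acute and short-term ART libraries lay at -17.5, -1.89 and -18.7 on PC1, and the long-term ART library labelled KV82 at 11.1. Which of the libraries labelled KG04 was collected at 12 months and which at 20 months is not given in the sources used here. Over the genes that differ most between animals, the uncoded library labelled KG04 went with those of KV82, and the library labelled KV82 with those of KG04.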

The short-term ART transition is broadly consistent across animals, whereas later time points show greater divergence, exemplified by the marked quadrant shift of KG04 between 12 and 20 months of ART. 

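The spread of a group was taken as the mean distance between its libraries in the plane of PC1 and PC2. It was 20.5 on long-term ART, 12.2 at baseline, 18.6 in acute SIV infection and 11.2 on short-term ART. By an exact permutation test, one-sided for a wider spread on long-term ART, p was 0.129 against baseline, 0.386 against acute SIV infection and 0.0714 against short-term ART. Without the library labelled KT85 the distance was 18.4, with exact permutation p of 0.151, 0.571 and 0.143.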

Of note, there is a large distribution in the PCA plot between LT-ART samples, which suggests that the transcriptomic path of immune remodeling can vary significantly between individuals (**Figure 5A**).

**Figure 5:**
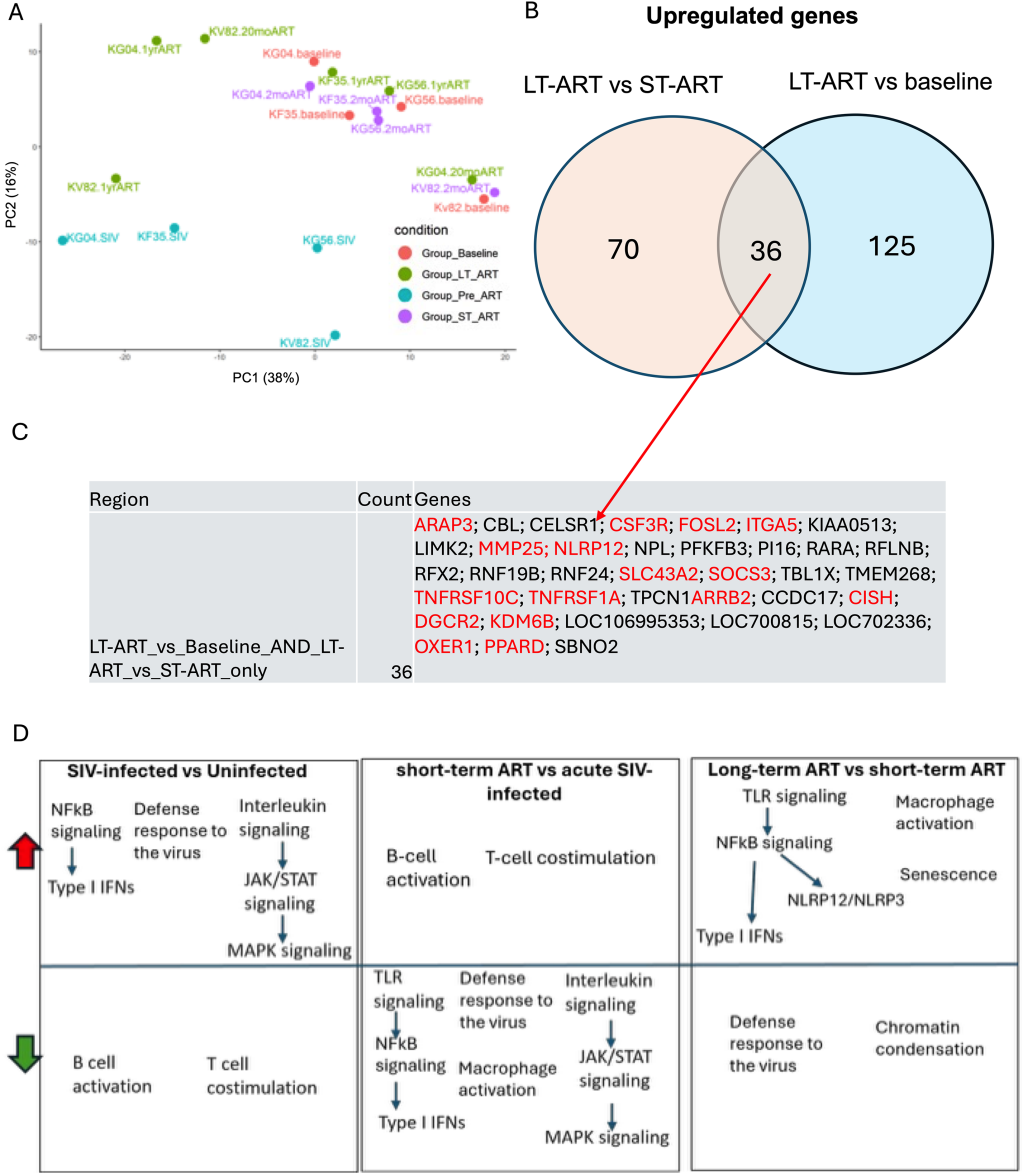
Gene-level overlaps and pathway shifts across acute SIV and ART. **(a)** Principal component analysis of normalized gene expression from four conditions: Baseline (red), acute SIV pre-ART (cyan), short-term ART (magenta), and long-term ART (green). The long-term ART group shows an additional >1yr time-point in two of the animals in same cohort. **(b)** Venn diagram of genes significantly upregulated in each comparison: Pre-ART (acute infection) vs Baseline, Long-term ART (LT-ART) vs Baseline, and LT-ART vs Short-term ART (ST-ART). Numbers indicate unique and shared DE genes. **(c)** Genes from key overlap regions. The largest LT-ART–specific set shared with LT-ART vs Baseline and LT-ART vs ST-ART includes macrophage/innate and signaling genes (e.g., ARAP3, CSF3R, MMP25, NLRP12, SLC43A2, TNFRSF10C, TNFRSF1A). Additional rows list genes shared by Pre-ART and LT-ART vs ST-ART only, and by all three comparisons. **(d)** Pathway enrichment summaries (GO BP terms) for each contrast. (Pre-ART, acute infection before ART; ST-ART, short-term ART; LT-ART, long-term ART).

Differential-expression overlaps highlight a recurrent LT-ART signature shared with both LT-ART vs baseline and LT-ART vs ST-ART, enriched for innate/macrophage genes including CSF3R, NLRP12, TNFRSF1A/TNFRSF10C, MMP25, SLC43A2, and FOSL2/ITGA5 (**Figures 5B, C**). 

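The innate genes that the paper names for this overlap lay higher on long-term ART against both baseline and short-term ART, and edgeR called none of them. The paper chose them on these libraries, so they are not independent evidence. Against baseline, CSF3R had a log2 fold change of 1.61 (SE 0.51), NLRP12 of 2.44 (SE 0.66), TNFRSF1A of 1.13 (SE 0.38), TNFRSF10C of 2.88 (SE 0.82), MMP25 of 1.76 (SE 0.49), SLC43A2, an amino acid transporter, of 1.57, FOSL2 of 1.64 (SE 0.52) and ITGA5, the fibronectin receptor subunit, of 1.00, with adjusted p of 0.297 to 0.299 from edgeR's quasi-likelihood test. Without the long-term ART library labelled KV82, TNFRSF10C was at 1.56. Against short-term ART, SLC43A2 had a log2 fold change of 1.33 and ITGA5 of 1.10, and the values of the other genes are given with the genes of that comparison. At an unadjusted p under 0.05 and a log2 fold change over 1, 390 genes lay higher against baseline and 352 against short-term ART, and 170 of them in both. In 18 libraries simulated with no change the comparisons shared 9.6 such genes, and independent lists of 390 and 352 would share 9.68. The simulation drew each gene on its own and without animals, while real genes move together and libraries of an animal are alike. Neither value is thus a fair chance value for the 170. Of these 170, 13 belong to the 19 neutrophil genes. Both comparisons share the long-term ART libraries, and over all genes their fold changes had a covariance of 0.149 against 0.0523 in the simulation. At an adjusted p under 0.05, edgeR called 0 genes higher in both, DESeq2 13, limma with sample quality weights 1, and edgeR without the long-term ART library labelled KG04 13. The genes that DESeq2 called included CISH, SOCS3, THBD and MMP25.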

GO pathway summaries show that acute SIV upregulates TLR/NF-κB/type-I IFN programs and dampens B-/T-cell costimulation; ST-ART reverses many of these innate pathways; and LT-ART re-elevates TLR/NF-κB/macrophage-activation and senescence relative to ST-ART (**Figure 5D**). Together, these alterations point toward a feed-forward inflammatory loop: chronic inflammation, TLR activation, NF-κB signaling, macrophage activation, and SASP cytokine production, sustained systemic inflammation. 

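Genes that activate macrophages and monocytes had a median log2 fold change of 0.65 in acute SIV infection against baseline, and SIGLEC1 was the 1 of 28 that rose (1 when adjusted over the list alone; camera, adjusted p = 0.0567, and adjusted p = 0.0223 with the animal as a block). Of the 524 genes that acute SIV infection had raised, 98 fell on long-term ART against acute SIV infection, and of the 190 lowered genes 40 rose, while both comparisons share the acute libraries, whose chance deviations alone push the fold changes in opposite directions. Against short-term ART, senescence-related proteases and matrix genes had a median of 1.46 on long-term ART, and 3 rose when adjusted over the list alone while 0 passed over all genes (camera, adjusted p = 0.000846, and adjusted p = 0.404 with an estimated correlation). The 3 included MMP9 and PLAUR, a gene that neutrophils and monocytes express. Of 3 genes that the paper lists for macrophage activation, 2 had an unadjusted p under 0.05 (median 0.94), and these are not independent evidence. B cell genes had a median of -0.23 against short-term ART (0 called by edgeR; camera, adjusted p = 0.00954, and adjusted p = 0.558 with an estimated correlation, and adjusted p = 0.315 with the animal as a block), with MS4A1, which encodes CD20, at -0.94.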

Functionally, this molecular pattern provides a plausible mechanistic basis for the elevated risk of non-AIDS comorbidities (e.g., CVD, atherosclerosis, aging process) observed in HIV/SIV infection despite prolonged ART.

### Increased activation of caspase-1 and NF-κB in the spleens collected from SIV-infected rhesus macaques on long-term ART

Based on the marked upregulation of NF-κB signaling pathway genes and our previous observation of elevated plasma IL18 and IL1β levels in chronically SIV-infected macaques receiving long-term ART (26), we next investigated whether CASPASE-1 (CASP-1) and NF-κB proteins are activated in the tissues from SIV-infected animals on LT-ART. Western blot analyses of pro-caspase-1, activated CASP-1, total NF-κB, and phosphorylated NF-κB (p-NF-κB) were performed on spleen cell lysates from the SIV-infected animals on long-term ART and compared with SIV-naive animals (**Figure 6**, **Supplementary Figure 6**). Spleens from SIV+LT-ART exhibited significantly higher levels of active CASP-1 and p-NF-κB (**Figure 6A**), resulting in an increased phospho–NF-κB/total NF-κB and CASPASE-1 p20/PROCASPASE-1 ratios (**Figure 6B**). Consistent with the PBMC transcriptomics data described above, these findings demonstrate persistent activation of CASP-1 and NF-κB pathways in tissues during chronic SIV infection despite long-term ART, suggesting a feed-forward loop in which circulating immune cells both indicate and perpetuate inflammatory signaling within vascular and lymphoid tissues.

**Figure 6:**
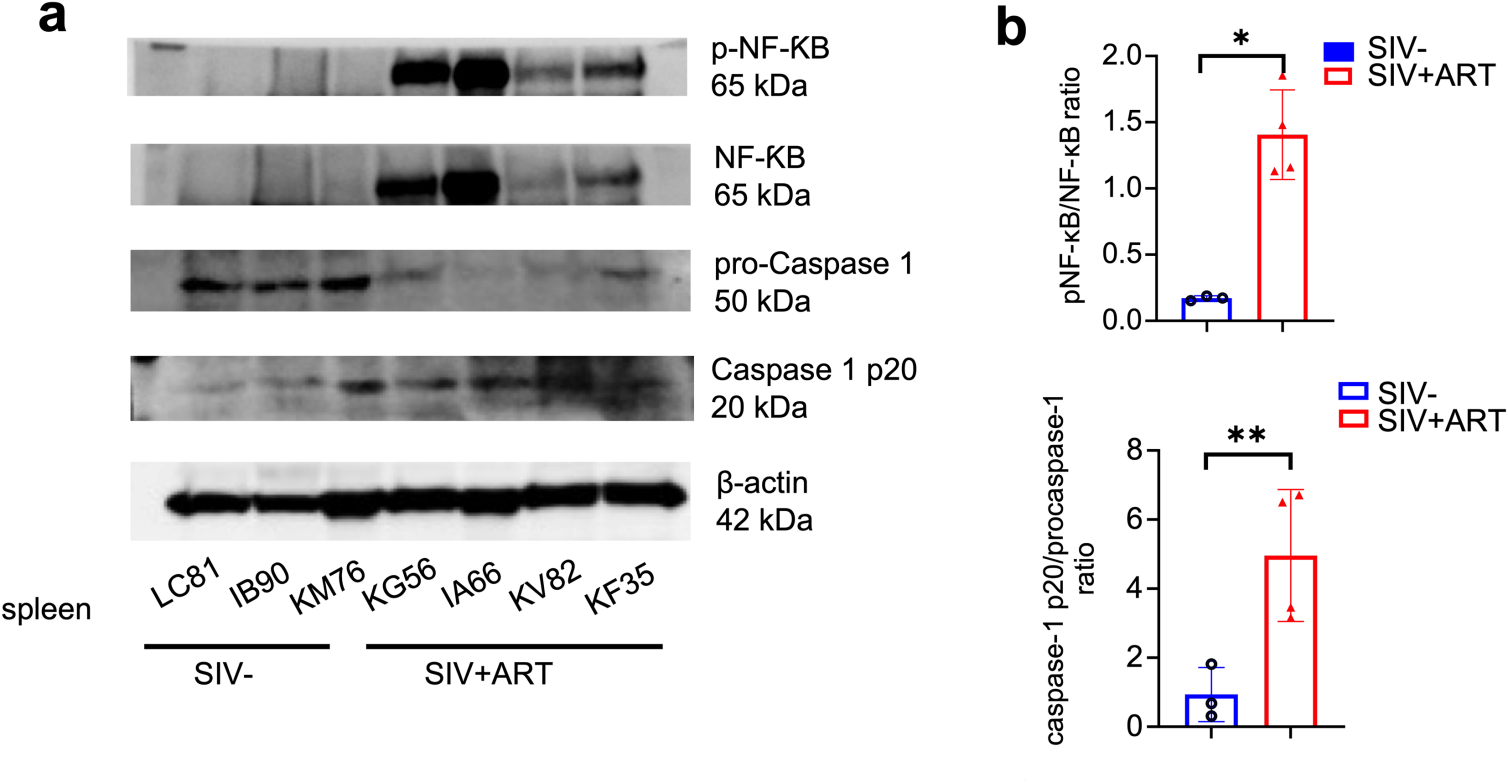
NF-κB and Caspase-1 activation persists in spleens of SIV-infected RMs despite ART. **(a)** Representative Western blot analysis of phosphorylated NF-κB p65 (Ser536), total NF-κB p65, cleaved caspase-1 p20 and procaspase-1 in splenic lysates from uninfected control and SIV-infected RMs on ART. **(b)** Densitometric quantification of the phospho–NF-κB/total NF-κB and caspase-1 p20/procaspase-1 ratio is indicated. Data represent mean ± SEM; * P < 0.05 and ** P < 0.01 by unpaired t test.

### Cardiovascular pathway activation and macrophage accumulation and senescence in carotid plaque under long-term ART

Canonical Pathway analysis in our cohort further revealed that cardiovascular-related signaling was among the most persistently altered during long-term ART. 

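Genes of adrenomedullin, beta-adrenergic and platelet homeostasis signaling were measured with 25, 31 and 26 members. In acute SIV infection against baseline, 4 of the adrenomedullin genes rose (5 when adjusted over the list alone): ITPR3, a calcium channel of the endoplasmic reticulum, at 1.22 (SE 0.29), ADCY9 and ADCY7, which make cyclic AMP, at 1.02 (adjusted p = 0.0504 with the animal as a block) and 0.61, and the kinase PTK2B at 1.04. Of the beta-adrenergic genes 4 rose (8 rose and 1 fell when adjusted over the list alone), ADCY9, ADCY7, the phosphatase PPP1CA at 0.73 and PDE4A, which degrades cyclic AMP, at 1.59, and of the platelet homeostasis genes 3 rose (5 rose and 2 fell when adjusted over the list alone), ITPR3, the calcium pump ATP2B4 at 0.73 and PAFAH2, which degrades platelet-activating factor, at 1.05. Camera called the beta-adrenergic list (adjusted p = 0.0295, and adjusted p = 0.657 with an estimated correlation) and not the adrenomedullin and platelet homeostasis lists (adjusted p = 0.428 and 0.455). With the share of ribosomal RNA counts as a covariate, chosen after seeing the data, ITPR3 was at -0.08, ADCY9 at -0.30 and PTK2B at -0.10. Every acute library had a higher share than every baseline library (lowest 4.58%, highest at baseline 1.82%), so this covariate carries the difference between the groups and these values decide nothing about the genes. On long-term ART against baseline no gene of these lists passed edgeR's quasi-likelihood test, and their medians were 0.21, 0.26 and 0.27 (camera, adjusted p = 0.0387, 0.0113 and 0.0873, and adjusted p = 0.611 for each with an estimated correlation; adjusted p of 0.136 and 0.0938 for the first 2 with the animal as a block). Against short-term ART their medians were 0.19, 0.15 and 0.18 (camera, adjusted p = 0.00954, 0.0195 and 0.137; adjusted p of 0.44 and 0.558 for the called lists with an estimated correlation, and adjusted p = 0.114 for the beta-adrenergic list with the animal as a block), with GNAQ, a G protein subunit, at 0.65 and ARRB2, an arrestin that ends receptor signaling, at 0.87. CEBPB, a transcription factor of myeloid cells, was at 1.18 in the adrenomedullin list, and PECAM1, an adhesion molecule of platelets, leukocytes and endothelium, at 0.66 in the platelet homeostasis list. DESeq2 called 47 genes in all against baseline and 124 against short-term ART. On short-term ART against acute SIV infection the adrenomedullin, beta-adrenergic and platelet homeostasis genes had medians of -0.21, -0.27 and -0.26. Their adjusted p from camera were 0.217, 0.0238 and 0.438, and none was called with an estimated correlation. On long-term ART against acute SIV infection the medians were 0.17, -0.11 and -0.02 (camera, adjusted p = 0.592, 0.556 and 0.836).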

While early infection and short-term ART showed minimal perturbation, long-term ART induced pronounced activation of adrenomedullin signaling, cardiac β-adrenergic signaling, and platelet homeostasis pathways—key regulators of vascular tone, endothelial integrity, and hemodynamic stress (**Supplementary Figure 7**). Additionally, pathways involved in cell surface interactions at the vascular wall and factors promoting cardiogenesis were upregulated, suggesting ongoing endothelial activation and tissue remodeling. Furthermore, stathmin1-associated and cancer-related signaling modules suggested the emergence of proliferative and senescence-linked transcriptional programs. Overall, these data point to sustained vascular and cardiac stress responses under long-term ART, consistent with chronic inflammation and potential predisposition to cardiovascular dysfunction despite effective viral suppression.

To establish the clinical relevance of our transcriptomic findings, specifically the activation of macrophage accumulation, senescence, platelets and coagulation, and NLRP3-CASAPSE-1 pathways in the context of HIV-associated CVD, we performed a pathological characterization of a carotid atherosclerotic plaque from an SIV-infected male rhesus macaque (7 year old) on a similar LT-ART regimen for 7 months. We observed small atherosclerotic plaques [fatty streaks, potentially type II by AHA classification (61)] (**Figure 7A, B1**). Plaque composition analysis showed key features aligning with our transcriptomics results including the presence of abundant F4/80 and CD68-immunopositive macrophages (**Figure 7B2**), p21-positive senescent cells (**Figure 7B3**), and low collagen and αSMA-positive smooth muscle cells (SMC) (**Figure 7B3**), as well as an CD31-positive endothelial layer with multiple breaks (**Figure 7B3**). In addition, the immunopositivity for IL-1 beta, a product of NLRP3-CASPASE 1 activation was strongly associated with vascular SMC’s marker positivity in carotid media and with cells in the fibrous cap in the plaque (**Supplementary Figure 8**). In the carotid, NLRP3+ signal was strongly associated with cells in the plaque (**Supplementary Figure 9**). Surprisingly, we also found a thrombus within the artery (**Figures 7A, C**). This thrombus contained collagen (**Figure 7C1**), micro-vessels (**Figure 7C2**, right image) that was immunopositive for thrombin, a key blood clot-forming enzyme (**Figure 7C2**, left image), and RBCs (**Figure 7C**). Given the small sized plaque, rupture is an unlikely cause for such a large thrombus. Nevertheless, this unexpected observation in the index SIV-infected macaque provides pathological evidence of atherothrombotic disease in carotid artery, along with macrophage accumulation and senescence in a carotid plaque during chronic SIV infection with long-term ART. Overall, these pathological findings align with our transcriptomic profile of heightened monocyte/macrophage, senescence, and platelet/coagulation pathway activation in SIV-infected animals on long-term ART.

**Figure 7:**
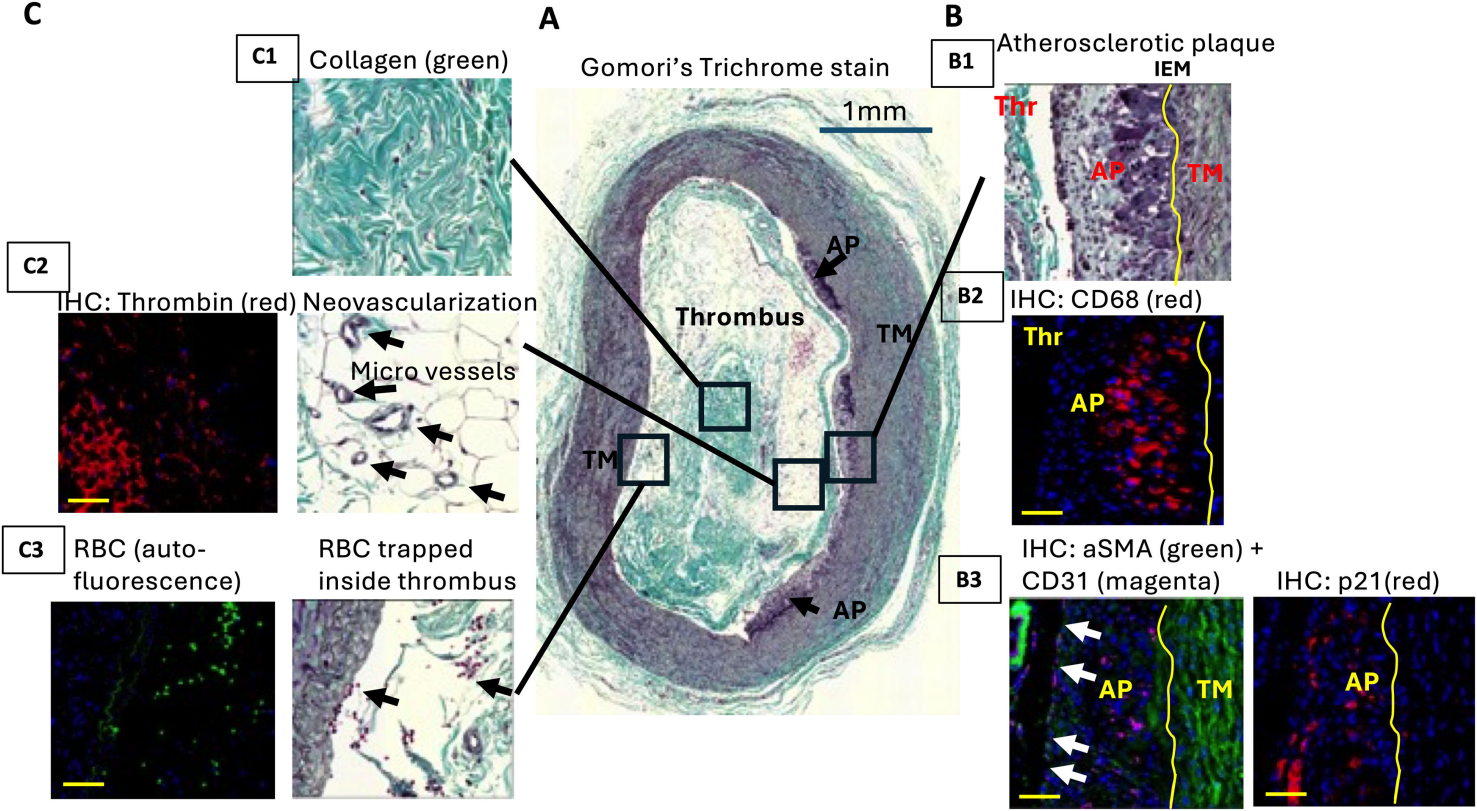
Vascular morphology and atherosclerotic plaque (AP) composition in carotid artery of a rhesus macaque under chronic SIV+ART treatment. **(A)** Trichrome staining detects the presence of collagen and neovascularization in occlusive thrombus (Thr) and atherosclerotic plaques (AP) (black arrows) developed on the tunica media (TM); **(B)** Immunohistochemistry (IHC) was performed using antibodies against CD68 (macrophage marker) **(B2)**, aSMA (SMC marker) and CD31 (endothelial cell marker) **(B3)** and p21 (senescent cell marker). IHC shows the colocalization of CD68-positive macrophages with senescent p21+ cells in AP. aSMA+ cells were detected mainly in TM and CD31+ endothelial layer contains numerical cells breaks (white arrows) **(B3)**. Yellow curve outlines internal elastic membrane (IEM), the borderline between TM and AP; **(C)** the presence of occlusive thrombus was confirmed by IHC using antibody against thrombin **(C2)**. RBC trapped inside thrombus were visualized by autofluorescence with FITC filter. Yellow scale bar, 50um.

## Discussion

Despite effective viral suppression with ART, PLWH experience persistent inflammation and immune dysfunction that drive long-term comorbidities, underscoring the importance of elucidating immune trajectories during infection and treatment. In this study, we provide a comprehensive transcriptomic and molecular characterization of immune responses across the full course of SIV infection, from acute infection through short- and long-term ART, in a longitudinal nonhuman primate model. By integrating bulk RNA-seq of PBMCs, pathway enrichment analyses, and validation at the protein and tissue levels, we delineate how SIV infection induces dynamic, phase-specific immune remodeling. Our findings demonstrate that acute SIV infection triggers robust antiviral innate immune activation and interferon responses including ISGs, IL27 signaling, NF-κB signaling, and proinflammatory chemokines, while downregulating T- and B-cell activation pathways, indicating suppression of adaptive immunity. While these responses are progressively normalized by ART, persistently altered innate and inflammatory pathways, including TLRs/NF-κB, inflammasome, macrophage activation, and senescence programs, remain active during long-term ART, paralleling the chronic inflammation and age-related comorbidities observed in PLWH.

Consistent with prior studies of acute HIV/SIV infection (62, 63), we observed dramatic upregulation of type I and type II ISGs, antiviral response genes (e.g., IFI44, ISG15, DDX58/RIG-I, MAVS), and inflammatory mediators (CXCL10, IL27, STAT1). These changes highlight the dominance of IFN-driven antiviral defense and innate activation during early infection. Concomitantly, genes associated with T-cell and B-cell activation (CD28, CD72) were downregulated, and inhibitory immune checkpoint genes (PDCD1, CD276) were upregulated, indicating suppression of adaptive immunity and early onset of immune exhaustion. This SIV-induced adaptive immune suppression is consistent with the marked and sustained CD4^+^ T-cell depletion characteristic of HIV/SIV infection, which disrupts T helper function essential for B-cell activation and antibody production. GO analysis confirmed these patterns, showing enrichment for interferon, JAK/STAT, NF-κB, and MAPK signaling pathways. Collectively, these results demonstrate that acute SIV infection activates a potent antiviral innate immune program while disrupting T- and B-cell stimulation, a pattern characteristic of early HIV pathogenesis in humans (64, 65). Notably, our analysis identified IL-27-mediated signaling pathway as one of the most upregulated pathways after SIV infection (**Figure 1E**). This upregulation is normalized by both short-term and long-term ART. While these transcriptomic shifts indicate that IL-27 signaling is highly responsive to initial SIV infection, its net biological impact remains complex. Despite the pleiotropic nature of IL-27, which can exert both immunostimulatory and immunosuppressive effects, and the limitations of bulk PBMC data in resolving cell-specific contributions, these findings describe a significant molecular correlation. Consistently, previous studies have demonstrated that the IL27 pathway has inhibitory and promoting effects for HIV infection in PBMCs (66, 67) and it may have a therapeutic potential for treating HIV infection (68, 69). Therefore, its exact role and therapeutic potential in HIV-infection warrants further investigation.

Consistent with several other reports, with the effective suppression of viremia following ART, many of the transcriptional alterations induced by SIV infection were reversed in our cohort (70, 71). Genes related to B-cell activation (CD79A/B, CD40, CD72) and T-cell costimulation (CD28, ICOS, DPP4) were upregulated, while inhibitory checkpoint (PDCD1, CD276) and ISGs were downregulated. These shifts were accompanied by suppression of inflammatory pathways including type I IFN, NF-κB, and IL6 signaling, along with reduced macrophage activation and Fc receptor–mediated phagocytic pathways. Functionally, these results demonstrate that ART rapidly reestablishes immune homeostasis by dampening hyperactive innate responses and restoring adaptive immune activation, consistent with clinical observations of immune reconstitution following ART initiation (70, 71). The transient normalization of gene expression at 2 months suggests a period of systemic stabilization following viral suppression. However, the subsequent shift toward a pro-inflammatory profile at 12 months indicates that early homeostasis is difficult to maintain. One potentially significant driver of this late-stage dysregulation is the activation of the LPS/TLR4 signaling pathway, likely secondary to gut barrier disruption that remains unresolved despite effective viral suppression with ART. In our previous study of this cohort (41), we observed that markers of IEBD and microbial translocation remained elevated despite ART, alongside a notable loss of Th17-type immune cell functions in the gut. Interestingly, this persistent microbial translocation likely serves as a chronic stimulus that drives sustained monocyte and macrophage activation. Our current data suggest that this myeloid activation contributes to a state of chronic systemic inflammation, further characterized by the enrichment of integrin and coagulation-related signaling pathways. These findings align with the increased plasma inflammatory markers that had transiently resolved during early treatment and reappeared with a distinct molecular signature during chronic infection. While other factors such as low-level viral persistence or metabolic shifts may play a role, these results suggest that persistent gut-associated immune defects and microbial translocation are central drivers of the inflammatory remodeling observed under long-term ART. The 12-month RNA-seq signature may therefore reflect a gradual loss of regulation as the innate immune system responds to the cumulative impact of these chronic, non-viral triggers, potentially predisposing the host to the cardiovascular and thrombotic comorbidities frequently observed in PLWH. These findings not only validate the immunodynamic parallels between SIV-infected macaques and HIV-infected humans but also establish a foundation to explore the long-term immunologic consequences of sustained viral suppression. To our knowledge, the progressive, longitudinal transcriptomic remodeling that occurs within individuals during long-term ART-suppressed SIV or HIV infection has not been systematically characterized.

Although long-term ART effectively maintained viral suppression and durable downregulation of ISGs, our transcriptomic and pathway analyses revealed persistent activation of inflammatory, coagulation, and macrophage-associated programs. Notably, genes involved in platelet activation and coagulation (F5, ITGA2, TREML1, MMRN1), innate immune sensing (TLR2, TLR4, MYD88), inflammasome components (NLRP3, NLRP12), and macrophage activation (SIGLEC1, CSF3R) were upregulated. Pathway enrichment analyses further highlighted sustained activation of Toll-like receptor, NF-κB, and TNF signaling, indicating ongoing TLR-driven inflammation and macrophage activation despite prolonged ART (72–74). This chronic innate immune activation closely mirrors the clinical phenotype of PLWH, who exhibit persistent systemic inflammation, endothelial dysfunction, and elevated risk of atherosclerosis, myocardial infarction, and stroke (5, 11). In this study, we have functionally validated the increased CASPASE-1 and NF-κB activation in spleen tissue of chronic SIV on long-term ART treatment, confirming inflammasome and inflammatory pathway persistence under long-term ART. This study extends our previous observation showing the increased CASPASE-1 and NF-κB activation in spleen tissue of acute SIV on short-term ART treatment (20, 21). These results suggest that viral suppression alone does not fully restore immune function (75). Consistently, increased levels of CASPASE-1 and IL-1β in the circulating immune cells has been reported in PLWH with persistent immune activation even after 12 years of suppressive ART (76). Besides, our prior studies have demonstrated increased levels of plasma IL-1β and IL-18 during long-term SIV+ART (26) as well as correlation of CASPASE-1^+^ cells and monocyte/macrophage activation in HIV-patient-derived aortic plaques (20). These data support a model in which long-term ART preserves viral control but maintains low-grade inflammation through macrophage and platelet activation, promoting tissue remodeling and vascular injury, likely drived by persistent viral infection and latency in the tissues (77–79). Our findings align with prior evidence that chronic HIV infection promotes monocyte and macrophage activation via microbial translocation, TLR stimulation, and inflammasome engagement (80–82). The upregulation of NLRP3 and IL1B observed here, together with sustained NF-κB signaling, supports a feed-forward inflammatory loop. This mechanism likely contributes to the senescence-associated secretory phenotype (SASP) observed in both acute and chronic SIV infection, consistent with premature aging and inflammatory comorbidities in ART-treated PLWH. Indeed, the transcriptomic signatures of long-term ART included increased expression of senescence and atherosclerosis-associated macrophage markers, paralleling clinical observations of heightened cardiovascular and thrombotic risk (3, 5, 11, 20, 83).

Histologic analysis of carotid lesions in an index SIV-infected macaque on long-term ART revealed macrophage-rich plaques with senescent cells. Furthermore the presence of intraluminal thrombus suggests a pro-inflammatory and pro-thrombotic state. These findings provide direct evidence linking persistent macrophage activation, SASP, and vascular pathology in the context of ART-suppressed SIV infection. Together, the integration of transcriptomic, proteomic, and histopathological data underscores a central concept: long-term ART resolves viral replication but does not restore immune homeostasis, instead maintaining a chronic inflammatory state that promotes vascular injury and immune aging (3, 5, 11, 20). Previous studies have identified that the accumulation of macrophage foam cells in the intima is instrumental to lesion development, and inflammatory macrophages are crucial for myocardial infarction development, and resident/resident-like macrophages are associated with carotid endarterectomy plaques (23, 55, 84, 85). It is important to note that young rhesus macaques fed a standard chow diet rarely develop atherosclerotic lesions or intraluminal thrombi in the carotid artery (37, 86–88). Although, the observed thrombus may not be directly attributable to the relatively small plaque identified in this study animal with chronic SIV+ART, an increased risk of thrombosis has been reported in chronic HIV infection on ART (2, 3). Further, enhanced platelet and coagulation pathway activation and monocyte and macrophage activation significantly contribute to atherosclerosis-associated CVD, including acute coronary attack and stroke (1, 4). Our findings of macrophage accumulation, IL-1beta staining in fibrous caps of the plaques, NLRP3 nuclear location in the plaques cells, and p21^+^ senescent cells with intraluminal thrombus formation in the carotid artery of an ART-suppressed SIV-infected macaque recapitulate key features of HIV-associated atherogenesis and thrombosis. However, the cellular and molecular mechanisms (eg: NLRP3-CASPASE-1, NF-kb, senecence, platelet and coagulation pathways) driving HIV-associated atherosclerosis and thrombosis remain incompletely defined and warrant further study in clinically relevant nonhuman primate models (5). Further, it is important to note that the histologic analysis of carotid lesions in an index SIV-infected macaque on long-term ART was derived from an single animal outside the prospectively defined study cohort and therefore should be interpreted as a single-case, proof-of-concept observation rather than confirmatory evidence. To enable more systematic investigation of these processes within an experimentally tractable timeframe, a refined model employing ART-suppressed, chronically SIV-infected rhesus macaques fed an atherogenic diet (23, 89) may provide a valuable platform for dissecting the pathogenic mechanisms of HIV-associated thrombosis and atherosclerosis.

In summary, this study provides comprehensive longitudinal evidence from a preclinical model of HIV infection, delineating distinct immunologic phases from acute infection through chronic ART-suppressed disease. We identify persistent Caspase-1 activation driven by NLRP3-NLRR12 inflammasome formation, together with NF-κB signaling, monocyte/macrophage activation, cellular senescence, and platelet/thrombosis pathway engagement, as hallmarks of chronic immune dysregulation under ART. These processes likely contribute to the heightened cardiovascular, thrombotic, and immunosenescence-related comorbidity risk observed in PLWH. Collectively, our findings highlight TLR-NF-κB signaling, inflammasome activity, and senescence pathways as potential therapeutic targets to mitigate chronic inflammation and reduce non-AIDS comorbidities in ART-treated HIV infection.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE319957.

## References

[1] ShahASV StelzleD LeeKK BeckEJ AlamS CliffordS . Global burden of atherosclerotic cardiovascular disease in people living with HIV: systematic review and meta-analysis. Circulation. (2018) 138:1100–12. doi: 10.1161/CIRCULATIONAHA.117.033369, PMID: 29967196 PMC6221183

[2] BibasM BiavaG AntinoriA . HIV-associated venous thromboembolism. Mediterr J Hematol Infect Dis. (2011) 3:e2011030. doi: 10.4084/mjhid.2011.030, PMID: 21869916 PMC3152452

[3] PerkinsMV JosephSB DittmerDP MackmanN . Cardiovascular disease and thrombosis in HIV infection. Arteriosc Thromb Vasc Biol. (2023) 43:175–91. doi: 10.1161/ATVBAHA.122.318232, PMID: 36453273 PMC10165851

[4] McLaughlinMM MaY ScherzerR RahalkarS MartinJN MillsC . Association of viral persistence and atherosclerosis in adults with treated HIV infection. JAMA Netw Open. (2020) 3:e2018099. doi: 10.1001/jamanetworkopen.2020.18099, PMID: 33119103 PMC7596582

[5] KearnsA GordonJ BurdoTH QinX . HIV-1-associated atherosclerosis: unraveling the missing link. J Am Coll Cardiol. (2017) 69:3084–98. doi: 10.1016/j.jacc.2017.05.012, PMID: 28641798 PMC5512584

[6] McCutcheonK NqebeleleU MurrayL ThomasTS MpanyaD TsabedzeN . Cardiac and renal comorbidities in aging people living with HIV. Circ Res. (2024) 134:1636–60. doi: 10.1161/CIRCRESAHA.124.323948, PMID: 38781295 PMC11122746

[7] AjoolabadyA PraticoD TangD ZhouS FranceschiC RenJ . Immunosenescence and inflammaging: Mechanisms and role in diseases. Ageing Res Rev. (2024) 101:102540. doi: 10.1016/j.arr.2024.102540, PMID: 39395575

[8] PuspitasariYM MinistriniS SchwarzL KarchC LiberaleL CamiciGG . Modern concepts in cardiovascular disease: inflamm-aging. Front Cell Dev Biol. (2022) 10:882211. doi: 10.3389/fcell.2022.882211, PMID: 35663390 PMC9158480

[9] PathaiS BajillanH LandayAL HighKP . Is HIV a model of accelerated or accentuated aging? J Gerontol A Biol Sci Med Sci. (2014) 69:833–42. doi: 10.1093/gerona/glt168, PMID: 24158766 PMC4067117

[10] ChiappiniE BianconiM DalziniA PetraraMR GalliL GiaquintoC . Accelerated aging in perinatally HIV-infected children: clinical manifestations and pathogenetic mechanisms. Aging (Albany NY). (2018) 10:3610–25. doi: 10.18632/aging.101622, PMID: 30418933 PMC6286860

[11] KearnsA BurdoTH QinX . Editorial Commentary: Clinical management of cardiovascular disease in HIV-infected patients. Trends Cardiovasc Med. (2017) 27:564–6. doi: 10.1016/j.tcm.2017.07.007, PMID: 28774757 PMC5978434

[12] CurrierJS HsueP . The role of inflammation in HIV-associated atherosclerosis - one size may not fit all. J Infect Dis. (2019) 221:495–7. doi: 10.1093/infdis/jiz256, PMID: 31077267

[13] LewisCV TaylorWR . Intestinal barrier dysfunction as a therapeutic target for cardiovascular disease. Am J Physiol Heart Circulatory Physiol. (2020) 319:H1227–H33. doi: 10.1152/ajpheart.00612.2020, PMID: 32986965 PMC7792706

[14] TrøseidM AndersenG BrochK HovJR . The gut microbiome in coronary artery disease and heart failure: Current knowledge and future directions. EBioMedicine. (2020) 52:102649. doi: 10.1016/j.ebiom.2020.102649, PMID: 32062353 PMC7016372

[15] ChiveroET GuoML PeriyasamyP LiaoK CallenSE BuchS . HIV-1 tat primes and activates microglial NLRP3 inflammasome-mediated neuroinflammation. J Neurosci. (2017) 37:3599–609. doi: 10.1523/JNEUROSCI.3045-16.2017, PMID: 28270571 PMC5373137

[16] WalshJG ReinkeSN MamikMK McKenzieBA MaingatF BrantonWG . Rapid inflammasome activation in microglia contributes to brain disease in HIV/AIDS. Retrovirology. (2014) 11:35. doi: 10.1186/1742-4690-11-35, PMID: 24886384 PMC4038111

[17] HernandezJC LatzE Urcuqui-InchimaS . HIV-1 induces the first signal to activate the NLRP3 inflammasome in monocyte-derived macrophages. Intervirology. (2014) 57:36–42. doi: 10.1159/000353902, PMID: 24008203

[18] GuoH GaoJ TaxmanDJ TingJP SuL . HIV-1 infection induces interleukin-1beta production via TLR8 protein-dependent and NLRP3 inflammasome mechanisms in human monocytes. J Biol Chem. (2014) 289:21716–26. doi: 10.1074/jbc.M114.566620, PMID: 24939850 PMC4118130

[19] LiscoA WongCS LageSL LevyI BrophyJ LennoxJ . Identification of rare HIV-1-infected patients with extreme CD4+ T cell decline despite ART-mediated viral suppression. JCI Insight. (2019) 4:e127113. doi: 10.1172/jci.insight.127113, PMID: 30996137 PMC6538352

[20] KearnsAC LiuF DaiS RobinsonJA KiernanE Tesfaye CheruL . Caspase-1 activation is related with HIV-associated atherosclerosis in an HIV transgenic mouse model and HIV patient cohort. Arterioscler Thromb Vasc Biol. (2019) 39:1762–75. doi: 10.1161/ATVBAHA.119.312603, PMID: 31315440 PMC6703939

[21] KearnsAC RobinsonJA ShekarabiM LiuF QinX BurdoTH . Caspase-1-associated immune activation in an accelerated SIV-infected rhesus macaque model. J Neurovirol. (2018) 24:420–31. doi: 10.1007/s13365-018-0630-8, PMID: 29611111 PMC6526524

[22] KearnsAC VelasquezS LiuF DaiS ChenY LehmickeG . Elevated indoleamine-2, 3-dioxygenase enzyme activity in a novel mouse model of HIV-associated atherosclerosis. AIDS. (2019) 33:1557–64. doi: 10.1097/QAD.0000000000002255, PMID: 31306164 PMC6636853

[23] AlamMA CaocciM RenM ChenZ LiuF KhatunMS . Deficiency of caspase-1 attenuates HIV-1-associated atherogenesis in mice. Int J Mol Sci. (2023) 24:12871. doi: 10.3390/ijms241612871, PMID: 37629052 PMC10454548

[24] DingAK WallisZK WhiteKS SumerCE KimW-K ArdeshirA . Galectin-3, Galectin-9, and Interleukin-18 Are Associated with Monocyte/Macrophage Activation and Turnover More so than Simian Immunodeficiency Virus-Associated Cardiac Pathology or Encephalitis. AIDS Res Hum Retroviruses. (2024) 40:531–42. doi: 10.1089/aid.2024.0008, PMID: 38787309 PMC11905219

[25] WalkerEM SlisarenkoN GerretsGL KissingerPJ DidierES KurodaMJ . Inflammaging phenotype in rhesus macaques is associated with a decline in epithelial barrier-protective functions and increased pro-inflammatory function in CD161-expressing cells. Geroscience. (2019) 41:739–57. doi: 10.1007/s11357-019-00099-7, PMID: 31713098 PMC6925095

[26] ThirugnanamS WangC ZhengC GraspergeBF DattaPK RappaportJ . The association between IL-1β and IL-18 levels, gut barrier disruption, and monocyte activation during chronic simian immunodeficiency virus infection and long-term suppressive antiretroviral therapy. Int J Mol Sci. (2024) 25:774. doi: 10.3390/ijms25168702, PMID: 39201388 PMC11354606

[27] ToribioM WilksMQ HedgireS LuMT CetlinM WangM . Increased macrophage-specific arterial infiltration relates to noncalcified plaque and systemic immune activation in people with human immunodeficiency virus. J Infect Dis. (2022) 226:1823–33. doi: 10.1093/infdis/jiac301, PMID: 35856671 PMC10205602

[28] SchnittmanSR KitchDW SwartzTH BurdoTH FitchKV McCallumS . Coronary artery plaque composition and severity relate to the inflammasome in people with treated human immunodeficiency virus. Open Forum Infect Dis. (2023) 10:ofad106. doi: 10.1093/ofid/ofad106, PMID: 36998633 PMC10043127

[29] MullisC SwartzTH . NLRP3 inflammasome signaling as a link between HIV-1 infection and atherosclerotic cardiovascular disease. Front Cardiovasc Med. (2020) 7:95. doi: 10.3389/fcvm.2020.00095, PMID: 32596261 PMC7301651

[30] ObareLM TemuT MallalSA WanjallaCN . Inflammation in HIV and its impact on atherosclerotic cardiovascular disease. Circ Res. (2024) 134:1515–45. doi: 10.1161/CIRCRESAHA.124.323891, PMID: 38781301 PMC11122788

[31] ThirugnanamS RoutN . A perfect storm: the convergence of aging, human immunodeficiency virus infection, and inflammasome dysregulation. Curr Issues Mol Biol. (2024) 46:4768–86. doi: 10.3390/cimb46050287, PMID: 38785555 PMC11119826

[32] ClarksonTB AnthonyMS PrichardRW . The comparative pathology of nonhuman primate atherosclerosis. In: MalinowMR BlatonVH , editors. Regression of Atherosclerotic Lesions: Experimental Studies and Observations in Humans. Springer US, Boston, MA (1984). p. 61–78.

[33] CefaluWT WagnerJD . Aging and atherosclerosis in human and nonhuman primates. Age (Omaha). (1997) 20:15–28. doi: 10.1007/s11357-997-0002-4, PMID: 23604288 PMC3456081

[34] SheltonKA ClarksonTB KaplanJR . Chapter 8 - nonhuman primate models of atherosclerosis. In: AbeeCR MansfieldK TardifS MorrisT , editors. Nonhuman Primates in Biomedical Research (Second Edition). Academic Press, Boston (2012). p. 385–411.

[35] ClarksonTB . Nonhuman primate models of atherosclerosis. Lab Anim Sci. (1998) 48:569–72. 10090078

[36] DavisHR BridenstineRT VesselinovitchD WisslerRW . Fish oil inhibits development of atherosclerosis in rhesus monkeys. Arteriosclerosis. (1987) 7:441–9. doi: 10.1161/01.ATV.7.5.441, PMID: 3675303

[37] DePalmaRG KleinL BellonEM KoletskyS . Regression of atherosclerotic plaques in rhesus monkeys. Angiographic, morphologic, and angiochemical changes. Arch Surg. (1980) 115:1268–78. doi: 10.1001/archsurg.1980.01380110016003, PMID: 7436721

[38] ClarksonTB KlumppSA . The contribution of nonhuman primates to understanding coronary artery atherosclerosis in humans. ILAR J. (1990) 32:4–8. doi: 10.1093/ilar.32.2.4, PMID: 41800362

[39] AidM ColarussoA Walker-SperlingV BarouchDH . Peripheral blood biomarkers predict viral rebound following antiretroviral therapy discontinuation in SIV-infected, early ART-treated rhesus macaques. Cell Rep Med. (2023) 4:101122. doi: 10.1016/j.xcrm.2023.101122, PMID: 37467721 PMC10394255

[40] LiuX LvT LiX XueJ LinL LuL . Comprehensive transcriptomic analyses identify the immunosuppressive effects of LLDT-8 in ART-treated SIV-infected rhesus macaques. Int Immunopharmacol. (2024) 126:111173. doi: 10.1016/j.intimp.2023.111173, PMID: 37984249

[41] WalkerEM SlisarenkoN GerretsGL GraspergeBF MattisonJA KissingerPJ . Dysregulation of IL-17/IL-22 effector functions in blood and gut mucosal gamma delta T cells correlates with increase in circulating leaky gut and inflammatory markers during cART-treated chronic SIV infection in macaques. Front Immunol. (2021) 12:647398. doi: 10.3389/fimmu.2021.647398, PMID: 33717202 PMC7946846

[42] MonjureCJ TatumCD PanganibanAT AraingaM Traina-DorgeV MarxPAJr. . Optimization of PCR for quantification of simian immunodeficiency virus genomic RNA in plasma of rhesus macaques (Macaca mulatta) using armored RNA. J Med Primatol. (2014) 43:31–43. doi: 10.1111/jmp.12088, PMID: 24266615 PMC3891828

[43] StaceyAR NorrisPJ QinL HaygreenEA TaylorE HeitmanJ . Induction of a striking systemic cytokine cascade prior to peak viremia in acute human immunodeficiency virus type 1 infection, in contrast to more modest and delayed responses in acute hepatitis B and C virus infections. J Virol. (2009) 83:3719–33. doi: 10.1128/JVI.01844-08, PMID: 19176632 PMC2663284

[44] DieboldSS KaishoT HemmiH AkiraS Reis e SousaC . Innate antiviral responses by means of TLR7-mediated recognition of single-stranded RNA. Science. (2004) 303:1529–31. doi: 10.1126/science.1093616, PMID: 14976261

[45] HeilF HemmiH HochreinH AmpenbergerF KirschningC AkiraS . Species-specific recognition of single-stranded RNA via toll-like receptor 7 and 8. Science. (2004) 303:1526–9. doi: 10.1126/science.1093620, PMID: 14976262

[46] MurrayHW RubinBY MasurH RobertsRB . Impaired production of lymphokines and immune (gamma) interferon in the acquired immunodeficiency syndrome. N Engl J Med. (1984) 310:883–9. doi: 10.1056/NEJM198404053101404, PMID: 6422299

[47] LaneHC MasurH EdgarLC WhalenG RookAH FauciAS . Abnormalities of B-cell activation and immunoregulation in patients with the acquired immunodeficiency syndrome. N Engl J Med. (1983) 309:453–8. doi: 10.1056/NEJM198308253090803, PMID: 6224088

[48] FreibergMS ChangCC KullerLH SkandersonM LowyE KraemerKL . HIV infection and the risk of acute myocardial infarction. JAMA Intern Med. (2013) 173:614–22. doi: 10.1001/jamainternmed.2013.3728, PMID: 23459863 PMC4766798

[49] MayneE FunderburgNT SiegSF AsaadR KalinowskaM RodriguezB . Increased platelet and microparticle activation in HIV infection: upregulation of P-selectin and tissue factor expression. J Acquir Immune Defic Syndr. (2012) 59:340–6. doi: 10.1097/QAI.0b013e3182439355, PMID: 22156911 PMC3299881

[50] GreenSA SmithM HasleyRB StephanyD HarnedA NagashimaK . Activated platelet-T-cell conjugates in peripheral blood of patients with HIV infection: coupling coagulation/inflammation and T cells. AIDS. (2015) 29:1297–308. doi: 10.1097/QAD.0000000000000701, PMID: 26002800 PMC4502988

[51] HolmePA MullerF SolumNO BrosstadF FrolandSS AukrustP . Enhanced activation of platelets with abnormal release of RANTES in human immunodeficiency virus type 1 infection. FASEB J. (1998) 12:79–89. doi: 10.1096/fsb2fasebj.12.1.79, PMID: 9438413

[52] GreseleP FalcinelliE SebastianoM BaldelliF . Endothelial and platelet function alterations in HIV-infected patients. Thromb Res. (2012) 129:301–8. doi: 10.1016/j.thromres.2011.11.022, PMID: 22192157

[53] LiberzonA SubramanianA PinchbackR ThorvaldsdottirH TamayoP MesirovJP . Molecular signatures database (MSigDB) 3.0. Bioinformatics. (2011) 27:1739–40. doi: 10.1093/bioinformatics/btr260, PMID: 21546393 PMC3106198

[54] LiberzonA BirgerC ThorvaldsdottirH GhandiM MesirovJP TamayoP . The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. (2015) 1:417–25. doi: 10.1016/j.cels.2015.12.004, PMID: 26771021 PMC4707969

[55] ZerneckeA ErhardF WeinbergerT SchulzC LeyK SalibaAE . Integrated single-cell analysis-based classification of vascular mononuclear phagocytes in mouse and human atherosclerosis. Cardiovasc Res. (2023) 119:1676–89. doi: 10.1093/cvr/cvac161, PMID: 36190844 PMC10325698

[56] FitzpatrickME SinghV BertoletM LuchtL KessingerC MichelJ . Relationships of pulmonary function, inflammation, and T-cell activation and senescence in an HIV-infected cohort. AIDS. (2014) 28:2505–15. doi: 10.1097/QAD.0000000000000471, PMID: 25574956 PMC4403864

[57] AfonsoP AuclairM BoccaraF VantyghemMC KatlamaC CapeauJ . LMNA mutations resulting in lipodystrophy and HIV protease inhibitors trigger vascular smooth muscle cell senescence and calcification: Role of ZMPSTE24 downregulation. Atherosclerosis. (2016) 245:200–11. doi: 10.1016/j.atherosclerosis.2015.12.012, PMID: 26724531

[58] LefevreC AuclairM BoccaraF BastardJP CapeauJ VigourouxC . Premature senescence of vascular cells is induced by HIV protease inhibitors: implication of prelamin A and reversion by statin. Arterioscler Thromb Vasc Biol. (2010) 30:2611–20. doi: 10.1161/ATVBAHA.110.213603, PMID: 20884875

[59] SaulD KosinskyRL AtkinsonEJ DoolittleML ZhangX LeBrasseurNK . A new gene set identifies senescent cells and predicts senescence-associated pathways across tissues. Nat Commun. (2022) 13:4827. doi: 10.1038/s41467-022-32552-1, PMID: 35974106 PMC9381717

[60] AppayV SauceD . Assessing immune aging in HIV-infected patients. Virulence. (2017) 8:529–38. doi: 10.1080/21505594.2016.1195536, PMID: 27310730 PMC5538339

[61] StaryHC ChandlerAB DinsmoreRE FusterV GlagovS InsullWJr. . A definition of advanced types of atherosclerotic lesions and a histological classification of atherosclerosis. A report from the Committee on Vascular Lesions of the Council on Arteriosclerosis, American Heart Association. Circulation. (1995) 92:1355–74. doi: 10.1161/01.CIR.92.5.1355, PMID: 7648691

[62] BosingerSE UtayNS . Type I interferon: understanding its role in HIV pathogenesis and therapy. Curr HIV/AIDS Rep. (2015) 12:41–53. doi: 10.1007/s11904-014-0244-6, PMID: 25662992

[63] ChangJJ AltfeldM . Innate immune activation in primary HIV-1 infection. J Infect Dis. (2010) 202 Suppl 2:S297–301. doi: 10.1086/655657, PMID: 20846036 PMC2945608

[64] DoitshG GallowayNL GengX YangZ MonroeKM ZepedaO . Cell death by pyroptosis drives CD4 T-cell depletion in HIV-1 infection. Nature. (2014) 505:509–14. doi: 10.1038/nature12940, PMID: 24356306 PMC4047036

[65] McGaryCS DeleageC HarperJ MicciL RibeiroSP PaganiniS . CTLA-4(+)PD-1(-) memory CD4(+) T cells critically contribute to viral persistence in antiretroviral therapy-suppressed, SIV-infected rhesus macaques. Immunity. (2017) 47:776–88 e5. doi: 10.1016/j.immuni.2017.09.018, PMID: 29045906 PMC5679306

[66] AbdussamadM KatzG ChengJ MehtaC Andres-MartinF MahmoodD . IL-27 effects on HIVGag-specific CD4 and CD8 T cell function. Front Virol. (2025) 5. doi: 10.3389/fviro.2025.1600802, PMID: 41393062 PMC12700625

[67] TemerozoJR FerreiraPLC Linhares-LacerdaL VieiraRC Cister-AlvesB GobboL . Interleukin-27 promotes divergent effects on HIV-1 infection in peripheral blood mononuclear cells through BST-2/tetherin. J Virol. (2023) 97:e0175222. doi: 10.1128/jvi.01752-22, PMID: 36602368 PMC9888194

[68] DaiL LidieKB ChenQ AdelsbergerJW ZhengX HuangD . IL-27 inhibits HIV-1 infection in human macrophages by down-regulating host factor SPTBN1 during monocyte to macrophage differentiation. J Exp Med. (2013) 210:517–34. doi: 10.1084/jem.20120572, PMID: 23460728 PMC3600911

[69] SwaminathanS DaiL LaneHC ImamichiT . Evaluating the potential of IL-27 as a novel therapeutic agent in HIV-1 infection. Cytokine Growth Factor Rev. (2013) 24:571–7. doi: 10.1016/j.cytogfr.2013.07.001, PMID: 23962745 PMC3851681

[70] MassanellaM SinghaniaA Beliakova-BethellN PierR LadaSM WhiteCH . Differential gene expression in HIV-infected individuals following ART. Antiviral Res. (2013) 100:420–8. doi: 10.1016/j.antiviral.2013.07.017, PMID: 23933117 PMC3899918

[71] WangXM ZhangJY XingX HuangHH XiaP DaiXP . Global transcriptomic characterization of T cells in individuals with chronic HIV-1 infection. Cell Discov. (2022) 8:29. doi: 10.1038/s41421-021-00367-x, PMID: 35351857 PMC8964811

[72] HernandezJC StevensonM LatzE Urcuqui-InchimaS . HIV type 1 infection up-regulates TLR2 and TLR4 expression and function *in vivo* and *in vitro*. AIDS Res Hum Retroviruses. (2012) 28:1313–28. doi: 10.1089/aid.2011.0297, PMID: 22280204 PMC3482876

[73] HilemanCO FunderburgNT . Inflammation, immune activation, and antiretroviral therapy in HIV. Curr HIV/AIDS Rep. (2017) 14:93–100. doi: 10.1007/s11904-017-0356-x, PMID: 28434169 PMC5514315

[74] SandlerNG DouekDC . Microbial translocation in HIV infection: causes, consequences and treatment opportunities. Nat Rev Microbiol. (2012) 10:655–66. doi: 10.1038/nrmicro2848, PMID: 22886237

[75] MuW KediaN ZhenA . Finetuning type I interferon signaling to enhance T cell immunity in HIV infection. Viruses. (2025) 17:774. doi: 10.3390/v17060774, PMID: 40573365 PMC12197399

[76] NabatanziR SsekamatteP CastelnuovoB KambuguA NakanjakoD . Increased levels of caspase-1 and IL-1beta among adults with persistent immune activation after 12 years of suppressive antiretroviral therapy in the infectious diseases institute HIV treatment cohort. Open Forum Infect Dis. (2023) 10:ofad539. doi: 10.1093/ofid/ofad539, PMID: 37953818 PMC10638490

[77] DeeksSG . HIV infection, inflammation, immunosenescence, and aging. Annu Rev Med. (2011) 62:141–55. doi: 10.1146/annurev-med-042909-093756, PMID: 21090961 PMC3759035

[78] HsuePY HuntPW SchnellA KalapusSC HohR GanzP . Role of viral replication, antiretroviral therapy, and immunodeficiency in HIV-associated atherosclerosis. AIDS. (2009) 23:1059–67. doi: 10.1097/QAD.0b013e32832b514b, PMID: 19390417 PMC2691772

[79] KaplanRC SinclairE LandayAL LurainN SharrettAR GangeSJ . T cell activation and senescence predict subclinical carotid artery disease in HIV-infected women. J Infect Dis. (2011) 203:452–63. doi: 10.1093/infdis/jiq071, PMID: 21220772 PMC3071219

[80] CassolE MalfeldS MahashaP van der MerweS CassolS SeebregtsC . Persistent microbial translocation and immune activation in HIV-1-infected South Africans receiving combination antiretroviral therapy. J Infect Dis. (2010) 202:723–33. doi: 10.1086/655229, PMID: 20629534

[81] HeggelundL MullerF LienE YndestadA UelandT KristiansenKI . Increased expression of toll-like receptor 2 on monocytes in HIV infection: possible roles in inflammation and viral replication. Clin Infect Dis. (2004) 39:264–9. doi: 10.1086/421780, PMID: 15307037

[82] MarchettiG TincatiC SilvestriG . Microbial translocation in the pathogenesis of HIV infection and AIDS. Clin Microbiol Rev. (2013) 26:2–18. doi: 10.1128/CMR.00050-12, PMID: 23297256 PMC3553668

[83] ShenYM FrenkelEP . Thrombosis and a hypercoagulable state in HIV-infected patients. Clin Appl Thromb Hemost. (2004) 10:277–80. doi: 10.1177/107602960401000311, PMID: 15247986

[84] CochainC VafadarnejadE ArampatziP PelisekJ WinkelsH LeyK . Single-cell RNA-seq reveals the transcriptional landscape and heterogeneity of aortic macrophages in murine atherosclerosis. Circ Res. (2018) 122:1661–74. doi: 10.1161/CIRCRESAHA.117.312509, PMID: 29545365

[85] PattersonMT FirulyovaMM XuY HillmanH BishopC ZhuA . Trem2 promotes foamy macrophage lipid uptake and survival in atherosclerosis. Nat Cardiovasc Res. (2023) 2:1015–31. doi: 10.1038/s44161-023-00354-3, PMID: 38646596 PMC11031198

[86] chawlaKK MurthyCDS ChakravartiRN ChhuttaniPN . Arteriosclerosis and thrombosis in wild rhesus monkeys. Am Heart J. (1967) 73:85–91. doi: 10.1016/0002-8703(67)90312-2, PMID: 6066685

[87] ScottRF MorrisonES JarmolychJ NamSC KromsM CoulstonF . Experimental atherosclerosis in rhesus monkeys: I. Gross and light microscopy features and lipid values in serum and aorta. Exp Mol Pathol. (1967) 7:11–33. doi: 10.1016/0014-4800(67)90036-6, PMID: 4952065

[88] ArmstrongML WarnerED ConnorWE . Regression of coronary atheromatosis in rhesus monkeys. Circ Res. (1970) 27:59–67. doi: 10.1161/01.RES.27.1.59, PMID: 4987450

[89] SukhanovS HigashiY YoshidaT DanchukS AlfortishM GoodchildT . Insulin-like growth factor 1 reduces coronary atherosclerosis in pigs with familial hypercholesterolemia. JCI Insight. (2023) 8:e165713. doi: 10.1172/jci.insight.165713, PMID: 36602878 PMC9990768

# Supplementary material for: Persistent activation of monocytes/macrophages and cell senescence in SIV-infected macaques on ART
**Source:** Front Immunol. 2026 Mar 12;17:1788994. doi: 10.3389/fimmu.2026.1788994
**Supplement:** Supplementary file 1

Supplementary Material

Persistent Activation of Monocytes/Macrophages and Cell Senescence in SIV-Infected Macaques on ART

Yilin Chen^{1,2}, Ding Xiaofeng^{1,2}, Sonalika Ray³, Siva Thirugnanam¹, Robert Blair¹, Ahmad Saied¹, Sergiy Sukhanov⁴, Jay Kolls⁴, Woong-Ki Kim^{1,2}, Patrick Delafontaine⁴, Jay Rappaport^{1,2}, Xuebin Qin^{1,2*}, Namita Rout^{1,2*}

Differentially Regulated Genes in Short-term ART vs Baseline PBMC

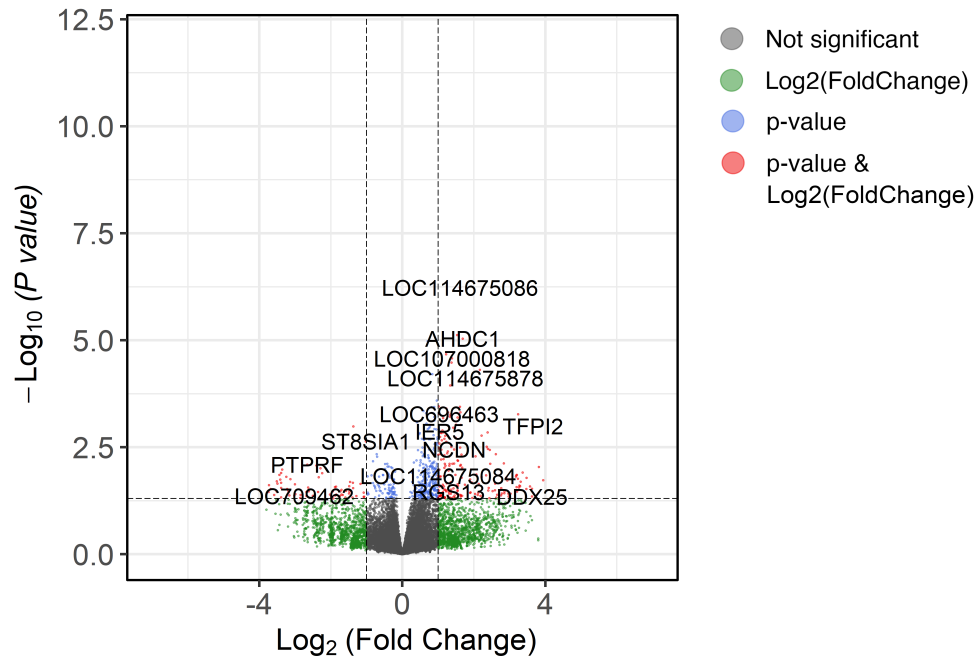

Supplementary Figure 1. Differential gene expression in PBMCs after short-term ART versus baseline. Volcano plot showing differentially expressed genes (DEGs) in SIV-infected + short-term ART vs baseline PBMC.

a Differentially Regulated Genes in SIV-infected +Long-term ART vs SIV-infected only PBMC

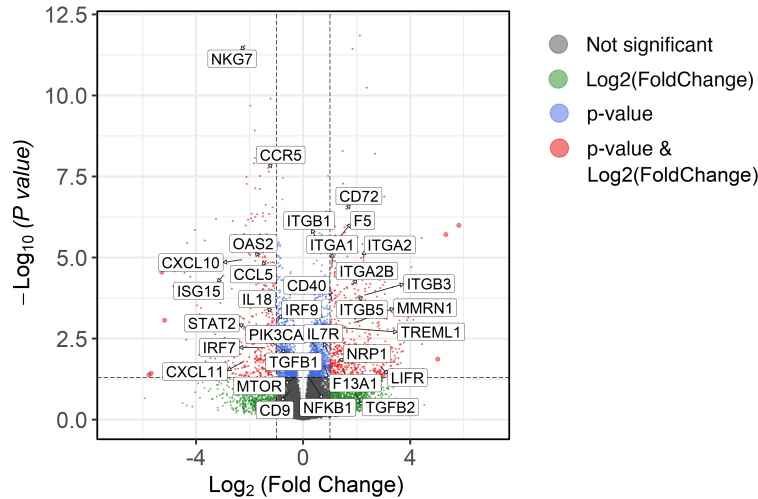

b SIV-infected+Long-term ART vs SIV-infected PBMC upregulated pathways

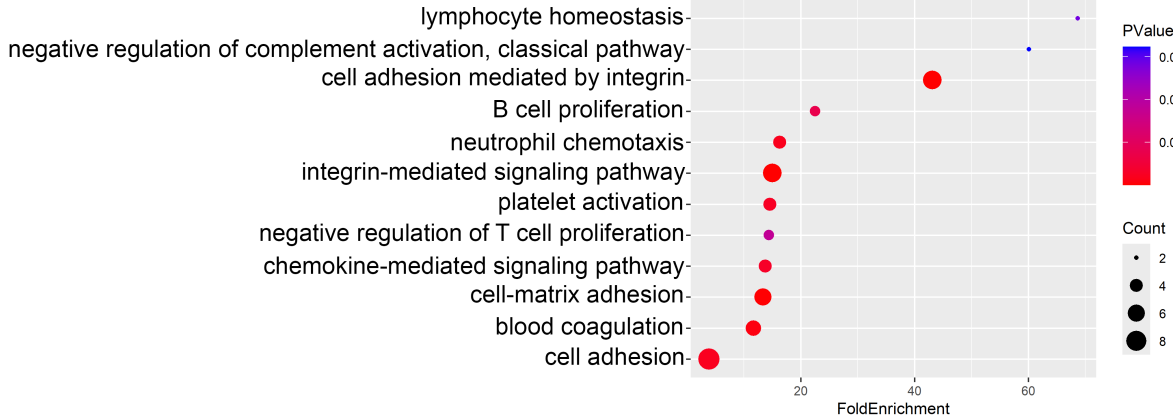

c SIV-infected+Long-term ART vs SIV-infected PBMC downregulated pathways

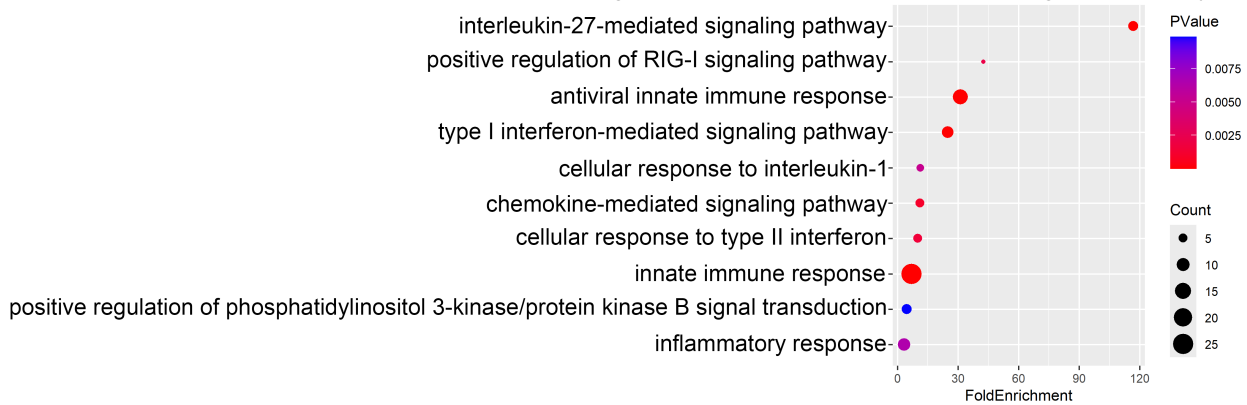

Supplementary Figure 2. Long-term ART treatment continuously downregulates host antiviral innate immune responses but upregulates integrin and coagulation-related signaling pathways.

(a) Volcano plot showing differentially expressed genes (DEGs) in SIV-infected + long-term ART vs SIV-infected macaque PBMC. **(b-c)** Gene Ontology analysis of **(b)** upregulated and **(c)** downregulated DEGs in SIV-infected + long-term ART macaques compared to SIV-infected PBMC.

a Differentially Regulated Genes in SIV-infected +Long-term ART vs Baseline PBMC

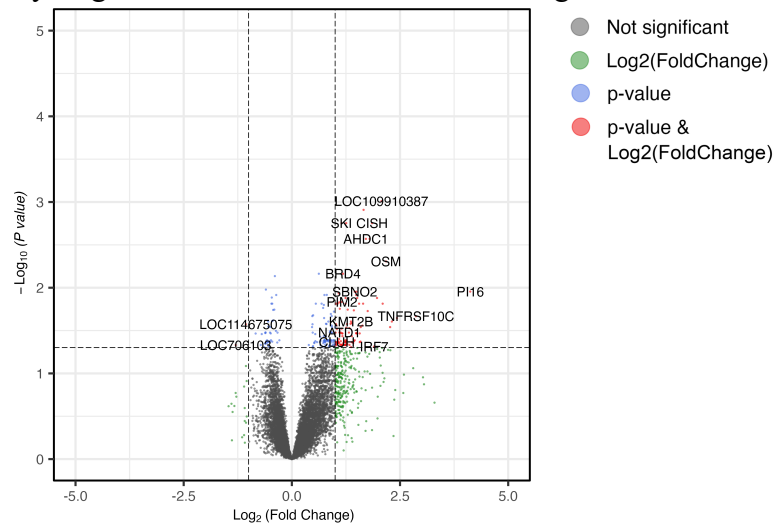

b SIV-infected+Long-term ART vs Baseline PBMC upregulated pathways

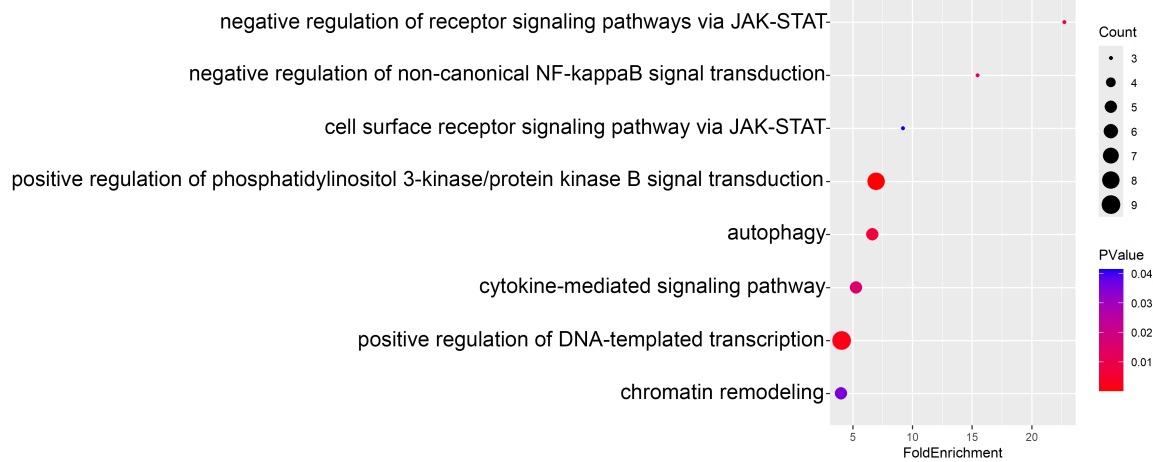

c SIV-infected+Long-term ART vs Baseline PBMC downregulated pathways

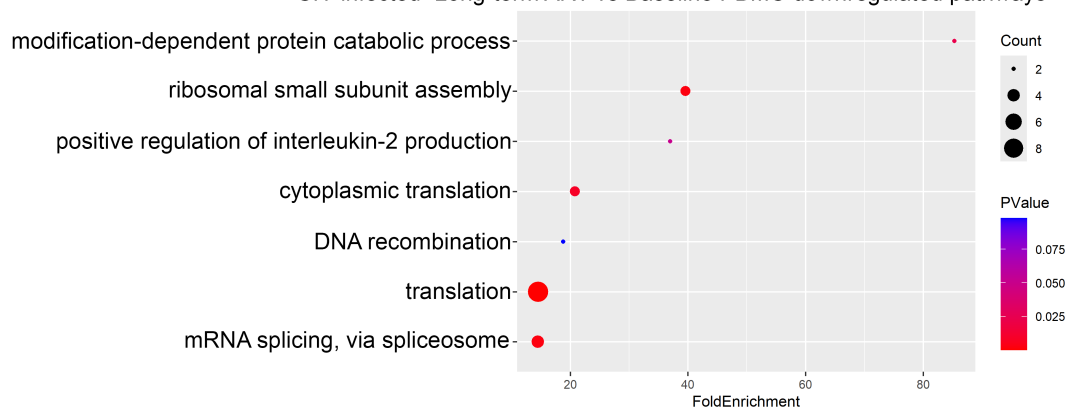

Supplementary Figure 3. Differential expression and pathway enrichment in PBMCs from SIV-infected animals on long-term ART versus baseline. (a) Volcano plot showing differentially

expressed genes (DEGs) in SIV-infected + long-term ART vs baseline monkey PBMC. **(b-c)** Gene Ontology analysis of **(b)** upregulated and **(c)** downregulated DEGs in SIV-infected + long-term ART macaques compared to baseline macaques' PBMC.

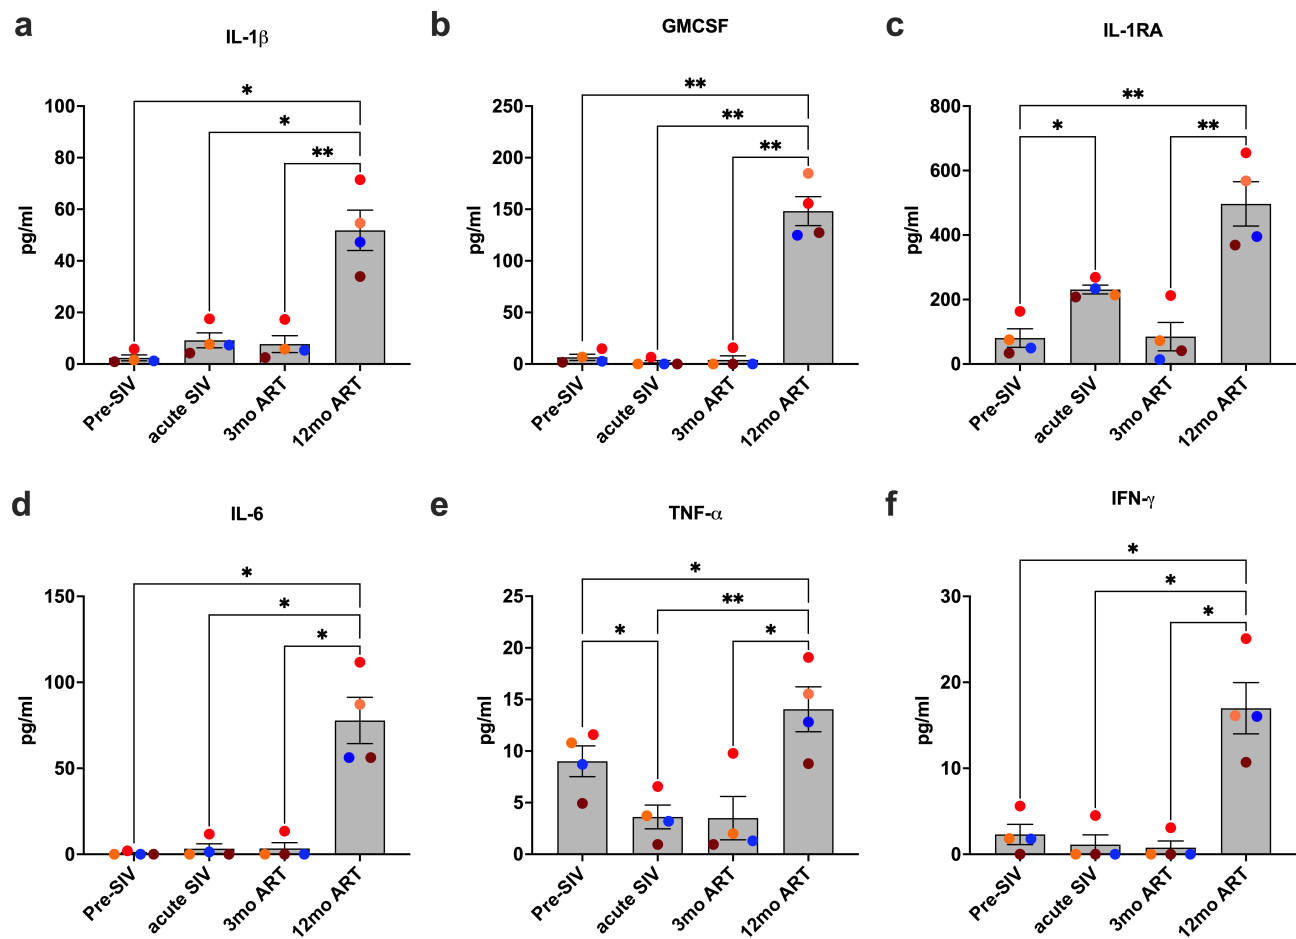

Supplementary Figure 4. Increased pro-inflammatory cytokines in plasma during chronic SIV infection with long-term ART. Multiplex cytokine analysis showing persistently increased plasma levels of inflammatory cytokines through the course of ART-suppressed SIV infection in the 4 SIV-infected rhesus macaques. One-way ANOVA with Tukey's multiple comparisons test was used to determine significant differences between baseline and different time points post-SIV infection and ART. (* $p < 0.05$; ** $p < 0.01$; *** $p < 0.001$; **** $p < 0.0001$).

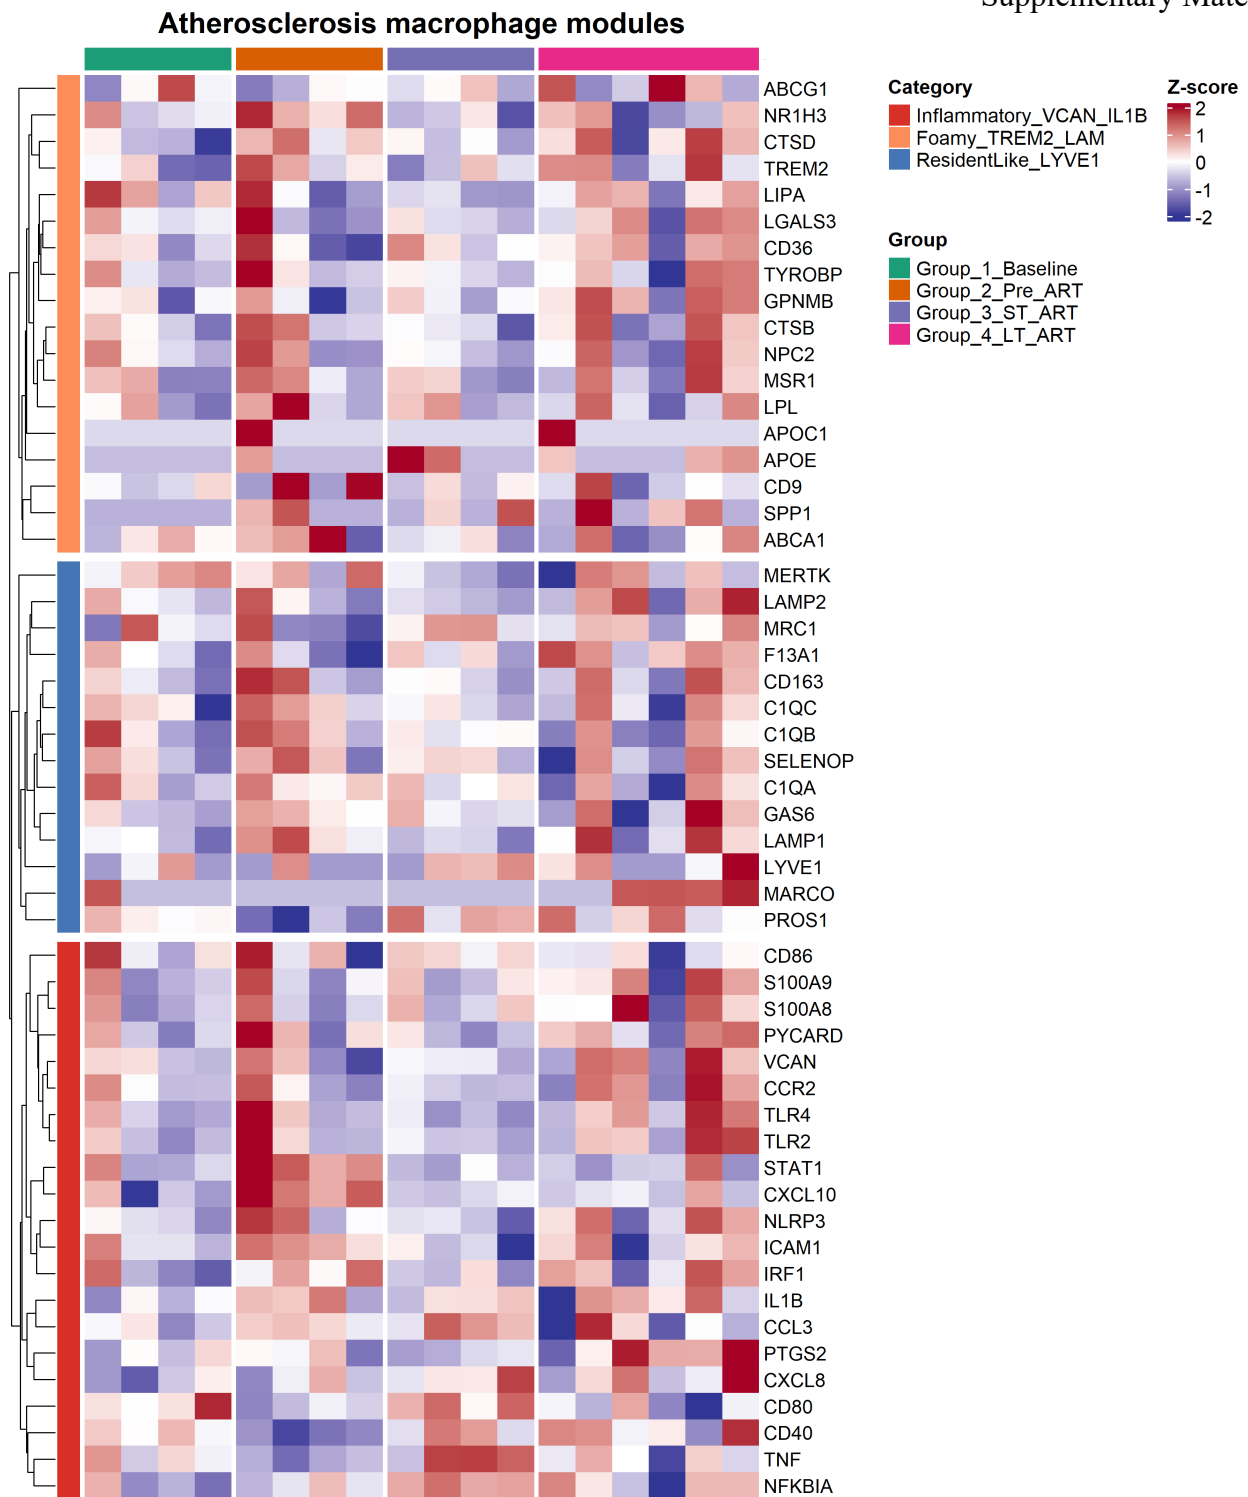

Supplementary Figure 5. Atherosclerosis-associated macrophage modules across SIV and ART states. Heatmap of curated atherosclerosis-associated macrophage signature genes grouped into three: Inflammatory_VCAN/IL1B, Foam_TREM2/LIPA, and Resident_LYVE1 (left color bars).

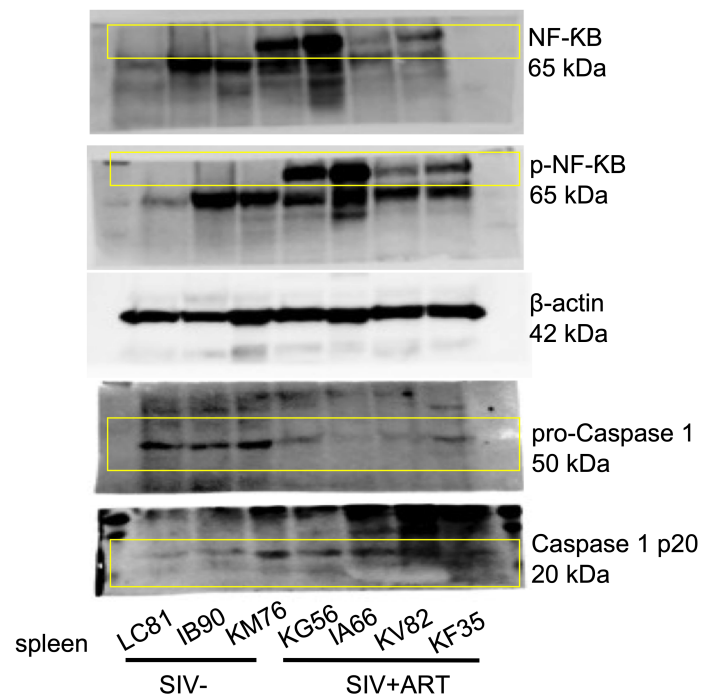

Supplementary Figure 6. The original data for Figure 6a.

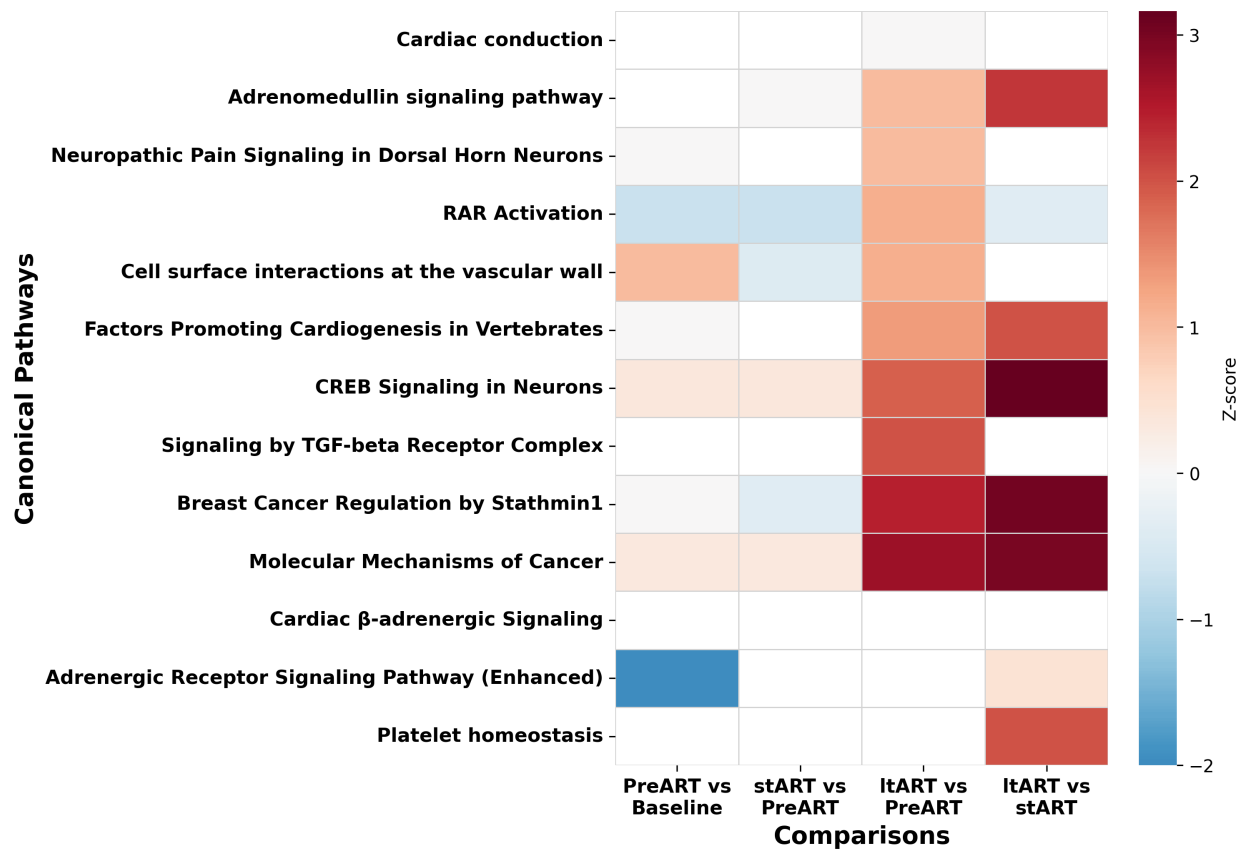

Supplementary Figure 7. CVD-associated pathways and atherogenesis during Chronic SIV+ART. Canonical pathway activity across infection and treatment stages showing persistent activation of cardiovascular signaling pathways during ItART. Heatmap shows predicted activation (red) or inhibition (blue) Z-scores of canonical pathways involved in vascular and cardiac regulation across sequential stages: PreART vs Baseline, short-term ART (stART) vs PreART, long-term ART (ItART) vs PreART, and ItART vs stART. While short-term ART induced limited changes, long-term ART was marked by strong activation of adrenomedullin, β -adrenergic, and platelet homeostasis pathways, as well as vascular interaction and cardiogenic signaling programs. These findings indicate persistent vascular and cardiac stress signaling during chronic infection and prolonged ART.

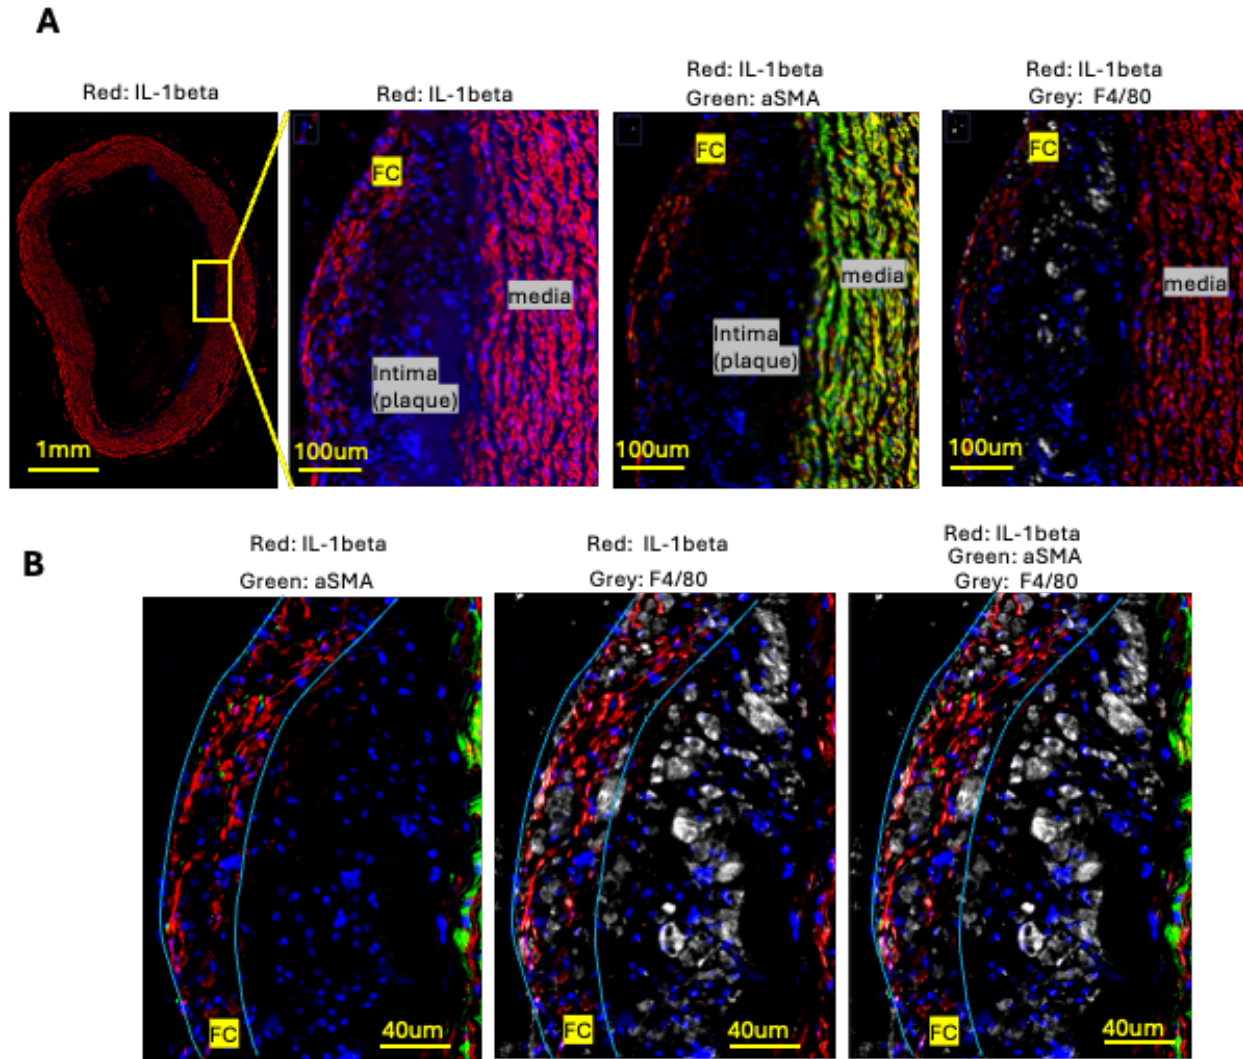

Supplementary Figure 8. IL-1 beta immunopositivity was co-localized with vascular SMC marker in carotid media and with cells in the fibrous cap (FC) in the intima (plaque). **A.** IL-1beta, aSMA (SMC marker) and F4/80 antigens were co-stained by immunohistochemistry (IHC). Low magnification images show strong IL-1 beta signal in the vascular media and in the fibrous cap. **B,** high magnification images. IL-1 beta signal in FC was co-localized with F4/80-positive macrophages. Blue curves show FC outline. Yellow bar, scale bar.

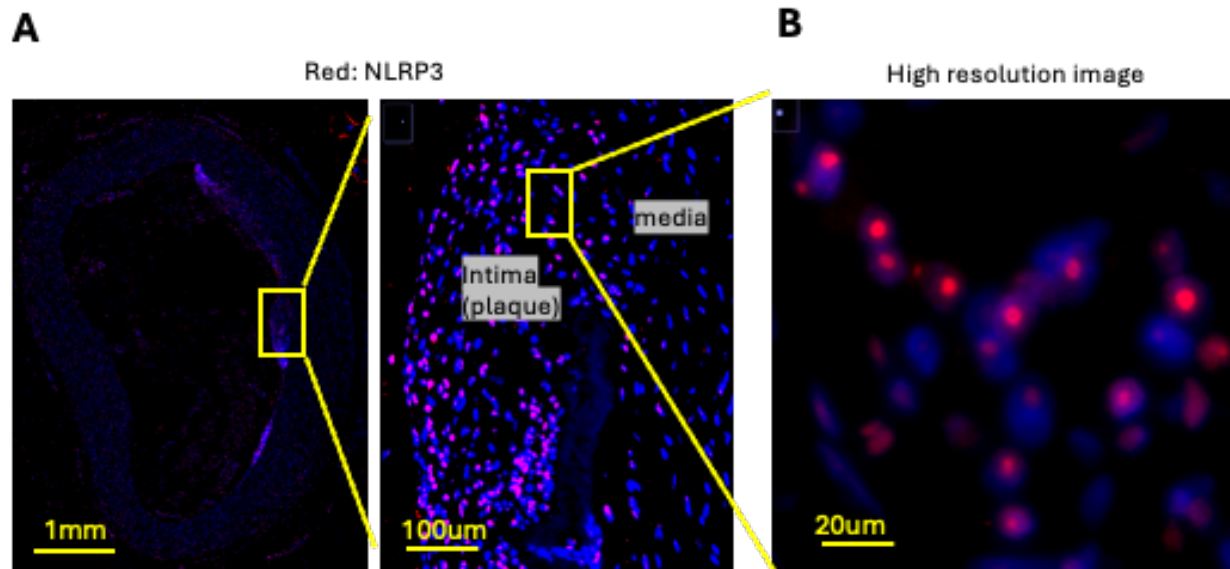

Supplementary Figure 9. NLRP3-immunopositivity in the carotid artery section. **A**, Carotid artery section was immunostained using NLRP3 antibody and co-stained with DAPI. Low resolution image shows strong NLRP3+ signal detected exclusively in plaque's cells. NLRP3+ signal in media was negligible. **B**, High resolution image show that NLRP3+ signal was mainly nuclear.

# Supplementary material for: Persistent activation of monocytes/macrophages and cell senescence in SIV-infected macaques on ART
**Source:** Front Immunol. 2026 Mar 12;17:1788994. doi: 10.3389/fimmu.2026.1788994
**Supplement:** Supplementary file 2

Supplemental Tables

Supplementary Table 1: Upregulated Gene Ontology Biological Process Terms in PBMC of Acute SIV-infected monkey as compared to PBMC of uninfected monkeys.

Term	Genes	FoldEnrichment	PValue	FDR
GO:0051607~defense response to virus	PRF1, IFIT5, DDX60L, ADAR, IFIT1, IFI44L, IFIT3, OASL, IFIT2, IFIH1, PYCARD, HERC5, TRIM5, DHX58, ITGAX, TRIM22, ZBP1, BNIP3L, RSAD2, DTX3L, PARP9, UNC13D, PLSCR1, OAS1, OAS2, OAS3, DDIT4, IFIT1B, IRF9, TRIM56, TLR2, NLRC5, IFI6, DDX60, RELA, NLRP3, GBP2, GBP1, GBP3, APOBEC3G, STAT1, TREX1, STAT2, MX2, MX1, EIF2AK2, ISG15, ISG20, MOV10, ZNFX1, MAP3K14, BCL2L1	6.047082002	2.3808E-25	8.61611E-22
GO:0051092~positive regulation of NF-kappaB transcription factor activity	RNF31, SPHK1, EIF2AK2, NOD2, RELA, TRIM8, PYCARD, RPS6KA4, SLCO3A1, TRIM5, TRIM14, NLRP3, TRIM25, PRKD2, RBCK1, ZBTB7A, TLR4, TRIM22, CARD11, TLR2	4.670983213	4.78563E-08	1.44327E-05
GO:0070106~interleukin-27-mediated signaling pathway	OAS1, STAT1, OAS2, OAS3, MX1, OASL	21.01942446	2.89904E-06	0.000499601
GO:0032729~positive regulation of type II interferon production	SASH3, SLC11A1, ARID5A, ISG15, TYK2, CD3E, CD2, PYCARD, KLRK1, ABL1, SLAMF6, TLR4, IL12RB2	4.670983213	1.91667E-05	0.002477292
GO:0060337~type I interferon-mediated signaling pathway	IFIH1, HDAC4, OAS1, STAT1, OAS2, STAT2, OAS3, TREX1, TYK2, OASL	5.605179856	5.94307E-05	0.006721242
GO:0050852~T cell receptor signaling pathway	RNF31, PIK3CD, THY1, CD3E, FOSL2, ZAP70, THEMIS2, CD8A, INPP5D, ABL1, CSK, PRKD2, PLCG1, RBCK1, TNFRSF21	3.474285035	0.000104516	0.010506775
GO:0032755~positive regulation of interleukin-6 production	SIGLEC16, CD74, TGFB1, STAT3, ARID5A, NOD2, RELA, EREG, IL17RA, IFIH1, PYCARD, TLR4, TLR2	3.57192834	0.000274067	0.02204108
GO:0032728~positive regulation of interferon-beta production	IFIH1, OAS1, OAS2, OAS3, ISG15, TLR4, TRIM56, TLR2	5.214120796	0.000745054	0.042799214
GO:0070374~positive regulation of ERK1 and ERK2 cascade	PDGFRB, CD74, CSF1R, TGFB1, NOTCH1, SHC1, C5AR1, FPR2, ARRB2, NOD2, VEGFA, PYCARD, RAPGEF1, ABL1, PTK2B, PRKD2, PDE8B, TLR4	2.43703472	0.001233681	0.061160175
GO:0000165~MAPK cascade	MAP2K3, MAP2K2, IGFBP4, MINK1, MAPK8IP3, DUSP6, ITPKB, MAPKAPK2, PTK2B, PTPN7, CCR5, MAP3K14, MAP3K11	2.986366317	0.00138287	0.06585007
GO:0043123~positive regulation of canonical NF-kappaB signal transduction	RNF31, CX3CR1, IFIT5, FASLG, NOD2, RELA, TRIM8, PYCARD, CASP10, TRIM5, NUP62, ABL1, TNFSF10, FLNA, TRIM25, TRIM22, BRD4, CD74, TGFB1, STAT3, TNFRSF1A, VEGFA, SLCO3A1, LTBR, RBCK1, TLR4, CARD11	3.26163483	2.56629E-07	6.61073E-05

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 2: Downregulated Gene Ontology Biological Process Terms in PBMC of Acute SIV-infected monkey as compared to PBMC of uninfected monkeys.

Category	Term	Count	%	PValue	Genes	List Total	Pop Hits	Pop Total	FoldEnrichment	Bonferroni	Benjamini	FDR
GOTERM_BP_DIRECT	GO:0042113~B cell activation	6	1.485	0.001	FCRL1, CR2, BANK1, MS4A1, HDAC9, MALT1	382	42	1947	7.28421	0.894	0.173	0.172
GOTERM_BP_DIRECT	GO:0042100~B cell proliferation	5	1.237	0.003	MEF2C, CR2, LEF1, IL7R, MS4A1	382	32	1947	7.96711	0.996	0.385	0.383
GOTERM_BP_DIRECT	GO:0001780~neutrophil homeostasis	3	0.742	0.018	PDE4B, GCNT4, JAM3	382	11	1947	13.9062			0.995
GOTERM_BP_DIRECT	GO:0002456~T cell mediated immunity	3	0.742	0.038	CR2, CR1, CD46	382	16	1947	9.56053			0.995
GOTERM_BP_DIRECT	GO:0031295~T cell costimulation	4	0.990	0.051	DPP4, PIK3CA, CD28, ICOS	382	43	1947	4.74321			0.995

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 3: Upregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with short-term ART as compared to PBMC of Acute SIV-infected monkeys.

Category	Term	Genes	FoldEnrichment	PValue	FDR
GOTERM_BP_DIRECT	GO:0042100~B cell proliferation	CD79A, MEF2C, CR2, CD40, CD40LG, LEF1, IL7R, MS4A1	16.56292517	3.95639E-07	0.000114656
GOTERM_BP_DIRECT	GO:0030183~B cell differentiation	ITGB1, CD79B, CD79A, CR2, CD40LG, BLNK, ZBTB1, PAX5, MS4A1, HDAC9	9.331225448	1.14819E-06	0.000277288
GOTERM_BP_DIRECT	GO:0042113~B cell activation	FCRL1, CD79A, CR2, CD40, FCRL5, BANK1, MS4A1, HDAC9	12.61937156	2.78818E-06	0.000577152
GOTERM_BP_DIRECT	GO:0050853~B cell receptor signaling pathway	BLK, CD79B, CD79A, MEF2C, BANK1, BLNK, CTLA4, MS4A1	8.983281448	2.83437E-05	0.004107008
GOTERM_BP_DIRECT	GO:0031295~T cell costimulation	DPP4, CD40LG, CD28, TNFRSF13C, ICOS	7.703686126	0.003902986	0.332672132
GOTERM_BP_DIRECT	GO:0023035~CD40 signaling pathway	ITGB1, CD40, CD40LG	19.8755102	0.009370546	0.646567682
GOTERM_BP_DIRECT	GO:0060390~regulation of SMAD protein signal transduction	TOB1, SPTBN1	66.25170068	0.029859705	0.994509266
GOTERM_BP_DIRECT	GO:0030890~positive regulation of B cell proliferation	MEF2C, CD40, GPR183, TNFRSF13C	5.638442611	0.033598305	0.994509266
GOTERM_BP_DIRECT	GO:0030593~neutrophil chemotaxis	ITGA1, PPBP, PF4V1, PF4	4.491640724	0.059168699	0.994509266

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 4: Downregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with short-term ART as compared to PBMC of Acute SIV-infected monkeys.

Term	Genes	FoldEnrichment	PValue	FDR
GO:0140374~antiviral innate immune response	ZBP1, MX1, EIF2AK2, IFIT1, IFIT3, IFIT2, OASL, IFIH1, CXCL10, OAS1, OAS2, OAS3, DHX58, TRIM25, NLRP1, TRIM21	9.097883521	1.45474E-10	5.82175E-08
GO:0070106~interleukin-27-mediated signaling pathway	OAS1, STAT1, OAS2, OAS3, MX1, OASL	27.72011385	7.37867E-07	0.00014654
GO:0071346~cellular response to type II interferon	GBP6, DAPK1, STAT1, FCAR, CCL5, ZYX, SIRPA, CALM3, GBP2, GBP1, TLR4, GBP3, TLR2 SIGLEC16, TGFB1, UNC93B1, CARD9, STAT3, PTAFR, NOD2, IL17RA, IFIH1, PYCARD, TYROBP, TLR8, TLR4, TLR2	6.1600253	1.14023E-06	0.000199808
GO:0032755~positive regulation of interleukin-6 production	RNF31, SPHK1, CARD9, EIF2AK2, NOD2, PYCARD, RPS6KA4, SLCO3A1, TRIM5, TRIM14, NLRP3, TRIM25, ZBTB7A, TLR4, TLR2	5.072962012	3.65441E-06	0.000544325
GO:0051092~positive regulation of NF-kappaB transcription factor activity	IFIH1, HDAC4, IFI27, OAS1, STAT1, OAS2, STAT2, OAS3, TREX1, OASL	4.620018975	4.49239E-06	0.000637278
GO:0060337~type I interferon-mediated signaling pathway	PYCARD, EGR1, NLRP12, TYROBP, STAT3, NLRP3, TLR8, NLRP1, NOD2, MEFV, TLR4 PDGFRB, CCR1, NOTCH2, CSF1R, TGFB1, NOTCH1, SHC1, CARD9, C5AR1, FPR2, ARRB2, NOD2, PYCARD, GLIPR2, RAPGEF1, PTK2B, SPRY2, PDE8B, TLR4	7.392030361	6.66671E-06	0.000902733
GO:0032731~positive regulation of interleukin-1 beta production	RNF31, CX3CR1, TGFB1, CARD9, STAT3, IFIT5, NOD2, TNFRSF1A, PYCARD, SLCO3A1, CASP10, TRIM5, FLNA, TLR8, TRIM25, S100A4, LTBR, TRIM21, TLR4, BRD4	6.1600253	1.02789E-05	0.001301987
GO:0070374~positive regulation of ERK1 and ERK2 cascade	PDGFRB, CX3CR1, CSF1R, TGFB1, HIP1, GPX1, SEMA4D, FN1, PRR5L, FPR2, ARRB2, THBS1, PIK3R5, FGR, CCL5, PTK2B, SPRY2, EXTL3	3.392477702	1.39385E-05	0.001597033
GO:0043123~positive regulation of canonical NF-kappaB signal transduction	PYCARD, SASH3, RBM47, STAT3, ISG15, NOD2, TLR4, TLR2	3.186219983	1.89485E-05	0.002020791
GO:0051897~positive regulation of phosphatidylinositol 3-kinase/protein kinase B signal transduction	CSF1R, SBNO2, TGFB1, TYROBP, GAB2, TCIRG1, SLC4A2, FOSL2	3.261189865	4.14204E-05	0.00362916
GO:0032733~positive regulation of interleukin-10 production	PYCARD, FCN1, AFAP1L2, STAT3, TLR8, CD14, NOD2, TLR4, TLR2	7.040028915	0.000119569	0.009373542
GO:0030316~osteoclast differentiation	ITGAM, C5AR1, FPR1, FPR3, FPR2	6.427852487	0.000216128	0.015703534
GO:0032757~positive regulation of interleukin-8 production	PYCARD, NLRP3, NLRP1, NOD2, MEFV	5.11755948	0.000350145	0.020861655
GO:0002430~complement receptor mediated signaling pathway	SPN, SASH3, TGFB1, SH2D2A, MSN, TNFSF13B, IDO1	12.3200506	0.000566203	0.031222776
GO:0002221~pattern recognition receptor signaling pathway	ZBP1, RBM47, NLR5, ADAR, TRIM56	10.87063288	0.000945766	0.046187493
GO:0042098~T cell proliferation	CSF1R, IL15, CASP10, UCP2, GAB3, FOSL2	5.88002415	0.001113064	0.051326235
GO:0060340~positive regulation of type I interferon-mediated signaling pathway	PYCARD, CARD9, MAPKAPK2, NOD2, TLR4	8.800036143	0.002183288	0.079317257
GO:0030225~macrophage differentiation	UNC93B1, MAPKAPK2, TLR8, TLR4, TLR2	6.1600253	0.002659828	0.092135202
GO:0060907~positive regulation of macrophage cytokine production		7.392030361	0.004237611	0.123763177
GO:0002224~toll-like receptor signaling pathway		6.844472556	0.005634486	0.155417903

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 5: Upregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of Acute SIV-infected monkeys.

Category	Term	Genes	FoldEnrichment	PValue	FDR
GOTERM_BP_DIRECT	GO:0030593~neutrophil chemotaxis	ITGA1, PPBP, PF4V1, PF4	16.30299226	0.001837<br>986	0.133679<br>958
GOTERM_BP_DIRECT	GO:0070098~chemokine-mediated signaling pathway	PPBP, CCR4, PF4V1, PF4	13.74109347	0.002996<br>38	0.151959<br>286
GOTERM_BP_DIRECT	GO:0042100~B cell proliferation	CR2, LEF1, IL7R	22.54398148	0.007628<br>697	0.270818<br>729
GOTERM_BP_DIRECT	GO:0042130~negative regulation of T cell proliferation	CR1, BTLA, PDE5A	14.42814815	0.017965<br>83	0.554597<br>348
GOTERM_BP_DIRECT	GO:0002260~lymphocyte homeostasis	SLC40A1, SKIL	68.70546737	0.028402<br>871	0.695380<br>625
GOTERM_BP_DIRECT	GO:0033627~cell adhesion mediated by integrin	ITGB1, MMRN1, ITGB5, ITGA2, ITGB3, ITGA1, ITGA2B	43.16112694	1.16163E-08	8.24761E-06
GOTERM_BP_DIRECT	GO:0007229~integrin-mediated signaling pathway	ITGB1, NRP1, ITGB5, ITGA2, ITGB3, ITGA1, ITGA2B	15.02932099	6.71549E-06	0.001589<br>333
GOTERM_BP_DIRECT	GO:0007160~cell-matrix adhesion	ITGB1, ITGB5, ITGA2, ITGB3, ITGA1, ITGA2B	13.35939643	8.24786E-05	0.014639<br>954
GOTERM_BP_DIRECT	GO:0007596~blood coagulation	MMRN1, ITGA2, ITGB3, F13A1, F5	11.67325902	0.000856<br>967	0.101407<br>711
GOTERM_BP_DIRECT	GO:0007155~cell adhesion	SELP, ITGB1, MMRN1, ITGB5, ITGA2, ITGB3, ITGA1, ITGA2B, CD9	3.871596104	0.002071<br>098	0.133679<br>958
GOTERM_BP_DIRECT	GO:0030168~platelet activation	TREML1, ITGB3, CD9, PF4	14.57388702	0.002534<br>445	0.138419<br>71

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 6: Downregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of Acute SIV-infected monkeys.

Category	Term	Genes	FoldEnrichment	PValue	FDR
GOTERM_BP_DIRECT	GO:0140374~antiviral innate immune response	ZBP1, MX1, EIF2AK2, IFIT1, IFIT3, IFIT2, OASL, IFIH1, CXCL10, OAS1, OAS2, OAS3, DHX58	31.1648	7.83267E-15	1.88376E-12
GOTERM_BP_DIRECT	GO:0045087~innate immune response	CX3CR1, IFIT5, IFI6, ADAR, DDX60, OASL, IFIH1, HERC5, DHX58, GBP2, GBP1, GBP3, RSAD2, MX2, MX1, ISG15, PARP14, PML, ISG20, ZAP70, OAS1, IFI27, OAS2, OAS3, KLRF1	6.834385965	1.63574E-13	3.14717E-11
GOTERM_BP_DIRECT	GO:0070106~interleukin-27-mediated signaling pathway	OAS1, STAT1, OAS2, OAS3, MX1, OASL	116.868	5.3173E-10	8.52541E-08
GOTERM_BP_DIRECT	GO:0060337~type I interferon-mediated signaling pathway	IFIH1, IFI27, OAS1, STAT1, OAS2, STAT2, OAS3, OASL	24.93184	2.84363E-08	3.90796E-06
GOTERM_BP_DIRECT	GO:0070098~chemokine-mediated signaling pathway	CX3CR1, CXCL10, CCL5, CCR5, CCR3	11.13028571	0.00103724	0.039912989
GOTERM_BP_DIRECT	GO:0071346~cellular response to type II interferon	STAT1, CCL5, GBP2, GBP1, GBP3	9.988717949	0.001551835	0.051478108
GOTERM_BP_DIRECT	GO:1900246~positive regulation of RIG-I signaling pathway	DHX58, DDX60, OASL	42.49745455	0.0021296	0.062081058
GOTERM_BP_DIRECT	GO:0071347~cellular response to interleukin-1	CCL5, GBP2, GBP1, GBP3	11.33265455	0.005191222	0.134971768
GOTERM_BP_DIRECT	GO:0006954~inflammatory response	CX3CR1, CXCL10, AFAP1L2, CCL5, NKG7, SIGLEC1, CCR5, ITGAL, CCR3	3.246333333	0.006460967	0.155386262
GOTERM_BP_DIRECT	GO:0051897~positive regulation of phosphatidylinositol 3-kinase/protein kinase B signal transduction	CX3CR1, PDGFRB, GPX1, CCL5, SPRY2, PRR5L	4.583058824	0.009895911	0.226663475

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 7: Upregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of uninfected monkeys.

Category	Term	Genes	FoldEnrichment	PValue	FDR
GOTERM_BP_DIRECT	GO:0051897~positive regulation of phosphatidylinositol 3-kinase/protein kinase B signal transduction	SESN2, MAZ, OSM, ARRB2, CBL, RGL2, PIK3R5, PPARD	6.965740388	0.000150336	0.040590604
GOTERM_BP_DIRECT	GO:0045893~positive regulation of DNA-templated transcription	CCDC17, NFIC, IRF2, KMT2B, MAZ, PIM2, ARID1A, PML, PPARD	4.069458858	0.001666804	0.192873081
GOTERM_BP_DIRECT	GO:0006914~autophagy	LIMK2, ATG2A, CLEC16A, PLEKHM1, ULK1	6.642587484	0.006731353	0.419415101
GOTERM_BP_DIRECT	GO:0046426~negative regulation of receptor signaling pathway via JAK-STAT	SOCS3, SOCS1, CISH	22.74109362	0.0074322	0.430005885
GOTERM_BP_DIRECT	GO:0019221~cytokine-mediated signaling pathway	STAT5B, SOCS3, SOCS1, CSF3R, CISH	5.281401524	0.014736547	0.750398574
GOTERM_BP_DIRECT	GO:1901223~negative regulation of non-canonical NF-kappaB signal transduction	NLRP12, RASSF2, HDAC7	15.46394366	0.015749106	0.750398574
GOTERM_BP_DIRECT	GO:0006338~chromatin remodeling	PHF2, CARM1, ARID1A, BRD4, HCFC1	4.027068662	0.035413903	0.996309963
GOTERM_BP_DIRECT	GO:0007259~cell surface receptor signaling pathway via JAK-STAT	STAT5B, SOCS1, TNFRSF1A	9.20472837	0.041529634	0.996309963

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 8: Downregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of uninfected monkeys.

Category	Term	Genes	FoldEnrichment	PValue	FDR
GOTERM_BP_DIRECT	GO:0006412~translation	LOC704012, RPS17, RPL37A, RPS3, LOC698197, RPSA, FAU, UBA52	14.54996024	9.97856E-08	1.17747E-05
GOTERM_BP_DIRECT	GO:0000398~mRNA splicing, via spliceosome	IK, RNF113A, PPIE, HTATSF1	14.49712814	0.002379634	0.096046449
GOTERM_BP_DIRECT	GO:0000028~ribosomal small subunit assembly	LOC720748, LOC697065, RPSA	39.60822511	0.002441859	0.096046449
GOTERM_BP_DIRECT	GO:0002181~cytoplasmic translation	LOC720748, LOC697065, RPSA	20.79431818	0.008599205	0.253676541
GOTERM_BP_DIRECT	GO:0019941~modification-dependent protein catabolic process	UBB, UBA52	85.31002331	0.02250378	0.531089199
GOTERM_BP_DIRECT	GO:0032743~positive regulation of interleukin-2 production	STOML2, RPS3	36.96767677	0.051192642	1
GOTERM_BP_DIRECT	GO:0006310~DNA recombination	XRCC6, ERCC5	18.79712378	0.098260409	1

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 9: Upregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of SIV-infected monkey with short-term ART monkeys.

Category	Term	Count	%	PValue	Genes	List Total	Pop Hits	Pop Total	FoldEnrichment	Bonferroni	Benjamini	FDR
GOTERM_B	GO:0032731~positive regulation of interleukin-1 beta production	10	4.52488	3.91275	PYCARD, EGR1, NLRP12, NLRP3, TLR8, NLRP1, NOD2, E-08MEFV, TLR4, MYD88	213	66	19478	13.855455	6.90967	9.92125	9.63473
GOTERM_B	GO:0051092~positive regulation of NF-kappaB transcription factor activity	10	4.52488	6.65929	PYCARD, SPHK1, CARD9, NLRP3, TRIM25, NOD2, E-06S100A9, TLR4, MYD88, TLR2	213	120	19478	7.6205007	0.01169	0.00084	0.00081
GOTERM_B	GO:0043123~positive regulation of canonical NF-kappaB signal transduction	12	5.42986	4.96537	PYCARD, PELI2, CARD9, TRIM25, TLR8, LTBR, NOD2, E-05TLR4, LITAF, MYD88, WLS, TNFRSF1A	213	232	19478	4.7299660	0.08395	0.00417	0.00405
GOTERM_B	GO:0002224~toll-like receptor signaling pathway	4	1.80995	0.00306	6612TLR8, TLR5, TLR4, TLR2	213	27	19478	13.547556	0.99559	0.10218	0.09923
GOTERM_B	GO:0030890~positive regulation of B cell proliferation	4	1.80995	0.01450	372BCL6, TNFSF13, TLR4, TNFSF13B	213	47	19478	7.7826390		0.29440	0.28590
GOTERM_B	GO:0042116~macrophage activation	3	1.35746	0.02360	6101CD93, SLC11A1, TLR4	213	22	19478	12.469910		0.41275	0.40083
GOTERM_B	GO:0060907~positive regulation of macrophage cytokine production	5	2.26244	0.00014	4218PYCARD, CARD9, NOD2, TLR4, MYD88	213	25	19478	18.289201	0.22485	0.00979	0.00951
GOTERM_B	GO:0048661~positive regulation of smooth muscle cell proliferation	6	2.71493	0.00029	8698PTAFR, PTGS2, IL6R, TLR4, MYD88, EREG	213	54	19478	10.160667	0.40996	0.01953	0.01897
GOTERM_B	GO:0006915~apoptotic process	18	8.14479	0.00087	ZFP36L1, TNFRSF1A, PYCARD, NLRP3, CD14, NLRP1, 3367LTBR, S100A9, MYD88, TNFRSF21, TLR2	213	656	19478	2.5091892	0.78626	0.04058	0.03941
GOTERM_B	GO:0032755~positive regulation of interleukin-6 production	12	5.42986	1.46789	PYCARD, SIGLEC16, CARD9, PTAFR, TLR8, NOD2, IL6R, E-08TLR4, MYD88, EREG, IL17RA, TLR2	213	102	19478	10.758354	2.59225	7.13906	6.93289
GOTERM_B	GO:0050729~positive regulation of inflammatory response	12	5.42986	3.93254	PYCARD, CEBPB, NLRP12, NLRP3, NLRP1, MEFV, E-08NEAT1, S100A9, TLR4, IL17RA, TLR2, TNFRSF1A	213	112	19478	9.7977867	6.94463	9.92125	9.63473
GOTERM_B	GO:0042742~defense response to bacterium	13	5.88235	3.90989	NOTCH2, CEBPB, SLC11A1, PRKCD, FPR2, NOD2, CFP, E-07MPEG1, TNFRSF1A, NLRP1, S100A9, TLR4, MYD88	213	171	19478	6.9520358	0.00069	8.63108	8.38183
GOTERM_B	GO:0071222~cellular response to lipopolysaccharide	13	5.88235	1.34327	NOD2, PTGS2, TNFRSF1B, LITAF, FCAR, PYCARD, E-06SBNO2, RARA, NLRP3, CD14, TLR5, TLR4, MYD88	213	192	19478	6.1916568	0.00236	0.00023	0.00023
GOTERM_B	GO:0032760~positive regulation of tumor necrosis factor production	10	4.52488	3.77161	PYCARD, FCGR2A, CARD9, PTAFR, CD14, NOD2, TLR4, E-06FCGR2C, MYD88, TLR2	213	112	19478	8.1648222	0.00663	0.00055	0.00053
GOTERM_B	GO:0002221~pattern recognition receptor signaling pathway	5	2.26244	2.9051E	-05PYCARD, NLRP3, NLRP1, NOD2, MEFV	213	17	19478	26.895885	0.05001	0.00256	0.00249

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

Supplementary Table 10: Downregulated Gene Ontology Biological Process Terms in PBMC of SIV-infected monkey with long-term ART as compared to PBMC of SIV-infected monkey with short-term ART monkeys.

Category	Term	Count	%	PValue	Genes	List Total	Pop Hits	Pop Total	FoldEnrichment	Bonferroni	Benjamini	FDR
GOTERM_BP_DIRECT	GO:0006334~nucleosome assembly	25	35.7142	1.23954E-8571	8970, 8356, 8357, 8351, 3018, 3014, 8968, 8349, 8344, 8366, 8341, 8342, 8364, 8347, 8348, 8345, 8346, 8340, 3009, 3008, 3007, 3006, 8339, 121504	68	161	19478	44.4784435	3.19803	3.19803	3.09886
GOTERM_BP_DIRECT	GO:0002227~innate immune response in mucosa	14	20	E-248340, 3018, 85236, 8349, 8339	9.100638970, 8344, 8341, 8342, 8347, 8348, 8345, 8346, 440689,	68	37	19478	108.383147	2.34796	1.17398	1.13758
GOTERM_BP_DIRECT	GO:0019731~antibacterial humoral response	15	7143	E-218340, 3018, 3512, 85236, 8349, 8339	21.4285 4.395618970, 8344, 8341, 8342, 8347, 8348, 8345, 8346, 440689,	68	76	19478	56.5344427	1.13407	3.78022	3.663E-
GOTERM_BP_DIRECT	GO:0031507~heterochromatin formation	13	2857	E-183014, 8329, 8338, 85235, 8969	18.5714 6.0055E8330, 8331, 8336, 723790, 8334, 8335, 3012, 317772,	68	68	19478	54.7608131	1.54942	3.87355	3.75344
GOTERM_BP_DIRECT	GO:0061844~antimicrobial humoral immune response mediated by antimicrobial peptide	14	20	E-168340, 3018, 85236, 8349, 8339	8.504538970, 8344, 8341, 8342, 8347, 8348, 8345, 8346, 440689,	68	135	19478	29.7050108	2.2915E	4.38834	4.25226
GOTERM_BP_DIRECT	GO:0050830~defense response to Gram-positive bacterium	14	20	E-158340, 3018, 85236, 8349, 8339	1.375468970, 8344, 8341, 8342, 8347, 8348, 8345, 8346, 440689,	68	140	19478	28.6441176	3.43725	5.9145E	5.7311E
GOTERM_BP_DIRECT	GO:0006325~chromatin organization	14	20	E-128351, 8360, 3009, 8968, 121504	3.148858970, 8366, 7153, 8364, 9734, 8356, 8357, 8335, 3012,	68	254	19478	15.7880963	8.12394	1.11926	1.08455
GOTERM_BP_DIRECT	GO:0032200~telomere organization	8	7143	E-128366, 8364, 8356, 8357, 8968, 121504, 8351, 8360	11.4285 3.47057	68	27	19478	84.8714596	8.95404	1.11926	1.08455
GOTERM_BP_DIRECT	GO:0061644~protein localization to CENP-A containing chromatin	7	10	E-118970, 8366, 8364, 8335, 3012, 121504, 8360	2.36686	68	18	19478	111.393790	6.1065E	6.785E-	6.57461
GOTERM_BP_DIRECT	GO:0045910~negative regulation of DNA recombination	4	5714	E-053009, 3008, 3007, 3006	5.71428 2.55554	68	17	19478	67.3979238	0.00657	0.00065	0.00063
GOTERM_BP_DIRECT	GO:0040029~epigenetic regulation of gene expression	5	7143	E-059734, 8356, 8357, 8968, 8351	7.14285 3.55239	68	54	19478	26.5223311	0.00912	0.00083	0.00080
GOTERM_BP_DIRECT	GO:0045653~negative regulation of megakaryocyte differentiation	4	5714	E-058366, 8364, 121504, 8360	5.71428 4.25275	68	20	19478	57.2882352	0.01091	0.00091	0.00088
GOTERM_BP_DIRECT	GO:0030261~chromosome condensation	4	5714	E-053009, 3008, 3007, 3006	5.71428 6.55806	68	23	19478	49.8158567	0.01677	0.00130	0.00126
GOTERM_BP_DIRECT	GO:0006959~humoral immune response	3	4286	19383512, 931, 1880	4.28571 0.01989	68	63	19478	13.6400560	0.99439	0.36658	0.35521
GOTERM_BP_DIRECT	GO:0030183~B cell differentiation	3	4286	05349734, 974, 931	4.28571 0.02487	68	71	19478	12.1031483	3156	3186	8901
GOTERM_BP_DIRECT	GO:0010467~gene expression	4	5714	07918356, 8357, 8968, 8351	5.71428 0.02888	68	193	19478	5.93660469	0.99947	0.46570	0.45126
GOTERM_BP_DIRECT	GO:0007059~chromosome segregation	3	4286	01097153, 4288, 1063	4.28571 0.04734	68	101	19478	8.50815375	0.99999	0.71845	0.69617

P value: nominal p value, FDR: False Discovery Rate (Benjamini–Hochberg method)

How the deposited data were processed for this re-analysis (not part of the article)

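PBMC of rhesus macaques were measured by bulk RNA-seq in 18 libraries: 4 at baseline, 4 in acute SIV infection 6 weeks after infection, 4 on short-term ART and 6 on long-term ART at 12 or 20 months. According to the paper's methods, the authors checked reads with FastQC, aligned paired-end reads with HISAT2 to the Mmul10 genome, and made the counts with featureCounts, and the versions of these tools are not given in the sources used here. The authors deposited raw counts, with no normalization, as a table of 34643 genes by 18 libraries, and the values are whole numbers whose sums per library run from 4924989 to 9830144. Group and animal were read from the names of the columns. The names do not tell which long-term ART library was collected at 12 months and which at 20 months, so these 6 form a single group.

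The filter filterByExpr kept 14182 genes, TMM factors scaled the libraries, and edgeR 4.0.16 in R 4.3.3 fitted a quasi-likelihood model with a mean for each of the 4 groups to all 18 libraries. The 6 comparisons between groups were tested in it, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. A prior count of 2 was used for log2 CPM. The 43 gene lists were tested as sets with camera in limma 3.58.1 where at least 5 members were measured, with a preset correlation of 0.01, and their scores per library, the mean log2 CPM over the list, were compared with exact permutation tests. Camera with a correlation estimated from the data is given beside it. The PCA used the variance-stabilized values of the 500 most variable genes, and Pillai's trace of PC1 and PC2 was tested with 100000 permutations. The comparisons, tests, gene lists and alternatives were set before the data were examined, apart from the tests and alternatives named in the closing section as chosen afterwards.

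The genes named are those that the paper names for the comparison, whose values in the paper had been seen, then the 8 genes with the highest and the 8 with the lowest log2 fold change among those past the threshold with a mean log2 CPM of at least 1, a gene symbol and groups that do not overlap, and then up to 4 genes of each list with the smallest p. Other genes are said to be named after their values were seen. Lists that the paper gives in its supplementary tables were counted but not tested as sets, since they were chosen on these libraries.

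The animals pair the libraries, as the names of the columns give them. After removal of the group means, the 27 pairs of libraries of the same animal had a median correlation of 0.402 (lowest -0.436), 21 of them over 0.1, and the 93 pairs of different animals a median of -0.141. Of 17 libraries, 15 correlated best with their own animal. The library labelled KT85 has no partner in other groups and was its own level where the animal was a block. Such a block fits this library exactly, so it then adds nothing to the comparisons with long-term ART. Unless exchanged names are stated, the block uses the names KG04 and KV82 as labelled.

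Simulated counts were drawn from the real means and library sizes, with 200 genes changed. With nothing changed the edgeR test called 0 genes in each of the 6 comparisons. The simulation drew each gene on its own, without animals and with the same spread in every group. Real genes move together, libraries of an animal are alike, and the spread differs between the groups. These values are thus no fair measure of false calls or of recovery in the real libraries. For short-term ART against baseline it recovered 94% of genes changed 8-fold and 32% of those changed 2-fold, and for long-term against short-term ART 98% and 38%.

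The alternatives were DESeq2 1.42.0, limma voom with sample quality weights, RLE factors, no filter or a strict filter of 10 counts, a model of the compared groups alone, the animal as a block or as a random effect, the scores of neutrophils, platelets or monocytes as covariates, an unadjusted p under 0.05 with a log2 fold change beyond 1, and each library left out in turn. The pathway software, the protein measurements and the tissue stains of the paper were not analysed here. Results for some genes are not reported here.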

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

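In this part, the test of monocytes as a source of the differences between long-term and short-term ART, before which some monocyte scores had been seen, the tests of the KT85 library as a source of the same differences and of its possible origin in acute SIV infection, the test with neutrophil scores shuffled within groups, the count of animals with exchanged names, the fit with a single long-term ART library per animal and the fit without the KT85 library were chosen only after the results were seen.

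A single library lay far from the others of its group in 15 of 188 groups of values, and chance does so in about 1 in 20. On long-term ART the library labelled KT85 had an interferon-stimulated gene score of 6.62, a plasma cell score of 3.89 (next 4.54) and a cytotoxic cell score of 3.96 (next 3.66), and the uncoded library labelled KG04 a JAK/STAT score of 5.37 (next 5.80). On short-term ART the library of KV82 had scores of 1.59 for neutrophil granule genes (next 2.90), 4.66 for inflammasome genes (next 4.81), 5.36 for IL-4, IL-13 and IL-10 signaling (next 5.57) and 5.35 for beta-adrenergic genes (next 5.56), and the library of KG04 a score of 5.25 for the core markers of senescence (next 5.11). At baseline the library of KF35 had scores of 6.04 for interferon gamma genes (next 5.30) and 5.08 for CD16-positive monocytes (next 4.28), that of KG04 an erythroid score of 2.10 (next 0.12), that of KG56 a histone score of 3.92 (next 4.38), and that of KV82 3.47% of its counts in the 37 genes named KEG06 (next 4.13%), which by their number, 13 for proteins, 2 for ribosomal and 22 for transfer RNA, match a mitochondrial genome. The acute library of KG56 had a total of 4924989 counts (next 6840081).

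Every library of a treated or infected group lay above every baseline library in these measures, which the paper does not discuss. Plasma cell scores on short-term ART lay 0.45 above baseline on average (lowest 4.79, highest baseline library 4.72). Cell cycle scores lay 0.78 above it in acute SIV infection (lowest 3.37, highest baseline library 3.33) and 0.55 above it on short-term ART (lowest 3.64), and scores of immediate early and heat shock genes 0.47 above it on short-term ART (lowest 5.95, highest baseline library 5.91). The share of counts in ribosomal RNA genes lay 5.69 percentage points above baseline in acute SIV infection (lowest 4.58%, highest baseline library 1.82%), 1.27 on short-term ART (lowest 2.54%) and 2.24 on long-term ART (lowest 2.27%), with an exact permutation p of 0.0286 in each.

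Of 352 genes higher on long-term than on short-term ART at an unadjusted p under 0.05 and a log2 fold change over 1, 43 (12.2%) stayed past these lines with the neutrophil score in the model, where their median log2 fold change went from 1.31 to 0.43. This test was planned for genes past the adjusted threshold and applied to these 352 because edgeR called 0 (1705 at an unadjusted p under 0.05, 124 called by DESeq2). The score itself is higher on long-term ART (mean 2.96 against 1.58, exact permutation p = 0.019, and adjusted p = 0.267 by Benjamini-Hochberg over the lists), in a test that does not use the animals. Its highest values, 4.69 and 3.17, lie in the library labelled KV82 and the coded library of KG04, which both correlate best with KG04. Since 13 of the 19 neutrophil genes are among the 352, the score in the model also takes up part of any difference between the groups. With the scores shuffled between the libraries of each group, which keeps that difference, a median of 154 of the 339 genes outside the neutrophil list stayed past the lines over 100 shuffles, against 42 with the real scores, and 1 of the 100 shuffles left as few. These 2 tests are consistent with more neutrophils in the long-term ART libraries, though anything else that follows the score from library to library would give the same result. With the monocyte score 120 (34.1%) stayed, with 1 of 19 monocyte genes among the 352, and without the library labelled KT85 216 of 334 (64.7%), and neither bound set for these tests was met, so these explanations stay open. With a single long-term ART library per animal 91 of 333 (27.3%) stayed. Without the short-term ART library of KV82 153 of 352 (43.5%) stayed, and without the coded long-term ART library of KG04 193 of 342 (56.4%). The animal as a block left 208 of 352 (59.1%) and the animal as a random effect 149 (42.3%). Whether neutrophils rose in blood on long-term ART, entered with the preparation of PBMC, or changed with age was not tested.

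Of 34 platelet genes, 30 had a positive log2 fold change in long-term ART against acute SIV infection, and 3 abundant genes of platelets, PPBP, TUBB1 and GNG11, had a median of 2.17, against 1.51 over the 5 measured genes that the paper names. This is consistent with more platelets or platelet fragments in the long-term ART libraries. Activation of platelets at an unchanged number was not tested, nor was recovery of the platelet count after acute infection, which the design leaves open as a biological explanation.

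The library labelled KT85 stands apart from the other long-term ART libraries. Over 200 genes that differ most between animals, its correlation was 0.0588 with the libraries of KV82, -0.224 with those of KF35, 0.189 with those of KG04 and -0.0512 with those of KG56. Each lies below the 0.781 to 0.935 of libraries of the same animal, which fits another animal than KV82 or any other of these animals. A library of acute SIV infection under the wrong name was tested with its cell cycle score of 2.73. This score lies below the 3.37 to 4.82 of the acute libraries by more than their SD of 0.61, which met the bound set against such an origin. It also lies below every other library (lowest 3.08), and the acute range comes from other animals. The library's interferon-stimulated gene score of 6.62 (acute libraries 6.19 to 7.14) and B cell score of 4.34 (acute libraries 4.08 to 4.95) go the other way, so its origin is not decided. For the uncoded library labelled KG04 and the library labelled KV82, a correlation of 0.868 between the first and the libraries of KV82 is consistent with exchanged names. An exchange within the long-term ART group leaves every comparison of groups as it is and changes only fits that use the animals.

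Other splits of the same libraries into groups of the same sizes were tested with edgeR. Without regard to the animals, only the real split called as many genes for acute SIV infection against baseline, with 714 against at most 3 in any of the other splits (1 of 35). The same held for short-term ART against acute SIV infection, with 174 against at most 1 (1 of 35). In each of these comparisons 8 of the 35 splits, the real one included, have 4 animals in both groups, and the others of these called at most 0 and 1. These are too few splits to exclude chance with the animals kept, though no other split came near the real counts. Chance cannot be excluded either for long-term ART against acute SIV infection, with 230 called and up to 1577 in another split (5 of 100 drawn called as many). The animals pair these libraries, and 11 of the 100 splits, the real one included, have 4 animals in both groups, as the real one has. The others of these 11 called at most 29. The splits that called more than 230, with 1577, 1367, 857 and 510, have only 2 or 3 animals in both groups, so that animals differ between their groups as well. The split with 1577 sets the acute libraries of KG56 and KV82 and the long-term ART libraries labelled KG04 (uncoded) and KG56 against the rest. With the names of the uncoded KG04 and the KV82 library exchanged it has 0 animals in both groups, so by these names it parts the animals KG56 and KV82 from KF35, KG04 and KT85, and it points to a structure of the samples by animal. The 2 other drawn splits with 0 animals in both groups by these names called 134 and 0. With exchanged names 13 of the 100 splits have 4 animals in both groups, and apart from the real one they called at most 34. A split of long-term ART and baseline libraries, which sets the long-term ART libraries labelled KF35, KG04 (coded), KT85 and KV82 against the rest, called 2516 and points to a structure of the samples as well. It has 2 animals in both groups with exchanged names, and its place was not tested. For short-term ART against baseline 0 genes were called and 0 in any other split (35 of 35), for long-term ART against baseline 0 (100 of 100), and for long-term against short-term ART 0 with at most 2 in another split (100 of 100), and since any split calls at least 0, these counts decide nothing about chance (345, 1830 and 1705 genes at an unadjusted p under 0.05, and 1, 47 and 124 called by DESeq2).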

How the results depend on the processing

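In this part, the share of ribosomal RNA counts as a covariate, the fits with a single long-term ART library per animal (with and without the animal as a block), the block with the names KG04 and KV82 exchanged, the fits without the library labelled KT85 and the block for gene lists other than those of this part were chosen only after the data were seen. Of 174 named genes for acute SIV infection against baseline 154 kept direction and side of the threshold with DESeq2 and 156 with the animal as a block, of 169 for short-term ART against acute SIV infection 120 of the 163 that DESeq2 tested and 151, of 159 for long-term ART against acute SIV infection 131 and 135, and of 158 for long-term against short-term ART 141 and 155, but 114 with the neutrophil score as a covariate. Counts of called genes moved with the tool and with the libraries left out, and the cause was not tested. With 4 to 6 libraries per group, 2-fold changes were recovered in 22% to 46% of simulated genes, which were drawn on their own, without animals and with the same spread in every group. The fits with the 12 month libraries alone and with a replicate number as a block were not run, since the names tie no library to a month or number.

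Counts are given in the order acute SIV against baseline, short-term ART against acute SIV, short-term ART against baseline, long-term ART against acute SIV, against baseline and against short-term ART, and genes higher on long-term ART against both. DESeq2 called 1476, 721, 1, 610, 47, 124 and 13. Limma with sample quality weights called 2178, 1162, 3, 427, 3, 52 and 1. Unadjusted p under 0.05 with a log2 fold change beyond 1 gave 1109, 929, 99, 675, 412, 476 and 170. A model of the compared groups alone called 1348, 421, 3 and, for long-term ART against acute SIV, 0. With the animal as a block the counts were 419 for short-term ART and 397 for long-term ART against acute SIV and 6 for long-term against short-term ART, and the block changed no other of these counts by over 1.5 times, while genes lower in acute SIV against baseline became 338 from 190. Without a filter, long-term against short-term ART gave 2. With the neutrophil score the counts against baseline and acute SIV were 475, 24 and 537, with the platelet score 3762, 3516 and 1273, and 1 for long-term against short-term ART, with the monocyte score 281 and 536 against acute SIV, and with the ribosomal RNA share 0, 0 and 0. For long-term ART against acute SIV and against short-term ART, a single long-term library per animal gave 859 and 2, the same with the animal as a block 1309 and 15, and the block with names exchanged 1222 and 99.

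Leaving out libraries in turn gave 6 (baseline KG04) to 466 (acute KG56) for acute SIV against baseline, 1006 without acute KF35, 0 (short-term ART KG56) to 281 (acute KF35) for short-term ART against acute SIV, 29 (acute KV82) to 454 (coded KG04) for long-term ART against acute SIV, 99 without KG04 for long-term ART against baseline, 13 (short-term ART KF35) to 103 (KG04) for long-term against short-term ART, and 13 without KG04 for the genes higher against both. Pillai's trace, on components computed anew each time, was 0.406 without acute KV82, 0.677 without acute KG04 and up to 1.09 (without KG04 of long-term ART).

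For gene lists the values are adjusted p from camera. With the correlation estimated they were 0.587, 0.492 and 0.2 for interferon-stimulated genes (acute SIV, short-term and long-term ART in the comparisons with acute SIV), 0.587 and 0.509 for B cell genes, 0.587 and 0.44 for Toll-like receptor and NF-kB genes (acute SIV against baseline, long-term against short-term ART), 0.611 and 0.558 for SenMayo genes (long-term ART against baseline and short-term ART), 0.249 for platelet genes, 0.611 for JAK/STAT and ribosomal genes, and 0.472, 0.558, 0.404 and 0.404 for inflammasome, macrophage, neutrophil and histone genes. Below, SenMayo genes have the values against baseline and short-term ART, and other lists those of long-term against short-term ART. With the neutrophil score, Toll-like receptor and NF-kB genes had 0.807, SenMayo genes 0.901 and 0.556, inflammasome genes 0.96 and macrophage genes 0.119, all with the direction reversed, JAK/STAT genes against baseline 0.143, and Toll-like receptor and NF-kB genes in acute SIV 0.0567. With the monocyte score these lists had 0.154, 0.157 and 0.217, 0.0655 and 0.0572, with a single long-term library per animal 0.13, 0.413 and 0.444, 0.13 and 0.107, and with the block besides 0.189, 0.428 and 0.47, 0.147 and 0.078. With the animal as a block the first 3 lists had 0.0724, 0.071 and 0.0724, and 0.0724, and with names exchanged the first 2 had 0.0666, 0.059 and 0.0666. The block also changed the call for integrin genes on long-term ART against acute SIV (0.0222 to 0.0776), for coagulation (0.0857 to 0.0241) and immediate early genes (0.00197 to 0.0864) against baseline, and for interferon-stimulated (0.0958 to 0.0276, then down), plasma cell (0.0254 to 0.0724) and vascular SenMayo genes (0.0389 to 0.0724) against short-term ART, besides the lists where it stands in the text. In these comparisons the block also takes out the library labelled KT85, so pairing and the loss of that library are not told apart. SenMayo genes had 0.102 against baseline with the platelet score, 0.106 and 0.0606 with the ribosomal RNA share, 0.0566 and 0.0572 without KT85, 0.0769 against short-term ART with the strict filter and 0.0523 with the animal as a random effect, and inflammasome genes 0.0572 without KT85. Leaving out libraries in turn gave SenMayo genes 0.00308 (baseline KF35) to 0.0876 (coded KG04) and 0.00465 (long-term ART KG56) to 0.113 (coded KG04), inflammasome genes from 0.00164 (long-term ART KG56), and Toll-like receptor and NF-kB genes in acute SIV 0.00253 (baseline KF35) to 0.0769 (acute KF35).

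Named genes called neither in the main fit nor in the alternative changed sign in many settings. With the neutrophil score these were 44 of 158 for long-term against short-term ART and 18 of 143 for long-term ART against baseline. With the platelet score they were 16 of 159 for long-term ART against acute SIV. Among named genes called in either fit, the sign reversed only with the ribosomal RNA share as a covariate, for acute SIV against baseline MAVS at -0.17, IL18BP at -0.11, HBA at -0.18, ALAS2 at -1.43, SLC4A1 at -0.59, ITPR3 at -0.08, ADCY9 at -0.30 and PTK2B at -0.10, and for short-term ART against acute SIV TMEM56 at 0.42. The share in every acute library lay above that of every library at baseline and on short-term ART, so this covariate carries the difference between the groups, and neither these signs nor the counts of 0 with it decide anything about the genes.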

Differences from the paper's values

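In acute SIV infection against baseline, 190 genes were lower, where the paper's supplementary tables give a total of 382 in the gene list of its ontology search. That total counts genes mapped by the search, and the paper's text states no threshold for it. Among the alternatives set before the data were examined, the value fell within 1.5 times the paper's with DESeq2 (543), the strict filter (268), the compared groups alone (506), the animal as a block (338) and the monocyte score (288). It did not with RLE factors (205), limma with sample quality weights (761), no filter (136), the neutrophil score (111), the platelet score (1529) and unadjusted p with a fold threshold (250), nor without the baseline libraries of KF35 (6), KG04 (0), KG56 (3) and KV82 (1) or the acute libraries of KF35 (249), KG04 (0), KG56 (151) and KV82 (5).

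In long-term against short-term ART, 0 genes were higher by edgeR (995 at an unadjusted p under 0.05), where the paper's total is 213, also without a stated threshold. None of the alternatives set before the data were examined came within 1.5 times of it: DESeq2 gave 52, limma with sample quality weights 17, unadjusted p with a fold threshold 352, the fit without the long-term ART library labelled KG04 39, and the others 0.

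Higher on long-term ART against both baseline and short-term ART were 0 genes, where the paper's overlap is about 36 in Fig. 5B, read by eye. None of the alternatives set before the data were examined came within 1.5 times of it: DESeq2 gave 13, limma with sample quality weights 1, unadjusted p with a fold threshold 170, the fit without the long-term ART library labelled KG04 13, and the others 0.

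Of the genes that the paper names, 15 of 23 tested were called higher and 1 of 3 lower in acute SIV infection, 1 of 7 higher and 8 of 16 lower on short-term ART against acute SIV infection, 2 of 5 higher on long-term ART against acute SIV infection, 0 of 15 higher and 0 of 1 lower on long-term ART against baseline, and 0 of 26 higher and 0 of 6 lower against short-term ART. None was called in the opposite direction, and the sign was the paper's for 21, 3, 7, 16, 5, 13, 1, 24 and 6 of them. The sign differed for TNF and IFNG, which the paper shows as higher in its heatmap of RNA. The paper also reports higher plasma protein of both cytokines on long-term ART, which was not analysed here and to which these RNA values do not speak. TNF had log2 fold changes of -1.11 in acute SIV infection against baseline, -0.29 on long-term ART against baseline and -1.27 on long-term against short-term ART, and IFNG of -0.10, -1.07 and -1.39, and no setting called either higher in these comparisons. CD276, IL6, IL27 and ITGA3 were below the filter on counts.

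The paper states a change for these genes, which edgeR did not call and other settings did. In acute SIV infection against baseline, DESeq2, limma with sample quality weights and the animal as a block called IL17F and CD28, the platelet and monocyte scores called IL17F and CD28, and limma called TNFAIP3 and TRAF7. The compared groups alone and the platelet score also called TRAF7, and the fit without the acute library of KF35 called IL17F and TNFAIP3. On short-term ART against acute SIV infection, DESeq2 called CD79B, CD40, ISG15 and STAT2, limma CD79B, MAVS, ISG15, IKBKG, JAK3 and STAT2, the compared groups alone CD79B, ISG15, IKBKG and STAT2, and the animal as a block CD79B, ISG15 and STAT2. RLE factors, no filter, the strict filter and the fit without the acute library of KG56 called CD79B and ISG15, the monocyte score ISG15 and STAT2, and the platelet score CD79B, CD28, MAVS, ISG15, IKBKG, IKBKE, TRAF7 and STAT2. CD79A, ICOS, DPP4 and PDCD1 were called by none.

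On long-term ART against acute SIV infection, DESeq2 called ITGA2 and MMRN1, limma MMRN1, no filter, the animal as a block and the monocyte score ITGA2, and the fit without the library labelled KG04 ITGA2 and TREML1. A single long-term ART library per animal, with or without the animal as a block, and the block with exchanged names, all chosen after seeing the values, called ITGA2 and MMRN1. Against baseline, DESeq2 called CISH, OSM and MMP25, and the fit without the library labelled KG04 called CISH, OSM, SLC43A2 and ITGA5. Against short-term ART, DESeq2 called NLRP12, CSF3R, TNFRSF1A, MMP9, CXCR1, HIST1H2AJ, HIST1H2AK, TNFRSF10C and MMP25, limma TNFRSF1A, MMP25 and ITGA5, and the fit without the library labelled KG04 NLRP12, CSF3R, TNFRSF1A, MMP9, TNFRSF10C, MMP25, SLC43A2 and ITGA5. The block with exchanged names, chosen after seeing the values, called NLRP12, SIGLEC5, TNFRSF1A, MMP9, HIST1H2AJ, HIST1H2AK, HIST1H2AD, TNFRSF10C and MMP25. The other genes that the paper names for comparisons with long-term ART, among them IRF7, NLRP3, TLR2, TLR4, MYD88, HDAC1, IL1B and CTNNB1, were called by none.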

Other observations

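In this part all tests were planned. On long-term ART against acute SIV infection EGF, a growth factor that platelets carry, rose by 2.43 and AREG, a growth factor of tissue repair, by 1.89, with adjusted p of 0.035 and 0.0491 from edgeR's quasi-likelihood test. Some genes of dividing cells fell, with MKI67, which fell by 1.38 (0.81 without the acute library of KV82), TPX2, a spindle protein, which fell by 1.41, and MCM4, a subunit of the replicative helicase, which fell by 1.15. CCL5 fell by 1.41 (adjusted p = 0.07 from edgeR's quasi-likelihood test with the animal as a block) and CXCL10 fell by 2.34.

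Some immediate early and heat shock genes, which rise with stimulation and also with handling of blood, rose in acute SIV infection: EGR1 by 1.52, EGR2 by 1.60 and HSPA1A, a chaperone, by 2.81, the 3 of 17 called by edgeR (3 when adjusted over the list alone, median log2 fold change 0.48). On long-term ART against baseline EGR1 had a log2 fold change of 1.44 and HSPA1A of 2.28, and 2 genes rose when adjusted over the list alone while 0 passed over all genes. Platelet genes had a median of -0.90 in acute SIV infection against baseline, and ESAM fell by 1.69.

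Fewer dividing cells were tested as an explanation of the lower histone genes on long-term against short-term ART. Cell cycle genes had a median log2 fold change of -0.57, below 0 but short of the bound set in advance against the histone median of -1.22, so the test does not decide.

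The library labelled KT85 had 0.937% of its counts in the genes named KEG06, and the other 17 libraries 3.47% to 6.14%. The loss was uneven. Over the 15 of these genes for proteins and ribosomal RNA, its CPM was 0 to 0.442 times the median of the other libraries. KEG06_p05 and KEG06_p09 held 0 counts in it, where the lowest of the other libraries had 72 and 17.1 CPM. The cause was not tested.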
